# CD4 T cell therapy counteracts inflammaging and senescence by preserving gut barrier integrity

**DOI:** 10.1126/sciimmunol.adv0985

**Published:** 2025-08-01

**Authors:** Manuel M. Gómez de las Heras, Elisa Carrasco, Mario Pérez-Manrique, Naohiro Inohara, Sandra Delgado-Pulido, Álvaro Fernández-Almeida, María I. Gálvez-Castaño, Isaac Francos-Quijorna, Carolina Simó, Virginia García-Cañas, J. Ignacio Escrig-Larena, Juan Francisco Aranda, Gonzalo Soto-Heredero, Enrique Gabandé-Rodríguez, Eva María Blanco, Joyce Días-Almeida, Gabriel Núñez, María Mittelbrunn

## Abstract

Healthy aging relies on a symbiotic host–microbiota relationship. The age-associated decline of the immune system can pose a threat in this delicate equilibrium. In this work, we investigated how the functional deterioration of T cells can impact host–microbiota symbiosis and gut barrier integrity and the implications of this deterioration for inflammaging, senescence, and health decline. Using the *Tfam*^fl/fl^*Cd4*^Cre^ mouse model, we found that T cell failure compromised gut immunity leading to a decrease in T follicular and regulatory T (T_reg_) cells and an accumulation of highly proinflammatory and cytotoxic T cells. These alterations were associated with intestinal barrier disruption and gut dysbiosis. Microbiota depletion or adoptive transfer of total CD4 T cells or a T_reg_ cell–enriched pool prevented gut barrier dysfunction and mitigated premature inflammaging and senescence, ultimately enhancing healthspan in this mouse model. Thus, a competent CD4 T cell compartment is critical to ensure healthier aging by promoting host–microbiota mutualism and gut barrier integrity.

## Introduction

The intimate crosstalk between the immune system and the intestinal environment is critical to ensure mutualism and to prevent gut inflammation and disease (1). The age-related functional decline of immune cells poses a potential threat to this delicate equilibrium. During aging, CD4 T cells progressively accumulate in the intestine acquiring highly proinflammatory and cytotoxic profiles (2, 3). Moreover, gut-associated germinal centers (GCs) become defective due to imbalanced T follicular and B cell activity, which is accompanied by the expansion of IgA-producing plasma cells in the lamina propria and dysregulated IgA responses (2–6). Targeting of the gut microbiota by IgA is severely altered during aging, which can impact the composition of these microbial communities driving dysbiosis (5, 6). This dysbiosis compromises the integrity of the gut barrier, which consequently promotes an inflammatory state in the intestine and the systemic dissemination of bacterial products fueling the chronic inflammation that appears with aging, a process referred to as inflammaging (7, 8). Gut dysbiosis and intestinal barrier dysfunction are currently proposed to be hallmarks of aging (9–11), although their role in the promotion of age-associated pathologies remains poorly understood.

Emerging evidence reveals the contribution of immune cells, with T cells in the spotlight, as drivers of inflammaging and the subsequent accumulation of senescent cells in peripheral tissues, a process thought to play a role in the onset of age-related disorders (12–15). Although different mechanisms have been proposed (16), the process by which a defective T cell compartment contributes to inflammaging, senescence, and disease is still unclear. To address this question, we used the *Tfam*^fl/fl^*Cd4*^Cre^ mouse model, which carries a deficiency in the mitochondrial transcription factor A (TFAM) in both CD4 and CD8 T cells (17). TFAM is implicated in the maintenance and replication of mitochondrial DNA and its deletion accelerates the age-associated mitochondrial decline that appears in T cells. TFAM-deficient T cells foster premature inflammaging, tissue senescence, and aging-related disorders, altogether precipitating the death of these mice (12). In this work, we sought to investigate whether dysfunctional T cells accelerate inflammaging, senescence, and health decline through the loss of host–microbiota symbiosis and the disruption of the intestinal barrier. We find that depletion of the microbiota or restoration of regulatory T (T_reg_) cells prevents gut dysbiosis and intestinal barrier dysfunction, which mitigates systemic inflammaging and tissue senescence in *Tfam*^fl/fl^*Cd4*^Cre^ mice, ultimately improving health outcomes in this mouse model.

## Results

### Intestinal barrier integrity is severely compromised in *Tfam*^fl/fl^*Cd4*^Cre^ mice

Since intestinal barrier integrity and gut microbiota play a relevant role in health and disease (7, 9, 11), we investigated whether gut barrier disruption mediates the multimorbidity phenotype of *Tfam*^fl/fl^*Cd4*^Cre^ mice. Although these mice develop normally until approximately 4 to 8 months of age, they begin to lose weight at that moment correlating with the appearance of the multimorbidity syndrome (12). We observed two different stages of this syndrome: an initial mild and progressive loss of body weight (*m_2_* = −0.11 g per week) was followed by wasting disease characterized by an acute weight loss (*m_3_* = −0.31 g per week) that preceded the deaths of these mice (Fig. 1A). Only *Tfam*^fl/fl^*Cd4*^Cre^ mice in *m_3_* phase, but not earlier, showed enhanced gut permeability as assessed after oral administration of FITC-dextran as well as alterations in the composition of fecal microbiota compared to control littermates (Fig. 1, B and C). Leaky gut and gut dysbiosis were also accompanied by markers of bacterial translocation to the periphery, as determined by increased presence of culturable bacteria in the liver and heightened amounts of LPS-binding protein (LBP) in the serum of *Tfam*^fl/fl^*Cd4*^Cre^ mice compared to age-matched controls (Fig. 1D). Since approximately 20% of adult *Tfam*^fl/fl^*Cd4*^Cre^ mice displayed rectal prolapse and approximately 25% developed diarrhea at the steady state (Fig. 1E), we next explored intestinal pathology. Histological analysis of the small intestine in *Tfam*^fl/fl^*Cd4*^Cre^ mice revealed an altered tissue architecture with an increase in villus height and crypt depth accompanied by mild edema and inflammatory cell infiltrates in the lamina propria (Fig. 1, F and G). Although no differences were observed in the length of the small intestine or the colon (fig. S1A), the colons of *Tfam*^fl/fl^*Cd4*^Cre^ mice were macroscopically thicker compared to what observed in control littermates (fig. S1B). Moreover, histological examination of the colon showed edematous swelling of the mucosa, with enlarged crypts containing inflammatory cell infiltrates and a thickened muscular layer, which was associated with a worsened histological score in this mouse model (Fig. 1, H and I).

RNA sequencing analysis of colonic tissue from *Tfam*^fl/fl^*Cd4*^Cre^ mice and control littermates revealed an enrichment in pathways related to inflammation, immune cell–mediated cytotoxicity, senescence, and fibrosis (Fig. 1J). Moreover, *Tfam*^fl/fl^*Cd4*^Cre^ mice exhibited an overall down-regulation in the expression of genes involved in the architecture and regulation of cell-to-cell junctional complexes (Fig. 1J). qPCR analysis further corroborated a strong proinflammatory and fibrotic signature in both the small intestine and colon of *Tfam*^fl/fl^*Cd4*^Cre^ mice (fig. S1C), together with reduction in the expression of genes involved in tight junctions of the small intestine (i.e., *Cldn1*) and the colon (i.e., *Tjp1* and *Ocln*), as well as in genes encoding antimicrobial peptides (fig. S1, D and E). 

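Colon RNA of 3 *Tfam* fl/fl*Cd4* Cre mice, which lack the mitochondrial transcription factor TFAM in T cells, and of 3 control mice was examined in libraries of the colon series that also holds the colons of transferred mice. The paper's text does not name the libraries behind Fig. 1J, and these are libraries of the same tissue and genotypes. In whole colon, *Tfam* itself had 1054, 1102 and 1040 normalized counts in the *Tfam* fl/fl*Cd4* Cre libraries and 1083, 977 and 1018 in the control libraries, with a log2 fold change of 0.06 (standard error 0.10, adjusted p = 0.678 from limma). *Cd4*, the gene of the helper T cell coreceptor, had 303 ± 49.5 normalized counts (SD, n = 3) in *Tfam* fl/fl*Cd4* Cre colon and 65.3 ± 29.4 (SD, n = 3) in control colon, with a log2 fold change of 2.27 (standard error 0.49, adjusted p = 0.00295 from limma). The authors aligned the reads of stranded mRNA to GRCm39, counted them per gene with HTSeq and divided the counts of each library by 1 factor. The reads in genes, recovered from the steps of these normalized counts, numbered 18214741 to 18994650 per control library (median 18960317) and 18437516 to 19178986 per *Tfam* fl/fl*Cd4* Cre library (median 18930464). Groups were compared with limma on log2(normalized count + 1) over the 16781 genes with a mean of at least 10 normalized counts, a scale that understates the change of genes with few reads. All 11 libraries of the series shared 1 fit and 1 estimate of the spread. Transcripts of the mitochondrial genome took 2.55% to 3.44% of the reads in the *Tfam* fl/fl*Cd4* Cre libraries and 4.63% to 6.73% in the control libraries.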

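Genes of inflammation, the interferon response and cytotoxicity were higher in the colon of *Tfam* fl/fl*Cd4* Cre mice than in control colon. Of 50 measured inflammation genes, listed before the data were examined, 44 rose and none fell (45 rose when adjusted over the list alone), with a median log2 fold change of 2.93. *Tnf*, which encodes the cytokine TNF and lies on chromosome 17 of GRCm39 from 35418357 to 35420983, had 699 ± 149 normalized counts (SD, n = 3) in *Tfam* fl/fl*Cd4* Cre colon and 46.6 ± 28.6 (SD, n = 3) in control colon, a log2 fold change of 4.08 (standard error 0.44, adjusted p = 4.75e-05 from limma). *Ifng*, the gene of interferon gamma, had 61.8 ± 29.2 normalized counts (SD, n = 3) in *Tfam* fl/fl*Cd4* Cre colon and no read in any control library, and was at least 61.0-fold higher against a floor of 3 reads over the control group (39.3 and 40.3 without control replicate 1 and 2). The log2 fold changes of the nitric oxide synthase gene *Nos2* and of the neutrophil chemokine gene *Cxcl1* were 5.38 and 5.41.

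Of 46 genes of the interferon response, 41 rose and 1, *Irf7*, fell (42 and 1 when adjusted over the list alone), and of 35 genes of cytotoxic lymphocytes 32 rose and none fell (32 when adjusted over the list alone). Among the latter, the granzyme gene *Gzmb* had a log2 fold change of 3.57 and the chemokine gene *Ccl5* of 3.21. Markers of immune cells rose along with these lists. The median log2 fold change was 5.57 for 15 neutrophil markers (14 rose, *G0s2* fell), 2.29 for 16 T cell markers (all rose) and 1.51 for 17 macrophage markers (14 rose, *Cd163* fell).

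Of 82 genes on a list named for the secreted factors of senescent cells, 39 rose and 11 fell (the same numbers when adjusted over the list alone). Among those that rose were *Mmp10*, a matrix protease, with a log2 fold change of 7.78 and *Tnfrsf1b*, a TNF receptor, with 3.02. The list also holds genes of products that are not secreted, such as *Egfr* and *Jun*. Several members, such as *Tnf*, *Il1b* and *Cxcl1*, are on the inflammation list too, so its rise is not independent of that list. Without control replicate 2 or *Tfam* fl/fl*Cd4* Cre replicate 4, 6 of the 82 fell, and without *Tfam* fl/fl*Cd4* Cre replicate 3, 7 fell. Of 22 genes of senescence-associated cell cycle arrest, none rose and 6 fell (4 when adjusted over the list alone; 3 without control replicate 1 or 3). The log2 fold change of the cell cycle inhibitor gene *Cdkn1a* was -0.10 (adjusted p = 0.746 from limma) and that of *Trp53* 0.16 (adjusted p = 0.342). Over single libraries left out they ranged from -0.34 to 0.13 and from 0.10 to 0.20. Of 48 fibrosis genes, 9 rose and 22 fell (9 and 24 when adjusted over the list alone), with a median log2 fold change of -0.50 and a mean of -0.002. *Mmp10* was among those that rose, and *Acta2*, the actin of smooth muscle and myofibroblasts, and the matrix genes *Postn* and *Col6a3* fell by 2.77, 1.95 and 1.18 on the log2 scale. Smooth muscle markers fell along with them (16 of 16, median log2 fold change -2.62), as did 4 of 10 fibroblast markers (4 when adjusted over the list alone), among them *Col14a1* and *Lum*, which are on the fibrosis list too. The fibroblast list had a median of -0.68 (-0.42 without *Tfam* fl/fl*Cd4* Cre replicate 4; camera, adjusted p = 0.0374, and adjusted p = 0.429 with an estimated correlation). Its call was lost with edgeR and DESeq2 (adjusted p = 0.0559 and 0.0678) and without control replicate 2 or *Tfam* fl/fl*Cd4* Cre replicate 4 (0.0804 and 0.108).

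**Figure D1:**
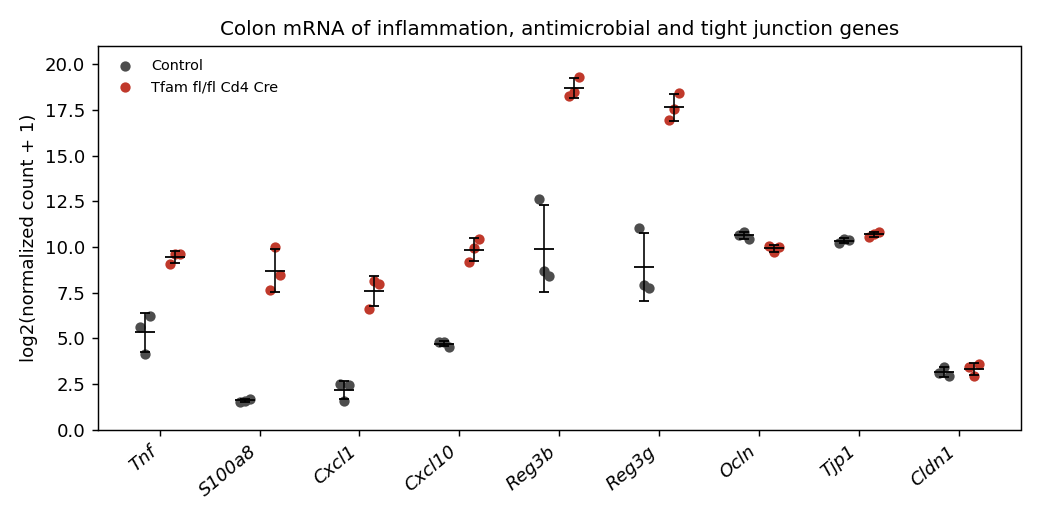
Log2(normalized count + 1) of 9 genes in each colon library of control and *Tfam* fl/fl*Cd4* Cre mice; points are single libraries, and bars give the mean and SD (n = 3 per group). The libraries of both groups do not overlap for *Tnf*, *S100a8*, *Cxcl1*, *Cxcl10*, *Reg3b*, *Reg3g*, *Ocln* and *Tjp1*, and those for *Cldn1* do.

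In the list tests (camera with a preset correlation of 0.01, adjusted over 41 lists), inflammation, the interferon response, cytotoxicity and the secreted factors were called higher (adjusted p = 4.1e-17, 6.61e-20, 1.7e-13 and 4.04e-05) and fibrosis lower (adjusted p = 0.0202, and 0.0523 without *Tfam* fl/fl*Cd4* Cre replicate 4), whereas the arrest list was not called (adjusted p = 0.406). None of these calls held with an estimated correlation (adjusted p = 0.279 with an estimated correlation for the first 4 lists, and adjusted p = 0.582 with an estimated correlation for fibrosis). In all, 7641 of 16781 genes were called at an adjusted p under 0.05, 3805 higher and 3836 lower in *Tfam* fl/fl*Cd4* Cre colon. From Fig. 1J, the paper states that pathways of inflammation, cytotoxicity, senescence and fibrosis were enriched in *Tfam* fl/fl*Cd4* Cre colon.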

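Genes of the junctions between cells moved in both directions in *Tfam* fl/fl*Cd4* Cre colon. Of 42 measured tight junction genes, listed before the data were examined, 13 fell and 2, the claudin genes *Cldn2* and *Cldn12*, rose (12 and 2 when adjusted over the list alone; 4 rose without transferred replicate 5). *Ocln*, which encodes occludin and lies on chromosome 13 of GRCm39 from 100630334 to 100689535, had 975 ± 124 normalized counts (SD, n = 3) in *Tfam* fl/fl*Cd4* Cre colon and 1610 ± 214 (SD, n = 3) in control colon, a log2 fold change of -0.72 (standard error 0.15, adjusted p = 0.00225 from limma). *Tjp1*, which encodes ZO-1 and lies on chromosome 7 from 64945898 to 65177529, had 1661 ± 162 normalized counts in *Tfam* fl/fl*Cd4* Cre colon and 1309 ± 104 in control colon (SD, n = 3 each), a log2 fold change of 0.34 (standard error 0.14, adjusted p = 0.0689). *Cldn1* was near the lower limit of the test, with 9.17 ± 2.15 and 8.03 ± 1.72 normalized counts (SD, n = 3 each; adjusted p = 0.832). The tight junction genes with the smallest adjusted p were *Jam3*, *Mpdz*, *Clmp* and *Cldn5*, the last a claudin of blood vessels and also on the list of endothelial markers, with log2 fold changes of -1.68, -1.89, -1.66 and -1.63.

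Of 27 genes of adherens junctions and desmosomes, 7 rose and 3 fell (the same numbers when adjusted over the list alone; 4 rose without *Tfam* fl/fl*Cd4* Cre replicate 3 or 4). *Cdh1*, the gene of E-cadherin, and the desmosome gene *Dsc2* rose by 0.76 and 0.68 on the log2 scale, and *Cdhr5* and *Cdhr2*, of the brush border, and *Shroom3*, of the apical actin belt, fell by 1.08, 1.06 and 0.67. Of 33 genes of the actin cytoskeleton and cell-matrix adhesion, 26 fell and none rose (27 and 1 when adjusted over the list alone), with a median log2 fold change of -1.35. *Tns1*, *Flnc* and *Cdh13*, which couple actin to adhesion sites or act in muscle and vessels, fell by 2.81, 2.72 and 2.67. The markers of other layers of the gut wall fell as well, with medians of -2.62 for 16 smooth muscle markers (16 fell), -2.36 for 17 markers of enteric neurons and glia (15 fell) and -2.90 for 11 fat cell markers (11 fell). By histology, in contrast, the paper reports a thickened muscular layer in *Tfam* fl/fl*Cd4* Cre colon. Of 11 endothelial markers, 4 fell and none rose (4 when adjusted over the list alone), with a median of -0.45. The endothelial list was called lower (camera, adjusted p = 0.027, and adjusted p = 0.429 with an estimated correlation). This call was lost with edgeR and DESeq2 (adjusted p = 0.0658 and 0.0616). It was also lost without control replicate 3 or *Tfam* fl/fl*Cd4* Cre replicate 4 (adjusted p = 0.0741 and 0.0568). Epithelial markers had a median of 0.18 (3 of 13 rose, 1 fell; median 0.04 to 0.21 over single libraries left out).

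The test of the actin and adhesion list gave an adjusted p of 1.99e-10 (adjusted p = 0.279 with an estimated correlation). Members such as *Tns1*, *Flnc* and *Cdh13* are also drawn as lower in Fig. 6B, so this test is not independent of the paper's genes. The tight junction list (median log2 fold change -0.06, -0.12 to -0.03 over single libraries left out, adjusted p = 0.167) and the list of adherens junctions and desmosomes (median 0.21, adjusted p = 0.151) were not called.

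Of the genes that the paper measured by qPCR for fig. S1C, *S100a8*, a calcium-binding protein of neutrophils, had 526 ± 441 normalized counts in *Tfam* fl/fl*Cd4* Cre colon and 2.03 ± 0.164 in control colon (SD, n = 3 each; log2 fold change 7.11, standard error 1.05, adjusted p = 0.000318 from limma). Of 15 antimicrobial genes in these colon libraries, 8 rose and none fell (8 when adjusted over the list alone). The antimicrobial peptide genes of fig. S1E were measured in the small intestine, so the tissues differ and the results are not set against each other. The epithelial lectin genes *Reg3b* and *Reg3g*, similar neighbours on chromosome 6 whose reads may be partly shared, had log2 fold changes of 8.78 (standard error 1.15) and 8.73 (standard error 1.00).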

The diminished expression of *Tjp1* and *Ocln*, encoding zonula occludens (ZO)-1 and occludin, respectively, translated into reduced immunofluorescence staining and disorganized structure of these anchoring proteins in the colonic epithelium compared to control littermates, evidencing disruption of the intestinal barrier (Fig. 1K and fig. S1F). Thus, the multimorbidity phenotype of *Tfam*^fl/fl^*Cd4*^Cre^ mice is associated with the loss of gut barrier integrity and subsequent endotoxemia.

### *Tfam*^fl/fl^*Cd4*^Cre^ mice display bacterial dysbiosis in the intestine

To further characterize the bacterial communities in both the small and large intestine of *Tfam*^fl/fl^*Cd4*^Cre^ mice during the *m_3_* phase, we performed *16S* rRNA gene sequencing from the luminal content of the terminal ileum and the colon. Analysis of α-diversity indexes such as Shannon index or operational taxonomic unit (OTU) richness, which disclose the diversity of species within each sample, showed no differences in the ileum or colon-resident microbiota (Fig. 2A). By contrast, analysis of β-diversity stating the similarity in terms of biodiversity between samples, revealed a distinct configuration of microbiota in the ileum and colon of *Tfam*^fl/fl^*Cd4*^Cre^ mice compared to control littermates (Fig. 2B). We next analyzed the microbial compositional changes in both intestinal compartments. There was a large reduction in health-promoting symbionts in the guts of *Tfam*^fl/fl^*Cd4*^Cre^ mice compared to control littermates including certain members of the *Lactobacillus* genus (ileum and colon) and some members of the *Ruminococcaceae* family (colon) (Fig. 2C). These changes were accompanied by a substantial expansion of microorganisms associated with intestinal inflammation, such as members of the *Enterobacteriaceae* family (Fig. 2C).

We further explored the *16S* rRNA metagenomic data by performing a predictive functional analysis of the gut microbiome. These results suggested enrichment in pathways associated with biosynthesis of nucleosides/nucleotides, amino acids, and enzymatic cofactors in the colonic microbiota of *Tfam*^fl/fl^*Cd4*^Cre^ mice compared to controls (fig. S2A). Moreover, we found an increase in pathways related to the catabolism of amino acids and polysaccharides (i.e., urea cycle and carboxylate degradation, respectively) and to cellular bioenergetics such as the tricarboxylic acid (TCA) cycle compared to the microbiota of control littermates (fig. S2A).

Protein and polysaccharide catabolism by gut microbiota results in the balanced production of essential metabolites such as short-chain fatty acids (SCFAs), which beneficially impact host physiology (18). To determine whether the observed compositional changes in gut microbiota caused a disbalance in the abundance of these metabolites, we quantified the levels of SCFAs in fecal samples of this mouse model by using liquid chromatography–mass spectrometry (LC–MS). The concentration of most of these metabolites, but notably not butyrate, increased in *Tfam*^fl/fl^*Cd4*^Cre^ mice compared to control littermates (Fig. 2D). To gain some insight into which bacteria could be modulating these SCFA profiles, we performed Spearman correlation analysis between the composition of the ileum and colon microbiota and the concentration of SCFA species in the same samples. We found three OTUs belonging to Bacteroidetes in the colon, *Lachnospiraceae* in the ileum, and *Enterobacteriaceae* in both the ileum and colon that were abnormally expanded in *Tfam*^fl/fl^*Cd4*^Cre^ mice and positively correlated with the enhanced production of SCFAs (fig. S2B). Thus, *Tfam*^fl/fl^*Cd4*^Cre^ mice manifest dysbiosis in the intestine featured by expansion of inflammation-related taxa and disproportioned levels of SCFAs.

### Microbiota depletion prevents inflammaging and tissue senescence extending health and lifespan in *Tfam*^fl/fl^*Cd4*^Cre^ mice

To decipher the contribution of gut dysbiosis in the multimorbidity phenotype of *Tfam*^fl/fl^*Cd4*^Cre^ mice, we depleted microbiota in these mice using a cocktail of broad-spectrum antibiotics (Abx) for 8 weeks upon the onset of the *m_3_* phase (Fig. 3A). This protocol successfully reduced the presence of bacteria, as well as the concentration of SCFAs in feces of Abx-treated mice (fig. S3, A to C). Administration of Abx did not induce any substantial changes either in the body weight (fig. S3D) or survival of control mice.

Depletion of dysbiotic microbial communities in *Tfam*^fl/fl^*Cd4*^Cre^ mice strengthened the integrity of the gut barrier as shown by reduced penetration of FITC-dextran after oral administration, concomitantly with diminished bacterial translocation to the periphery (Fig. 3, B and C). Macroscopic evaluation of the colon suggested that Abx administration to *Tfam*^fl/fl^*Cd4*^Cre^ mice restrained thickening and fibrosis at this level (fig. S3E). To further assess the integrity of the intestinal barrier, we evaluated markers of inflammation and cell-to-cell junctional complexes in the intestine of *Tfam*^fl/fl^*Cd4*^Cre^ mice after Abx administration. Microbiota depletion suppressed the inflammatory transcriptomic signature found in the ileum and the colon of *Tfam*^fl/fl^*Cd4*^Cre^ mice and up-regulated the levels of transcripts encoding proteins involved in the physical integrity of the intestine such as claudin-1 in the ileum and occludin and ZO-1 in the colon compared to mice receiving vehicle (Fig. 3D and fig. S3F).

Furthermore, *Tfam*^fl/fl^*Cd4*^Cre^ mice treated with Abx displayed diminished levels of inflammatory mediators in the serum, for instance, C-C motif chemokine ligand 5 (CCL5) and CCL7, interferon (IFN)-γ, interleukin (IL)-6, and tumor necrosis factor (TNF), as well as reduced levels of proinflammatory markers in the liver (Fig. 3, E and F) suggesting that the development of inflammaging was being prevented. This was accompanied by decreased signs of kidney and liver senescence, as evidenced by reduced senescence-associated β-galactosidase activity (Fig. 3G) and down-regulated expression of the senescence-associated genes encoding P21^Waf/Cip1^ and P53, respectively (Fig. 3H). Importantly, microbiota depletion prevented the acute loss of body weight at the onset of the multimorbidity phenotype of *Tfam*^fl/fl^*Cd4*^Cre^ mice (Fig. 3I). Muscle strength and locomotor coordination assessed by grip test and clasping score, respectively, were also improved after Abx administration (Fig. 3, J and K). Glucose tolerance tests showed that glucose homeostasis in *Tfam*^fl/fl^*Cd4*^Cre^ mice was restored to the levels of control mice after depletion of microbiota (Fig. 3L). Finally, there was a 42% extension in the median survival and approximately 30% in the maximal survival of Abx-treated *Tfam*^fl/fl^*Cd4*^Cre^ mice compared to mice receiving vehicle (Fig. 3M). Thus, depletion of the dysbiotic microbiota in *Tfam*^fl/fl^*Cd4*^Cre^ mice prevents gut barrier dysfunction and diminishes the levels of inflammaging and tissue senescence leading to an extended health and lifespan in these mice.

To evaluate the pathogenicity of *Tfam*^fl/fl^*Cd4*^Cre^ mouse gut microbiota, we performed fecal microbiota transplantation (FMT) assays from either donor *Tfam*^fl/fl^*Cd4*^Cre^ at the onset of the *m_3_* phase or age-matched *Tfam*^fl/fl^ mice into young antibiotic-treated *Tfam*^fl/fl^ mice (referred to as *Tfam*^fl/fl^FMT_KO_ or *Tfam*^fl/fl^FMT_Ctrl_ mice, respectively) (fig. S4A). Analysis of the fecal microbiota showed successful implantation of donor microbiota in recipient mice (fig. S4B). Nevertheless, we did not find any differences in terms of body weight, muscle strength, or gut barrier integrity, with absent or minimal impact in the levels of proinflammatory cytokines in the serum of *Tfam*^fl/fl^FMT_KO_ mice when compared to *Tfam*^fl/fl^FMT_Ctrl_ mice (fig. S4, C to H). Thus, the gut microbiota from *Tfam*^fl/fl^*Cd4*^Cre^ mice may not be sufficient to cause inflammaging and tissue damage in control mice harboring a competent immune system.

### Gut mucosal immunity is impaired in *Tfam*^fl/fl^*Cd4*^Cre^ mice

Since CD4 T cells are essential for host–microbiota symbiosis and gut barrier function, we explored CD4 T cell subsets in Peyer’s patches (PPs) and the colonic lamina propria (cLP) of adult (12-month-old) *Tfam*^fl/fl^*Cd4*^Cre^ mice and age-matched controls by using a panel of antibodies for spectral flow cytometry that decodes the heterogeneity of T cells.

Analysis of PPs showed that the percentage of CD4 T cells was substantially reduced in *Tfam*^fl/fl^*Cd4*^Cre^ mice (Fig. 4A and fig. S5A). Unbiased clusterization of PP CD4 T cells resulted in the identification of six subsets: naïve (FoxP3^−^CD62L^hi^CD44^lo^), T effector/memory-like (T_EM_) (FoxP3^−^CD62L^lo^CD44^hi^), T follicular helper (T_FH_) (FoxP3^−^CXCR5^hi^PD-1^hi^), and three different clusters of FoxP3^+^CD25^+^ T_reg_ cells, namely resting (rT_reg_) (CD62L^hi^CD44^lo^), activated (aT_reg_) (CD62L^lo^CD44^hi^), and a subset of effector/terminally differentiated T_reg_ cells (19, 20) expressing the killer cell lectin-like receptor G1 (KLRG1) (kT_reg_) cells, previously associated with aging (21) (Fig. 4B and fig. S6, A and B). The T_EM_ and kT_reg_ cell clusters were increased at the expense of a strong reduction in the naïve, T_FH_, rT_reg_, and aT_reg_ cell clusters in the PP CD4 T cell compartment of *Tfam*^fl/fl^*Cd4*^Cre^ mice (Fig. 4C). The percentage and absolute numbers of both T_FH_ and FoxP3^+^CXCR5^hi^PD-1^hi^ T follicular regulatory (T_FR_) cells were substantially reduced in *Tfam*^fl/fl^*Cd4*^Cre^ mice compared to control littermates (Fig. 4, D and E, and figs. S5A and S6C). The drop in T follicular cells was associated with a substantial reduction in the percentage and absolute numbers of mature CD95^+^GL-7^+^ B cells in the PPs of *Tfam*^fl/fl^*Cd4*^Cre^ mice (Fig. 4F and figs. S5A and S6D), suggesting a defect in gut-associated germinal center (GC) reactions. Although most of the alterations in CD4 T cell subsets and GC B cells in PPs of 12-month-old *Tfam*^fl/fl^*Cd4*^Cre^ mice resembled what was observed in 24-month-old wild-type mice, the frequencies of total CD4 T cells, aT_reg_ cells, and T_FR_ cells were all increased in aged wild-type mice (fig. S7, A to F).

Analysis of the cLP revealed an increase in the number of infiltrating CD4 T cells in *Tfam*^fl/fl^*Cd4*^Cre^ mice compared to controls (Fig. 4G and fig. S5B). By applying the same approach used in the PPs analysis, we found that the percentage of naïve CD4 T cells was reduced in the cLP of these mice, whereas CD4 T cells were skewed towards a highly activated and cytotoxic phenotype (CD4 cytotoxic T lymphocyte (CTL)) that produced large amounts of CCL5 at the steady state (Fig. 4, H and I, and fig. S6, E and F). To further explore the activity of TFAM-deficient T cells, we assessed the capacity of cLP CD4 T cells to produce proinflammatory cytokines by flow cytometry. Ex vivo stimulation experiments indicated that cLP CD4 T cells of *Tfam*^fl/fl^*Cd4*^Cre^ mice secreted more TNF and IFN-γ than those from control mice (fig. S6G). Although the absolute number of T_reg_ cells was increased in the cLP of *Tfam*^fl/fl^*Cd4*^Cre^ mice (Fig. 4J), the proportion of total T_reg_ cells and their various subsets were greatly reduced in the cLP CD4 T cell compartment of these mice (Fig. 4, I, K, and L, and fig. S5B), consistent with previous reports delineating the T_reg_ cell–specific requirements of mitochondrial metabolism (22, 23). Although 12-month-old *Tfam*^fl/fl^*Cd4*^Cre^ mice mirrored most of the changes observed in the cLP of 24-month-old wild-type mice, the frequencies of total T_reg_, aT_reg_, and kT_reg_ cells substantially increased in 24-month-old wild-type mice instead of decreasing as in *Tfam*^fl/fl^*Cd4*^Cre^ mice (fig. S7, G to K).

Since TFAM deletion also affects CD8 T cells in *Tfam*^fl/fl^*Cd4*^Cre^ mice due to a CD4^+^CD8^+^ double-positive state during T cell maturation (17), we next analyzed CD8 T cells in PPs and the cLP of these mice. Similar to what was observed in PP CD4 T cells, 12-month-old *Tfam*^fl/fl^*Cd4*^Cre^ mice replicated the drop in naïve CD8 T cells and the increase in T_EM_ and KLRG1-expressing CD8 T cells that was observed in 24-month-old wild-type mice (fig. S8, A to D). Moreover, there was increased infiltration of CD8 T cells into the cLP of *Tfam*^fl/fl^*Cd4*^Cre^ mice. These cells exhibited highly activated, cytotoxic, and regulatory profiles, as is observed in natural aging (fig. S8, E to H).

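In the colon of *Tfam* fl/fl*Cd4* Cre mice, genes of antigen presentation to helper T cells and of B and plasma cells were higher than in control colon. Of 36 measured genes of the intestinal network for IgA production, listed before the data were examined, 26 rose and 1, *Il15*, fell (28 and 1 when adjusted over the list alone; 2 fell without control replicate 1), with a median log2 fold change of 2.00. The class II genes *H2-Ab1*, *H2-Aa*, *H2-Eb1* and *H2-DMb1*, which present or load peptides for CD4 T cells, led the list by adjusted p. Their log2 fold changes were 3.77 (standard error 0.21), 3.85 (standard error 0.24), 3.46 (standard error 0.24) and 4.72 (standard error 0.26). All 9 class II genes of the list rose, as did 17 of its other 27 members, which had a median log2 fold change of 1.55.

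Markers of antibody-secreting cells rose as well, 14 of 15 (8 without control replicate 2 and 9 without *Tfam* fl/fl*Cd4* Cre replicate 1 or 3), with a median log2 fold change of 2.05. *Igha*, the constant region of the IgA heavy chain, and *Jchain*, which joins IgA into polymers, had log2 fold changes of 2.05 (standard error 0.37) and 1.81 (standard error 0.27), with adjusted p = 0.000946 and 0.000336 from limma. Of 12 B cell markers, 10 rose and none fell (12 rose when adjusted over the list alone), with a median of 2.33, among them *Blk* and *Cd79b* of the B cell receptor pathway at 3.21 and 2.23. The B cell count was 5 without control replicate 2 and 6 without control replicate 3 or *Tfam* fl/fl*Cd4* Cre replicate 1 or 4. Class II genes as a list of their own had a median of 3.46 (11 of 11 rose) and class I genes of 1.55 (17 of 17 rose).

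The IgA network list was called higher (camera, adjusted p = 1.25e-07), a call that did not hold with an estimated correlation (adjusted p = 0.279 with an estimated correlation). Of the lists called higher, those of the interferon response, inflammation, cytotoxicity, class I and class II genes and of neutrophil and T cell markers had a smaller adjusted p.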

Because RNA sequencing analysis of the colon from *Tfam*^fl/fl^*Cd4*^Cre^ mice revealed that one of the most up-regulated pathways was the intestinal immune network for IgA production (Fig. 4M), we investigated whether the dysfunctional T cell compartment in the intestine of *Tfam*^fl/fl^*Cd4*^Cre^ mice was accompanied by dysregulated IgA responses. Similar to naturally aged mice (2), *Tfam*^fl/fl^*Cd4*^Cre^ mice displayed an increased percentage of IgA^+^ plasma cells (PCs) in the cLP (Fig. 4N and fig. S5B). This accumulation of IgA-producing PCs was associated with increased concentrations of IgA antibodies in the serum and enhanced IgA responses against the gut microbiota in the steady state compared to control littermates (Fig. 4, O and P). Thus, mitochondrial dysfunction appears to shift T cells towards highly inflammatory profiles with loss of follicular and regulatory subsets, which then abrogates GC reactions and dysregulates IgA responses in the intestines of *Tfam*^fl/fl^*Cd4*^Cre^ mice.

### T_reg_ cell therapy prevents inflammaging and senescence by restoring gut barrier integrity in Tfam^fl/fl^*Cd4*^Cre^ mice

Given the considerable remodeling of the T cell compartment in the intestines of *Tfam*^fl/fl^*Cd4*^Cre^ mice, we next tested whether the replenishment of key CD4 T cell subsets would safeguard gut homeostasis and, by extension, prevent the multimorbidity syndrome in this mouse model. We therefore adoptively transferred competent CD4 T cells from young CD45.1^+^ mice into CD45.2^+^ *Tfam*^fl/fl^*Cd4*^Cre^ recipient mice, prior to *m_3_* phase (Fig. 5, A and B). By week 7 after the adoptive transfer, CD4 T cells from donors reached 46% of total circulating CD4 T cells in recipient mice (Fig. 5C). Two months after the adoptive transfer, donor CD45.1^+^ CD4 T cells comprised nearly 60% of total CD4 T cells in PPs and the cLP of these mice (Fig. 5C).

Analysis of PPs showed that the percentage of total CD4 T cells was normalized in recipient *Tfam*^fl/fl^*Cd4*^Cre^ mice almost to the levels of control mice (Fig. 5D). Unbiased clusterization of spectral flow cytometry data unveiled that the frequency of different subsets in the whole CD4 T cell compartment was restored because of this adoptive therapy. These changes comprised the recovery of the naïve, T follicular, rT_reg_, and aT_reg_ cell pools, as well as a marked decline in the percentage of T_EM_ and kT_reg_ cells (Fig. 5E and fig. S9, A to E). Furthermore, the excessive infiltration of CD4 T cells was completely reverted in *Tfam*^fl/fl^*Cd4*^Cre^ mice transferred with competent CD4 T cells compared to their controls (Fig. 5F), further restoring the pool of naïve and T_EM_ CD4 T cells (Fig. 5G and fig. S9, F to J). CD4 T cell therapy significantly replenished the pool of T_reg_ cells in the colon of *Tfam*^fl/fl^*Cd4*^Cre^ mice by almost duplicating the proportion of cLP T_reg_ cells (Fig. 5H and fig. S9, H to J). The recovery of CD4 T cell homeostasis in the intestine of transferred *Tfam*^fl/fl^*Cd4*^Cre^ mice was associated with a boost in gut-associated GC reactions (Fig. 5I) and rebalanced IgA responses, evidenced by reduced concentration of circulating IgA antibodies and diminished opsonization of intestinal bacteria over time after the adoptive transfer (Fig. 5, J and K). CD4 T cell adoptive therapy consistently restored eubiosis in the colon of recipient mice featured by reduction in the relative abundance of inflammation-related *Enterobacteriaceae* and increase in *Lactobacillus* sp. (Fig. 5L).

Macroscopic examination of the colon suggested that CD4 T cell therapy to *Tfam*^fl/fl^*Cd4*^Cre^ mice restrained thickening at this level (fig. S9K). To explore wider effects of restoring immune homeostasis in the intestine of these mice, we performed RNA sequencing of colon samples. 

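The colons came from 3 control mice, 3 non-transferred *Tfam* fl/fl*Cd4* Cre mice and 5 *Tfam* fl/fl*Cd4* Cre mice that had received CD4 T cells of young donors (adoptive transfer). Per the paper, the mice were about 10 months old, the donors 7 weeks old, and each recipient was given 6000000 to 7000000 cells. The 5 transferred libraries held 18362839 to 18909294 reads in genes (median 18500019) and detected 21602 to 21992 genes. Transcripts of the mitochondrial genome took 3.84% to 4.82% of the reads in these libraries, against 2.55% to 3.44% in the non-transferred libraries. The transferred libraries entered the same limma fit as the control and non-transferred libraries. *Cd4* had 216 ± 118 normalized counts (SD, n = 5) in transferred colon (log2 fold change against non-transferred *Tfam* fl/fl*Cd4* Cre colon -0.68, standard error 0.44, adjusted p = 0.26 from limma, and -0.37 without transferred replicate 2). The deposited values carry no mark of donor or recipient cells.

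In transferred colon, 5240 of 16781 genes differed from non-transferred *Tfam* fl/fl*Cd4* Cre colon at an adjusted p under 0.05, 2860 of them higher and 2380 lower. Between transferred and control colon the number was 268, with 192 higher and 76 lower. Libraries of the same group differed from each other by far more than the sampling noise of their reads. This argues against repeated reads of the same library. It cannot tell separate mice from pieces of the same mouse, which would exceed that noise too. All libraries were counted as separate samples. Without the non-transferred replicate 3, the first count was 3078 (1867 higher and 1211 lower), and without replicate 4 it was 3336 (1964 and 1372). At the paper's threshold, 2632 genes were higher and 1391 lower. Leaving out single libraries moved the count against control colon to 45, 11 and 49 without control replicate 1, 2 and 3, to 171 without non-transferred replicate 3, and to 19, 692, 83, 83 and 831 without transferred replicate 1 to 5. It was 177 with edgeR, 1236 with DESeq2, 145 with no variance trend, 23 with only both groups compared, 1663 at the paper's threshold and 1823 with DESeq2 at that threshold, the last chosen after the data were seen.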

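Most genes that differed between *Tfam* fl/fl*Cd4* Cre and control colon lay nearer the control level in transferred colon. Of the 7641 genes called between both groups, 4863 were called in the opposite direction between transferred and non-transferred *Tfam* fl/fl*Cd4* Cre colon and none in the same direction. Of the 3805 higher genes 2173 were lower in transferred than in non-transferred *Tfam* fl/fl*Cd4* Cre colon, and of the 3836 lower genes 2690 were higher. For 6021 genes (78.8%) the mean of the transferred libraries was nearer to the control mean than to the *Tfam* fl/fl*Cd4* Cre mean, and the median gene lay 66.7% of the way from the *Tfam* fl/fl*Cd4* Cre mean to the control mean. Both comparisons share the *Tfam* fl/fl*Cd4* Cre libraries: in 100 simulated experiments with no effect of the transfer, the median count of opposite calls was 0 (highest 311) and the median share nearer control 1.41% (highest 15.8%). Independent lists of these sizes would share 540 of the former and 654 of the latter genes.

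Among the genes lower by the most in transferred than in non-transferred colon were the neutrophil genes *S100a8* and *S100a9* (log2 fold changes of -6.13 and -6.69), the neutrophil chemokine genes *Cxcl2*, *Cxcl3* and *Cxcl5* (-5.28, -5.28 and -5.82) and the matrix protease gene *Mmp10* (-6.61). Among those higher by the most were *Plin1* and *Cfd* of fat cells (4.67 and 4.48, and 3.04 and 2.62 without non-transferred replicate 1), the cytochrome P450 genes *Cyp2c55*, *Cyp2e1* and *Cyp4b1* (4.49, 4.50 and 4.36) and *Gal3st2c* and *Muc16* (6.89 and 5.31, with SDs above the means of the transferred libraries).

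Over all tested genes, the first principal component held 62.8% of the variance, and the transferred libraries lay 18.5% to 55.1% of the way from the control to the *Tfam* fl/fl*Cd4* Cre mean on it. The mean Euclidean distance of a transferred library was 93.2 to the control libraries and 122 to the *Tfam* fl/fl*Cd4* Cre libraries, and 4 of 5 transferred libraries were nearer to control (exact sign-flip permutation test over the 5 mice, two-sided, p = 0.125, where 0.062 is the smallest p it allows). Replicate 4 was nearer to the *Tfam* fl/fl*Cd4* Cre libraries (98.2 against 111 to control). In average-linkage clustering, the *Tfam* fl/fl*Cd4* Cre libraries formed 1 branch and all others the other. Split into 3 branches, transferred replicates 2 and 5 stood with the controls, and replicates 1, 3 and 4 stood apart. Without the non-transferred replicate 3 or 4, the number of opposite calls was 2940 and 3197.

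**Figure D2:**
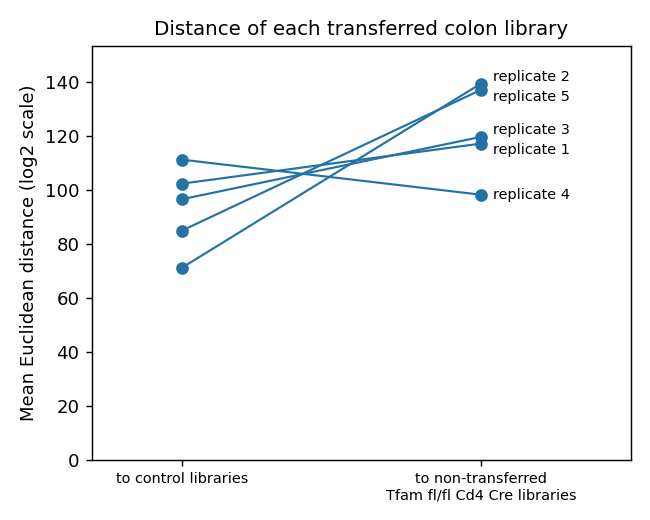
Mean Euclidean distance on the log2(normalized count + 1) scale from each of the 5 transferred libraries to the 3 control libraries (left) and to the 3 non-transferred *Tfam* fl/fl*Cd4* Cre libraries (right); each line is 1 library. Lines rise to the right for 4 libraries and fall for replicate 4.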

Principal component analysis and hierarchical clustering of the transcriptomic data showed that samples from *Tfam*^fl/fl^*Cd4*^Cre^ mice transferred with competent CD4 T cells clustered closer to control than to non-transferred *Tfam*^fl/fl^*Cd4*^Cre^ mice, suggesting that CD4 T cell adoptive therapy favored the reversion of the transcriptional changes observed in the colon of this mouse model (Fig. 6A). In particular, we found that the expression levels of genes involved in inflammation, immune cell–mediated cytotoxicity, IgA biosynthesis, senescence, and fibrosis were down-regulated compared to non-transferred *Tfam*^fl/fl^*Cd4*^Cre^ mice, whereas the expression levels of genes related to cell-to-cell junction organization were increased as a result of the adoptive transfer (Fig. 6B and fig. S9L). 

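Most inflammation and antigen presentation genes and part of the cytotoxicity genes were lower in transferred than in non-transferred *Tfam* fl/fl*Cd4* Cre colon. Of 11 class II genes, 9 fell and none rose (11 fell when adjusted over the list alone; camera, adjusted p = 4.98e-06, and adjusted p = 0.439 with an estimated correlation). Of 17 class I genes, 16 fell and none rose (16 when adjusted over the list alone; camera, adjusted p = 1.3e-10, and adjusted p = 0.341 with an estimated correlation). Of 50 inflammation genes, 42 fell and none rose (43 when adjusted over the list alone), with a median log2 fold change of -1.74. *Tnf* had 193 ± 47.5 normalized counts (SD, n = 5) in transferred colon (log2 fold change -1.87, standard error 0.39, adjusted p = 0.00457 from limma) and *Cxcl10*, an interferon-induced chemokine gene, had 982 ± 403 in non-transferred and 123 ± 99.3 in transferred colon (-3.30, standard error 0.57). Of 35 cytotoxicity genes, 17 fell and none rose (18 when adjusted over the list alone; 9 and 11 fell without non-transferred replicate 3 and 4). *Ifng* had a log2 fold change of -3.53 (standard error 0.50). *Ccl5* had 517 ± 100.6 normalized counts in non-transferred and 428 ± 159 in transferred colon (log2 fold change -0.33, adjusted p = 0.363). This was -0.19 and -0.21 without non-transferred replicate 3 and transferred replicate 2, and -0.50 without transferred replicate 4. Of 36 genes of the IgA network, 17 fell and 1, *Il15*, rose (18 and 1 when adjusted over the list alone), with *H2-Ab1*, *H2-Aa* and *H2-Eb1* at -1.17, -1.13 and -1.27. In this list, 9 fell without non-transferred replicate 3 or 4. None rose without replicate 3, and 2 rose without non-transferred replicate 1 or transferred replicate 5. Of 15 neutrophil markers, 14 fell and none rose (14 and 1 when adjusted over the list alone), with a median of -4.26 (camera, adjusted p = 7.47e-09, and adjusted p = 0.341 with an estimated correlation). Of 17 macrophage markers, 9 fell and 2, *Cd163* and *Mrc1*, rose (the same numbers when adjusted over the list alone), with a median of -0.68 (camera, adjusted p = 0.0145, and adjusted p = 0.577 with an estimated correlation). Without non-transferred replicate 3 and 4, 1 and 5 of them fell, and 1 rose without either of these or without transferred replicate 1 or 4. Of 12 B cell markers, 1, *Blk*, fell (1 when adjusted over the list alone; none without non-transferred replicate 1 or 3). Their median was -1.20 (-0.69 without transferred replicate 2; camera, adjusted p = 0.0145, adjusted p = 0.578 with an estimated correlation and 0.053 with a mean of at least 50). T cell markers had a median of -0.64 (3 of 16 fell, also when adjusted over the list alone) and plasma cell markers of -0.77 (2 of 15 fell, none when adjusted over the list alone). The T cell count was 1 without non-transferred replicate 1 or transferred replicate 2 or 3, 0 without non-transferred replicate 3 and 10 without transferred replicate 4, and the median was -0.43 without transferred replicate 2. The plasma cell count was 1 without control replicate 3, non-transferred replicate 1 or transferred replicate 2 or 5, 0 without non-transferred replicate 3 or 4 and 4 without transferred replicate 4.

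Of the 82 genes on the list of secreted factors, 32 fell and 7 rose (35 and 7 when adjusted over the list alone, and 4 rose without non-transferred replicate 3). Of 22 genes of cell cycle arrest 3 rose (*Phlda3*, *Glb1* and *Sesn1*) and 2 fell (*Ccng1* and *Gadd45g*), the same numbers when adjusted over the list alone. Of the 22 arrest genes, 1 rose and none fell without non-transferred replicate 3, and none rose or fell without replicate 4. None fell without transferred replicate 1, and 1 fell without control replicate 2, non-transferred replicate 1 or transferred replicate 2, 3, 4 or 5. *Cdkn1a* and *Trp53* had log2 fold changes of -0.04 and 0.10 (adjusted p = 0.895 and 0.571 from limma), and ranged from -0.27 to 0.20 and from 0.03 to 0.17 over single libraries left out. Of 48 fibrosis genes, 19 rose and 10 fell (20 and 10 when adjusted over the list alone; 11 rose without non-transferred replicate 4). *Mmp10* fell by 6.61 on the log2 scale, and *Acta2*, *Postn* and *Col6a3* rose by 1.90, 1.59 and 0.90. The list's median was 0.33 and its mean -0.08. Of 10 fibroblast markers, 4 rose and none fell (4 when adjusted over the list alone; 2 without non-transferred replicate 3 or 4), with a median of 0.52. The fibroblast list was called higher (camera, adjusted p = 0.0243, and adjusted p = 0.485 with an estimated correlation), but not without non-transferred replicate 4 or transferred replicate 1 (adjusted p = 0.118 and 0.0543).

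Of 42 tight junction genes, 12 rose and 1, *Cldn12*, fell (the same numbers when adjusted over the list alone), among them *Wnk4*, *Mpdz* and *Jam3* at 1.02, 1.42 and 1.14 and *Ocln* at 0.56 (standard error 0.13, adjusted p = 0.00826 from limma, and 0.0511 without non-transferred replicate 3). None of the list fell without non-transferred replicate 1, 3 or 4 or transferred replicate 1 or 3, and 3 fell without transferred replicate 5. *Tjp1* had a log2 fold change of -0.24 (adjusted p = 0.182). Of 27 genes of adherens junctions and desmosomes, 6 fell, among them *Cdh1* and *Dsc2* by 0.62 and 0.61, and 3, *Shroom3*, *Cdhr5* and *Ppl*, rose (the same numbers when adjusted over the list alone). Without non-transferred replicate 3, 3 of the 27 fell and 1 rose, without replicate 4, 2 fell, and without transferred replicate 5, 10 fell. The list had a median of -0.19 and was not called (camera, adjusted p = 0.11, and adjusted p = 0.656 with an estimated correlation). It was called lower without transferred replicate 5 (adjusted p = 0.03) and with the replicate number as a block (adjusted p = 0.00791). *Ppl* was not called without any single library other than non-transferred replicate 4 (adjusted p = 0.0519 to 0.203). Of 33 actin and adhesion genes, 20 rose and none fell (22 when adjusted over the list alone), with *Tns1* and *Cdh13* at 2.02 and 2.08. Markers of smooth muscle (16 of 16 rose, median 1.68), enteric neurons and glia (14 of 17, median 1.60) and fat cells (11 of 11, median 2.21) rose beside them.

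**Figure D3:**
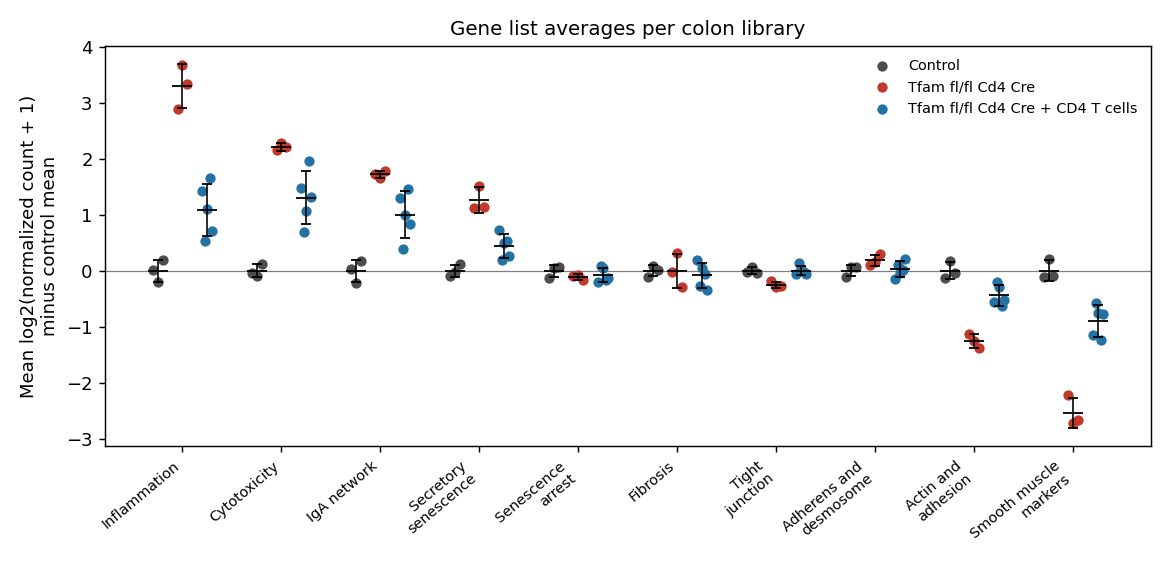
Mean log2(normalized count + 1) over the measured genes of each list, minus the mean of the control libraries, in each colon library; points are single libraries, and bars give the mean and SD (n = 3 control, 3 non-transferred and 5 transferred). For inflammation, cytotoxicity and the IgA network, the means of the transferred libraries are 1.09, 1.30 and 1.00 against 3.29, 2.21 and 1.72 in non-transferred colon.

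The mean inflammation score of transferred colon lay 67.0% of the way from non-transferred to control colon, that of cytotoxicity 41.1%, the IgA network 42.0% and the actin and adhesion list 64.8%. Against control colon, 14 of 35 cytotoxicity genes and 7 of 11 class II genes were higher in transferred colon (29 and 9 when adjusted over the list alone; adjusted p = 0.145 with an estimated correlation for both lists). The former count was 2, 2 and 4 without control replicate 1, 2 and 3, 9, 8 and 8 without non-transferred replicate 1, 3 and 4, and 2, 24, 6 and 6 without transferred replicate 1 to 4. In the list tests, inflammation (adjusted p = 7.52e-16), cytotoxicity (3.86e-07), the IgA network (0.000535) and the secreted factors (0.000424) were called lower, and actin and adhesion (9.44e-09), tight junctions (0.0482) and fibrosis (0.0466) higher. None was called with an estimated correlation (adjusted p = 0.341 with an estimated correlation for inflammation and for actin and adhesion, 0.458 for cytotoxicity, 0.485 for the IgA network, 0.439 for the secreted factors and tight junctions and 0.656 for fibrosis). The tight junction call was also lost without a variance trend (adjusted p = 0.0561) and without non-transferred replicate 1 or 3 or transferred replicate 2 (0.0595, 0.061 and 0.0711). The fibrosis call was lost without a variance trend (0.0561), with no filter (0.0525), with edgeR or DESeq2 (0.0627 and 0.0814) and without non-transferred replicate 4 or transferred replicate 1, 3 or 4 (0.198, 0.125, 0.0633 and 0.0608). Some actin and adhesion and tight junction genes are also drawn in Fig. 6B, so the tests of both lists are not independent of the paper's genes. From the clustering of the libraries, the paper proposes that the transfer favored a return of the transcriptional changes towards control.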

Consistent with these results, ZO-1 and occludin immunofluorescence staining showed a partial restoration of the expression pattern of these proteins in the colonic epithelium of adoptively transferred *Tfam*^fl/fl^*Cd4*^Cre^ mice (fig. S9M). Furthermore, gut hyperpermeability and bacterial translocation were prevented in *Tfam*^fl/fl^*Cd4*^Cre^ mice after the adoptive transfer (Fig. 6, C and D), indicating a reinforcement of gut barrier integrity.

CD4 T cell therapy also diminished the levels of the inflammaging mediators IFN-γ, IL-6 and TNF, as well as those of several chemokines such as CCL5, CCL7, C-X-C motif chemokine ligand 1 (CXCL1), and CXCL10 in the serum of recipient *Tfam*^fl/fl^*Cd4*^Cre^ mice (Fig. 6E). This was accompanied by a reduction in signs of tissue senescence, namely restored levels of senescence-associated β-galactosidase activity in the kidney and reduced expression of the senescence-associated genes encoding P21^Waf/Cip1^ and P53 in the liver of recipient mice (Fig. 6, F and G). Adoptively transferred *Tfam*^fl/fl^*Cd4*^Cre^ mice showed an improvement in multiple signs of multimorbidity including the marked loss of body weight, muscle atrophy, locomotor disability or glucose dysregulation (Fig. 6, H to K), suggesting that the healthspan of these mice had been enhanced.

To further understand which subset of CD4 T cells was crucial for the recovery of *Tfam*^fl/fl^*Cd4*^Cre^ mice as a result of the adoptive therapy, we performed adoptive transfer of a T_reg_ cell–enriched CD4 T cell pool from young CD45.1^+^ mice into CD45.2^+^ *Tfam*^fl/fl^*Cd4*^Cre^ recipient mice, successfully replenishing the intestinal compartment (Fig. 7, A to C, and fig. S10A). This strategy also reestablished immune balance in the intestine of recipient mice, notably increasing the frequency of rT_reg_, aT_reg_, and T_FR_ cells in PPs, as well as total T_reg_, aT_reg_, and kT_reg_ cells in the cLP of transferred mice (Fig. 7, D to H, and fig. S10, B to L). All of these changes were associated with improved GC B cell reactions and rebalanced IgA responses against intestinal bacteria (Fig. 7I and fig. S10F). Adoptive transfer of a T_reg_ cell–enriched pool also prevented the expansion of *Enterobacteriaceae* in the colon (Fig. 7J), and restrained gut barrier disruption, evidenced by RNA-sequencing analysis of the colon and diminished bacterial translocation to the periphery (Fig. 8, A to C, and fig. S10M). Moreover, adoptive transfer of a T_reg_ cell–enriched pool prevented inflammaging and tissue senescence (Fig. 8, D to F), as well as the acute body weight loss, sarcopenia, and dysregulation of glucose handling in transferred *Tfam*^fl/fl^*Cd4*^Cre^ mice (Fig. 8, G to J) evidencing an improved health status in this mouse model.

Finally, we investigated whether the CD8 T cell compartment was also affected after these adoptive transfer strategies. Analysis of PPs showed that the increased frequency of KLRG1-expressing CD8 T cells was prevented in transferred *Tfam*^fl/fl^*Cd4*^Cre^ mice after both adoptive transfer strategies. Adoptive transfer of either CD4 T cells or a T_reg_ cell–enriched pool limited both excessive CD8 T cell infiltration as well as the prominent expansion of KLRG1^+^ and regulatory CD8 T cell subsets in the cLP of transferred *Tfam*^fl/fl^*Cd4*^Cre^ mice (fig. S11, E to H). This suggests that CD8 T cells may also participate in the maintenance of gut barrier integrity. Thus, the transfer of CD4 T cells—T_reg_ cells in particular—restores the intestinal immune balance of *Tfam*^fl/fl^*Cd4*^Cre^ mice, which in turn prevents gut dysbiosis and strengthens gut barrier integrity, ultimately enhancing healthspan in this mouse model.

## Discussion

The Nobel laureate Elie Metchnikoff proposed a century ago that the decline in health that occurs during aging is driven by increased systemic inflammation resulting from the rupture of the intestinal barrier and subsequent dissemination of pathogenic bacteria (24). This theory received limited attention from the scientific community until pioneering studies in the field showed that gut barrier dysfunction predicts imminent health decline and death in flies (25). Since then, evidence supporting the idea that the deterioration of this biological barrier is a conserved hallmark in the process of unhealthy aging has accumulated in species such as nematodes (26), fish (27), mice (7, 8, 28), monkeys (29, 30), and humans (31). However, the underlying causes are still under debate.

T cells undergo a dramatic remodeling during aging mainly comprising the accumulation of terminally differentiated T cell subsets at the expense of losing naïve/resting T cells (32). Similar to other cell types in the organism, the mitochondrial function of T cells deteriorates during aging (12, 21, 33). We mimicked this age-associated mitochondrial decline in T cells by depleting TFAM specifically in CD4 and CD8 T cells. T cell mitochondrial failure in *Tfam*^fl/fl^*Cd4*^Cre^ mice accelerates some of the hallmarks of T cell aging such as lysosomal dysfunction and lack of T cell plasticity (17) or severe immunodeficiency (12), but also fosters inflammaging, tissue senescence, and multiple aging-related disorders (12). We previously discussed that different mechanisms could cooperate to explain the contribution of dysfunctional T cells to inflammaging and senescence (16). Dysfunctional T cells, for example, can directly damage the tissues via the secretion of inflammatory mediators (12, 34). In addition, impaired immunosurveillance can indirectly increase the burden of senescent cells in the tissues (35, 36). These cells also lack regenerative potential, which is essential to maintain tissue homeostasis (37, 38). In this work, we provide evidence for an additional mechanism by which dysfunctional T cells contribute to inflammaging and senescence through the loss of their ability to control host–microbiota symbiosis and gut barrier integrity. Our data indicate that mitochondrial failure in T cells causes intestinal barrier disruption and gut dysbiosis, correlating with the development of multimorbidity syndrome prior to death in *Tfam*^fl/fl^*Cd4*^Cre^ mice. Although TFAM is deleted in both CD4 and CD8 T cells in the early stages of T cell development in *Tfam*^fl/fl^*Cd4*^Cre^ mice (17), transferring competent CD4 T cells—T_reg_ cells in particular—is sufficient to restore mucosal immunity in the intestine of these mice, which is associated with reinforcement of the gut barrier, prevention of gut dysbiosis, and delay of multiple signs of multimorbidity.

T_reg_ cells, which mainly depend on mitochondrial metabolism (22, 23), are particularly important to ensure homeostasis in the intestine serving as constrainers of inflammatory insults and promoters of tissue repair after damage (39). The T_reg_ cell compartment is augmented in lymphoid and nonlymphoid organs during aging (32) but, instead of exerting anti-inflammatory and pro-resolving roles, they become dysfunctional showing proinflammatory and damaging features (21, 40, 41). In contrast to the increased frequency of effector T_reg_ cells, including aT_reg_ cells and kT_reg_ cells, observed in the colons of naturally aged wild-type mice, we detected a substantial reduction in these T_reg_ cell subsets in the colons of *Tfam*^fl/fl^*Cd4*^Cre^ mice. This decrease was associated with enhanced inflammation and deterioration of the intestinal barrier. These results suggest that the loss of T_reg_ cell subpopulations may exacerbate a proinflammatory environment to an extent that is not observed in naturally aged wild-type mice, thereby defining a distinctive feature between natural aging and the accelerated aging shown by *Tfam*^fl/fl^*Cd4*^Cre^ mice. Our T_reg_ cell–enriched cell transfer experiments suggest that recovery of metabolically competent T_reg_ cells could palliate the premature aging phenotype of this mouse model triggered by TFAM deficiency in CD4 and CD8 T cell compartments. Furthermore, T_reg_ cells are essential for GC dynamics and the appropriate IgA control of gut microbiota to avoid dysbiosis and intestinal inflammation (42, 43). IgA is the predominant antibody in the intestinal mucosa and is generated either by a T cell–dependent mechanism—in which T follicular cells dictate the differentiation of mature GC B cells into PCs that produce high-affinity and high-specificity antibodies—or in a T cell–independent manner, whereby PCs produce low-affinity polyreactive antibodies (44). Our results indicate that adoptive transfer of a T_reg_ cell–enriched pool of CD4 T cells boosts GC reactions and normalizes the enhanced opsonization of intestinal bacteria by IgA antibodies in *Tfam*^fl/fl^*Cd4*^Cre^ mice. Research has shown that elevated levels of IgA coating uniquely identify colitogenic bacteria during gut inflammation (45). Transfer of a T_reg_ cell–enriched pool is consistently associated with reduced presence of proinflammatory bacteria in the gut microbiota of these mice. Thus, loss of T_reg_ cell subsets in the intestine of *Tfam*^fl/fl^*Cd4*^Cre^ mice could lead to dysregulated IgA responses that facilitate gut dysbiosis, altogether precipitating gut barrier disruption and fueling inflammaging in this mouse model. Accordingly, microbiota depletion prevented intestinal barrier dysfunction, which correlated with diminished inflammaging, tissue senescence, and health decline in *Tfam*^fl/fl^*Cd4*^Cre^ mice.

One limitation of this study is that approximately 5% of the transfer donor CD4 T cells were FoxP3^−^ cells in the T_reg_ cell–enriched cell transfer experiments. Donor-derived cells were subsequently detected within the T_EM_ and T_FH_ cell pools of recipient mice. This could be either due to the proliferation of contaminating donor FoxP3^−^ CD4 T cells—including donor T_FH_ cells—and/or the generation of productive T_FH_ cells from donor T_reg_ cells in the PPs of recipient mice as has been previously observed (46), which may account for the rescue in GC B cell activity we observed following adoptive transfer.

*Tfam*^fl/fl^*Foxp3*^Cre^ mice have a lifespan of 60 days due to lethal autoimmune disease (22), whereas *Tfam*^fl/fl^*Cd4*^Cre^ mice can live longer than 1.5 years (12). One plausible explanation may be that conventional T cells remain healthy in *Tfam*^fl/fl^*Foxp3*^Cre^ mice and the lack of functional T_reg_ cells is responsible for these dramatic consequences. In the case of *Tfam*^fl/fl^*Cd4*^Cre^ mice, both conventional and regulatory T cells are defective. However, since TFAM-deficient conventional T cells are unable to proliferate to a similar extent than wild-type cells (17), the reduction in T_reg_ cells leads to less drastic outcomes, although still contributing to gut barrier dysfunction. These results support the notion that there is a delicate equilibrium between conventional and T_reg_ cells in the context of tissue homeostasis and the murine healthspan.

T cell–based immunotherapies have recently emerged as an innovative approach to address age-related diseases. Chimeric antigen receptor (CAR) T cells designed to target senescent cells improved metabolic dysfunction and physical performance in mice during aging (47) and senescence overload (48). Adoptive transfer of T_reg_ cells from young mice limited retinal neurodegeneration and partially restored spinal cord remyelination in naturally aged mice (37, 49). Moreover, coadministration of T_reg_ cells upon transplantation of dopamine-producing neurons alleviated neuroinflammation in mouse models of Parkinson’s disease (50). Our findings indicate that T cell therapy mitigates systemic inflammaging and prevents senescence in several tissues (e.g., the colon, liver, and kidney) boosting resilience to multiple signs of multimorbidity in *Tfam*^fl/fl^*Cd4*^Cre^ mice. In conclusion, this work provides insights into the potential applications of T cell–based therapies to delay age-associated pathologies through the strengthening of intestinal barrier integrity.

## Materials and Methods

### Animal procedures

All animal experimentation procedures were authorized by the Animal Experimentation Ethics Committees of Centro de Biología Molecular Severo Ochoa (CBM) and Centro Superior de Investigaciones Científicas (ProEx 52.1/23) making every effort to minimize mouse discomfort. Wild-type (C57BL/6J HccRsd) and Ly5.1 (CD45.1) mice were either purchased from Envigo or generated and aged in the CBM Animal Facility. Wild-type, *Tfam*^fl/fl^ and *Tfam*^fl/fl^*Cd4*^Cre^ mice were bred, aged, and maintained in the CBM Animal Facility under specific pathogen-free conditions. Two to five mice were housed per cage separated by genotype and sex, and fed ad libitum, receiving cardboard materials as part of the environmental enrichment. Mice were considered young (≤ 3 months of age), adult (4 to 12 months of age) or aged (≥ 13 months of age) following The Jackson Laboratory’s guidelines. Most studies were performed using female mice to facilitate microbiota normalization by mice and/or cage swapping experiments were initiated.

For intestinal permeability experiments, mice fasted for 2 hours were orally gavaged with a 1:3-1:4 (v:v) dilution of 250 mg/ml of 4-kDa fluorescein isothiocyanate (FITC)-dextran probe (Sigma) at a dose of 0.6 g per kilogram of body weight. After 2 hours, 100 to 120 μl of blood was collected in BD Microtainer^®^ tubes from the facial vein of mice and centrifuged at 6000*g* for 10 min at 4°C to obtain the serum fraction. FITC-dextran measurements were performed in duplicates by fluorimetric quantification of mouse serum mixed with an equal volume of phosphate buffered saline (PBS) [1:9 (v:v)]. Dilutions of non-treated mouse serum in FITC-dextran diluted with PBS were used as a standard curve to calculate blood FITC-dextran concentrations. One hundred microliters of standards or diluted sera was measured in a FLUOstar OPTIMA^®^ (BMG Labtech) 96-plate reader at an excitation wavelength of 492 nm and an emission wavelength of 525 nm.

For antibiotics-induced microbiota depletion, mice were randomly assigned either to vehicle or antibiotics (Abx) treatment groups. Mice in the latter group were administered a cocktail of neomycin (1 mg/ml) (Nzytech), ampicillin (1 mg/ml) (Nzytech), metronidazole (1 mg/ml) (Sigma), and vancomycin (0.5 mg/ml) (Sigma) in autoclaved drinking water supplemented with sucrose (2 mg/ml) to improve palatability for 8 weeks. This solution was renewed once a week. Vehicle mice were treated with sucrose water without antibiotics for the same time period. Microbiota depletion was further corroborated by flow cytometry and *16S* rRNA gene qPCR quantification using bacterial DNA extracted from feces as further detailed.

For muscle strength measurements, mice were held by their tails and forelimb grip strength was measured as tension force using a digital force transducer (Grip Strength Meter, Bioseb), as previously described (12). Five to seven measurements per trial were performed for each mouse, with a few seconds resting period between measurements.

For hindlimb clasping score measurements, mice were suspended by their tails for 10 s and video-recorded, as previously described (51). In brief, mice received a score depending on the following criteria: both hindlimbs splayed outward away from the abdomen, with splayed toes (0 points); one hindlimb retracted towards the abdomen more than half of the time (1 points); both hindlimbs retracted towards the abdomen more than half of the time (2 points); or both hindlimbs fully retracted towards the abdomen (3 points).

For glucose tolerance tests, after determination of overnight fasted blood glucose levels, mice were intraperitoneally injected with glucose at a dose of 2 g per kilogram of body weight [10% (w:v)]. Afterwards, blood glucose levels were determined from the blood of mouse tails at 15, 30, 60, 120, and 180 min using Contour next reactive glucose strips and a glucometer (Bayer).

For fecal microbiota transplantation (FMT), we proceeded as formerly described (52). In brief, mice fasted for 6 hours were orally gavaged for 3 consecutive days with 200 μl of an antibiotic cocktail consisting of neomycin (1 mg/ml) (Nzytech), ampicillin (1 mg/ml) (Nzytech), metronidazole (1 mg/ml) (Sigma), and vancomycin (0.5 mg/ml) (Sigma) in autoclaved water. The day afterwards, four to five fresh fecal pellets were pooled from donor mice in 600 μl of reduced buffer (0.5 mg/ml of cysteine and 0.2 mg/ml of Na_2_S in PBS) and vortexed for 1 min. Homogenates were then centrifuged at 500*g* for 5 min to remove large particles. Finally, 200 μl of fecal slurry was orally gavaged to recipient mice fasted for 4 hours twice a week for 2 weeks and then once a week until sacrifice. Following FMT, the remaining slurry was applied to the fur of recipient mice and their cages were replenished with fresh fecal pellets and dirty bedding from donor mice to ensure coprophagia.

For adoptive transfers of CD4 T cells, spleens and lymph nodes from 7-week-old Ly5.1 mice were harvested, dissociated through a 70-μm cell strainer, and resuspended in 5 ml of red blood cell lysis buffer (150 mM ammonium chloride, 10 mM sodium bicarbonate, and 100 µM EDTA, pH 7.4) for 5 min at 4°C. Then, cells were resuspended in 4 ml of MojoSort™ Buffer from MojoSort™ Mouse CD4 T Cell Isolation Kit (BioLegend) for total CD4 T cell isolation. Afterwards, cells were filtered again through a 70-μm cell strainer and resuspended in 2% fetal bovine serum (FBS) RPMI for counting. Total CD4 T cells were isolated following manufacturer’s instructions. Isolated cells were counted, checked for purity, and resuspended in sterile saline solution (0.9% NaCl). Finally, 6 × 10^6^ to 7 × 10^6^ CD4 T cells were injected into the retro-orbital sinus of isofluorane-anesthetized *Tfam*^fl/fl^*Cd4*^Cre^ mice.

For adoptive transfers of T_reg_ cells, 7-week-old Ly5.1 mice were pre-treated with IL-2. In brief, 1 µg of IL-2 (Peprotech, 212-12) was mixed with 5 µg of anti-IL-2 (Biolegend, 503706) per mouse in PBS and incubated at room temperature (RT) for 30 min. Mice were then intraperitoneally injected with 200 µl of the IL-2–anti-IL-2 complex solution for 3 consecutive days. On the fourth day, spleens and lymph nodes were harvested from pretreated mice and dissociated through a 70-μm cell strainer. Red blood cells were lysed as previously described. Cells were then resuspended in 4 ml of MojoSort™ Buffer from MojoSort™ Mouse CD4^+^CD25^+^ Regulatory T Cell Isolation Kit (BioLegend) for T_reg_ cell isolation. Cells were then filtered again through a 70-μm cell strainer and resuspended in 2% FBS RPMI for counting. CD25^+^ CD4 T cells were isolated following manufacturer’s instructions. Isolated cells were counted, checked for purity, and resuspended in sterile saline solution (0.9% NaCl). Finally, 2 × 10^6^ to 5 × 10^6^ T_reg_ cells were retro-orbitally injected into isofluorane-anesthetized *Tfam*^fl/fl^*Cd4*^Cre^ mice.

### Microbiota analysis by *16S* rRNA gene sequencing and qPCR

*16S* rRNA gene sequence analyses were performed as formerly reported (53). In brief, bacterial DNA from ileal, colonic, and fecal samples was extracted using the E.Z.N.A stool DNA kit (Omega Biotek) following manufacturer’s instructions. Amplicons of the V4 region of the *16S* rRNA gene were obtained in each sample using the following 5′-3′ primer pair: CCTACGGGAGGCAGCAG (FW) and ATTACCGCGGCTGCTGG (RV). Libraries were then sequenced using an Illumina MiSeq instrument, and sequences were curated and analyzed using the mothur (v.1.40.5) software package.(53)

For qPCR analysis of microbiota, 100 ng of bacterial DNA were included in the qPCR reaction, along with 5 μl of polymerase (Go Taq^®^ Master Mix, Promega) and 0.5 μl of each forward and reverse primer solution (5 μM stock) added to 384-well plates. The reaction was run on a Bio-Rad CFX 384 thermocycle. The 5′-3′ primer pairs (FW, RV. Sigma) used for qPCR are listed in table S1.

qPCR data were analyzed using the 2^−ΔΔCt^ method to calculate the relative abundance of bacteria members relative to *16S* rRNA gene, where ΔΔCt is the difference between the problem sample Ct values, and the control ones. After antibiotic treatment, fecal bacterial DNA concentrations were calculated by the amplification of the *16S* rRNA gene and using a standard curve of known bacterial DNA concentrations.

### Enzyme-linked immunosorbent assays (ELISA)

For LPS-binding protein (LBP) quantification, serum samples from mice were diluted and processed following manufacturer’s instructions (Enzyme Immunoassay for quantification of mouse LBP, Biometec). The plate was measured in a Dynex Opsys MR™ 96-plate reader (Aspect Scientific) at an excitation wavelength of 450 nm and an emission wavelength of 630 nm.

For serum IgA quantification, serum samples from mice were diluted 1:10,000 (v:v) following the manufacturer’s instructions (Mouse IgA ELISA Kit, Bethyl Laboratories). The plate was measured in a Dynex Opsys MR™ 96-plate reader (Aspect Scientific) at an excitation wavelength of 450 nm.

### Bacterial translocation analysis in the liver

A hepatic lobe was removed from culled mice under aseptic conditions, weighed, and homogenized in sterile-filtered 0.05% IGEPAL^®^ CA-630 (Sigma) and 1% bovine serum albumin (BSA) PBS solution using a Potter Elvehjem Tissue Homogenizer (Thomas Scientific). Then, Luria Bertani (LB) agar plates with no antibiotics were incubated with 100 μl of a 1:10 dilution of lysates and cultured for 96 hours in aerobic conditions at 37°C. Colonies were then enumerated and normalized to sample weight.

### Histological and immunofluorescence analysis of the intestine

Small intestine and colon were harvested by cutting below the stomach and above the cecum, and just below the cecum until the rectum, respectively. Fat was removed, and lumen was flushed with cold PBS to expel fecal and mucus content. Tissue samples were either fixed in 10% neutral buffered formalin for 24 hours and embedded in paraffin for histological analysis, or mounted in O.C.T Embedding Compound (Tissue-Tek, Sakura) and frozen in dry ice for their subsequent immunofluorescence staining.

Small intestine and colon sections were deparaffinized and stained as detailed in figure legends for their histological examination. Images were captured using the 5X objective of a vertical microscope AxioImager M1 (Zeiss) connected to a DMC6200 camera (Leica) and the LasX V4.13 software. Crypt depth and villus height were measured from the bottom of the crypt to the crypt–villus junction, and from there to the tip of the villus, respectively, using the NanoZoomer Digital Pathology software 2.7.25 version. Twenty-five to fifty crypt–villus units per mouse were quantified in a single-blind manner.

Colonic disease was scored as the sum of individual parameters for crypt loss and inflammation severity as well as the percentage of tissue damage, as previously described (42): (i) inflammatory cell infiltration: 0 = no evidence of inflammatory infiltrate; 1 = low level of cells infiltrating the tissue; 2 = thickening of lamina propria and clear infiltrating lymphocytes in epithelial tissue; and 3 = thickening of lamina propria and large boluses of inflammatory infiltrates; (ii) crypt loss: 0 = no evidence of crypt loss; 1 = mild crypt loss with a few areas affected; 2 = medium severity, greater crypt loss, and fewer crypts visible in large areas; 3 = large areas of total crypt loss and places where crypts are completely missing; and (iii) percentage of tissue damage: 0 = no area affected; 1 = 5 to 20% affected; 2 = 30 to 45% affected; 3 = 60 to 70% affected; and 4 = ≥ 80% affected. Seven to eight images per mouse were quantified in a single-blind manner.

Colon cryostat sections obtained from the O.C.T. molds were fixed in 4% paraformaldehyde (PFA), permeabilized in 0.1% Triton X-100 in PBS and then blocked in 2% BSA at RT. Sections were incubated either with rabbit anti-mouse ZO-1 (1:50 dilution, Invitrogen, 61-7300) or rabbit anti-mouse occludin (1:50 dilution, Invitrogen, 40-4700) at 4°C overnight. Slides were rinsed in PBS and then, incubated with Alexa Fluor™ 647–conjugated donkey anti-rabbit secondary antibody (1:500 dilution, Invitrogen, A-31573) and DAPI (1:10,000 dilution, Merck, 268298) for 1 hour at RT. Finally, slides were mounted with ProLong Reagent. Fluorescence images of colonic sections were acquired using the 40X objective of a LSM710 confocal microscope coupled with a vertical microscope AxioImager M2 (Zeiss) and the ZEN Black 2010 software. We used the following lasers and spectral detectors: DAPI (excitation: 405 nm; emission: 409 to 514 nm) and Alexa Fluor™ 647 (excitation: 633 nm; emission: 639 to 734 nm). Four to five images per section were quantified in a single-blind manner using the ImageJ software (v1.53n).

### RNA isolation, gene expression and qPCR analysis

Total RNA extraction was performed with a MagNA Lyser® homogenizer (Roche) using 1 cm of frozen tissue in 700 μl of TRIzol® reagent (Invitrogen). The RNA from the resulting aqueous phase was further purified using the RNeasy Mini Kit (QIAGEN). Quality and quantity were determined by measuring the absorbance at 260 and 280 nm on a Nanodrop One spectrophotometer (ThermoFisher).

cDNA libraries were prepared from total RNA and, then, validated and quantified by an Agilent 4150 Bioanalyzer in BGI Genomics or Agilent 4200 TapeStation in Haplox. After passing library inspection, stranded mRNA was sequenced either on the DNBSEQ™ platform or Illumina Novaseq Xplus, and FastQ files were generated containing nucleotide data and quality scores for each position. The quality of FastQ files was checked using FastQC (v0.11.9) RNA-sequencing reads were mapped to the *Mus musculus* reference genome GRCm39 using either Hisat2 (v2.2.1) or STAR (v2.5.2) software. Reads were then pre-processed with SAMtools v1.13 to transform Sequence Alignment/Map files into Binary Alignment/Map files and sorted. The number of reads covered by each gene was calculated by HTSeq-Count (v1.99.2).

Downstream data analysis was performed with R (v4.3.2). Differential gene expression (DEG) analysis was performed using DESeq2 (v1.44). Genes with *P* value < 0.05 and |log_2_-fold change| > 0.6 were determined to show statistically significant differences in group comparison. Over-representation analysis (ORA) and gene set enrichment analysis (GSEA) were performed using clusterProfiler (v4.8.3) package in GO, KEGG, WikiPathways, Reactome and the Hallmarks of the Molecular signatures databases. PCA plots, chord diagrams and heatmaps were visualized by using ggplot2 (v3.4.4), circlize (v0.4.15) and pheatmap (v1.0.12), respectively.

For qPCR analysis, reverse transcription was performed using 500 ng of RNA extracts and the Maxima™ First Strand cDNA Synthesis Kit and dsDNase (ThermoFisher). The reaction was performed in a ProFlex™ PCR System thermocycler (Applied Biosystems) at 25°C for 10 min, followed by 50°C for 15 min, and 85°C for 5 min. cDNA samples were then cooled to 4°C and stored at −20°C for qPCR analysis. Amplification conditions were determined by the primers to present amplification efficiency close to 100% and a single peak in melt-curve analyses. A 1:25 dilution of cDNA samples was included in the qPCR reaction along with 5 μl of polymerase (Go Taq^®^ Master Mix, Promega) and 0.5 μl of each forward and reverse primer solution (5 μM stock) added to 384-well plates. The reaction was run on a Bio-Rad CFX 384 thermocycle. The 5′-3′ primer pairs (FW, RV. Sigma) used for qPCR analysis are listed in table S1.

qPCR data were analyzed using the 2^−ΔΔCt^ method to calculate the relative changes in gene expression, where ΔΔCt is the difference between the problem sample Ct values, and the control ones. The relative expression in each figure represents the induction levels of the gene of interest relative to *Hprt* and *Pp1a* in ileal or colonic samples or relative to *B2m* in liver samples.

### Short-chain fatty acid (SCFA) quantification

Standards of eight straight and branched-chain SCFAs [acetic acid (AA), propionic acid (PA), isobutyric acid (i-BA), butyric acid (BA), 2-methylbutyric acid (2-Me-BA), isovaleric acid (i-VA), valeric acid (VA), and 3-methylvaleric acid (3-Me-VA)], 3-nitrophenylhydrazine (3NPH), N-(3-dimethylaminopropyl)-N′-ethylcarbodiimide hydrochloride (EDC), formic acid, and pyridine were purchased from Sigma-Aldrich. Acetonitrile (ACN) was purchased from VWR. Calibration curves were constructed using a mixed SCFA solution in ACN-water (50:50, v/v), with ranges of 1 to 10,000 µM for AA and 0.1 to 1000 µM for PA, i-BA, BA, 2-Me-BA, i-VA, and VA.

SCFAs were extracted from 50 mg of feces using 100 µl of ACN-water (50:50, v/v) containing 5 µM internal standard, homogenized with a FastPrep-24 5G system (MP Biomedicals), incubated at 800 rpm for 15 min at 10°C, and centrifuged at 14,000*g* for 30 min at 4°C. Forty microliters of the supernatant was subsequently mixed with 20 µl of 200 mM 3NPH and 120 mM EDC/6% pyridine in ACN-water (50:50, v/v) and incubated for 30 min at 40°C. After cooling to RT, samples were diluted 20-fold with 10% ACN in water, centrifuged at 14,000*g* for 10 min at 4°C, and analyzed by UPLC-MS/MS. Standards and blanks were processed using the same derivatization protocol.

SCFA analysis was conducted following a previously described protocol (54). Analyses were carried out using an Agilent 1260 Infinity II system coupled to an Ultivo 6465 Triple Quadrupole LC-MS, equipped with an Agilent Jet Stream ESI source and controlled via MassHunter Workstation (Agilent Technologies). Multiple reaction monitoring (MRM) acquisition was conducted using the optimal transitions and parameters listed in table S2.

### Luminex detection of cytokines

Blood (100 to 120 μl) was collected in BD Microtainer^®^ tubes from the facial vein or after culling mice and centrifuged at 6000*g* for 10 min at 4°C to obtain the serum fraction. Cytokines from serum samples were quantified using the multiplexed bead-based immunoassay Cytokine & Chemokine 26-Plex Mouse ProcartaPlex™ Panel 1 (Invitrogen, EPX260-26088-901) following the manufacturer’s instructions. Measurements under the detection limit were considered zero.

### Quantification of senescence-associated β-galactosidase activity

Tissues were lysed in T-PER Tissue Protein Extraction Reagent (Thermo Scientific, 78510) using a MagNA Lyser^®^ homogenizer (Roche). Lysates were then centrifuged at 10,000*g* for 5 min and the supernatant was collected. Fifty microliters of protein lysates were mixed with 50 μl of β-galactosidase Assay Reagent (Thermo Scientific, 75705) for the assay. The reaction was incubated for 30 min and the absorbance was finally measured at 405 nm. Values were normalized to total protein levels.

### Flow cytometry

After blood was extracted in vivo from the facial vein in 1.5-ml tubes containing 0.5 M EDTA, 200 μl was immediately transferred into a 15-ml tube containing 1 mM EDTA PBS. Samples were centrifuged at 400*g* for 5 min at 4°C and erythrocytes were removed using red blood cell lysis buffer twice. After washing with 1 mM EDTA PBS, cells pellets were finally resuspended in 1 ml of 2% FBS RPMI until cells were stained.

Mice were euthanized using CO_2_ narcosis followed by perfusion with cold PBS. Peyer’s patches were harvested from the small intestine and dissociated through a premoistened 70-μm cell strainer. Cell suspension was centrifuged at 400*g* for 5 min at 4°C. Finally, cell pellets were resuspended in 1 ml of 2% FBS RPMI for counting.

Lymphoid cells from the colonic lamina propria were isolated as previously described (55). In brief, colon samples between the cecum and rectum were obtained and cleaned from fat and feces. Tissues were cut longitudinally and washed with cold PBS. Then, tissues were cut transversely into 1 cm–long fragments and mixed in prewarmed PBS with 5 mM EDTA, 14 mM HEPES, and 10% FBS under shaking conditions at 180 rpm for 30 min at 37°C. After washing with PBS, tissue pieces were then minced and mixed in prewarmed RPMI with 25 mM HEPES, 10% FBS, and 300 U/ml of collagenase type VIII (Sigma, C2139) under shaking conditions at 180 rpm for 45 min at 37°C. Digested tissue was filtered through a premoistened 70-μm cell strainer, washed with PBS with 5 mM EDTA, 14 mM HEPES, and 10% FBS, and centrifuged at 650*g* for 5 min at RT. To further enrich in lymphocytes, supernatants were centrifuged in a 40%–70% Percoll gradient (Sigma, GE17-0891-01) at 750*g* for 20 min at RT without acceleration or brake. Isolated cells were then washed with PBS and resuspended in 2% FBS RPMI for counting.

For surface staining, ≤ 2 × 10^6^ cells were incubated with anti-CD16/32 (BD Pharmingen, 553142) and either the Zombie NIR™ Fixable Viability Kit (BioLegend, 423106), the Zombie Yellow™ Fixable Viability Kit (BioLegend, 423104) or the Ghost Dye™ Violet 540 (Tonbo Biosciences, 525 13-0879) live/dead cell marker for 15 min at 4°C before staining. Then, surface staining was performed using fluorochrome-conjugated antibodies in Brilliant Stain Buffer (BD Bioscience, 566349) for 30 min at 4°C. The antibodies used for surface antigen staining are listed in table S3.

To detect cytokine production ex vivo, cell suspensions were resuspended at ≤ 10^6^ cells/ml in RPMI containing 10% FBS and stimulated with 50 ng/ml of phorbol 12-myristate 13-acetate (PMA, Sigma, P1585) and 1 µg/ml of ionomycin (Tocris, 1704) in the presence of brefeldin A (BD GolgiPlug, BD Bioscience, 555029) for 4 hours at 5% CO_2_ and 37°C. Cells were then processed for surface marker staining as described above. For intracellular cytokine and transcription factor staining, cells were fixed in Foxp3 / Transcription Factor Staining Buffer (eBioscience, 00–5523-00) for 20 min at RT, then washed with its Permeabilization buffer. Unstimulated cells and Fluorescence Minus One (FMO) controls were utilized to evaluate stimulation and intracellular staining procedures, respectively. The antibodies used for intracellular antigen staining are listed in table S3.

Flow cytometry experiments were acquired using a 4-Laser (V/B/YG/R) Aurora flow cytometer and the Spectroflo software (Cytek Biosciences), with compensation beads as controls. Subsequently, multiparametric analysis was performed utilizing the OMIQ platform (www.omiq.ai) after preliminary cleaning of debris, dead cells and aggregates. First, the flowCut algorithm was run to remove anomaly acquired events in all files analyzed. Then, CD4 T cells were selected and subsampled ≤ 10,000 events, followed by dimension reduction and clustering using unsupervised uniform manifold approximation and projection (UMAP) and ClusterX algorithms, respectively, to visualize the different T cell subsets in groups. Finally, results were plotted and identified depending on their mean fluorescence marker expression.

### Determination of IgA-coating of fecal bacteria

Fecal pellets were weighed and incubated in 1 ml of filtered PBS per 100 mg of feces for 20 min at 4°C. Then, samples were homogenized vortexing at full speed for 1 min and centrifuged at 500*g* for 5 min at 4°C. One hundred microliters of supernatant were transferred to a fresh tube, washed in 1 ml of blocking buffer (filtered 2% BSA in PBS) and centrifuged at 10,000*g* for 5 min at 4°C to pellet bacteria. Bacteria were further incubated in 100 μl of blocking buffer for 15 min at 4°C, washed, and stained with PE-conjugated anti-IgA (1:100 dilution, eBioscience, 12-4204-82, mA-6E1 clone) in blocking buffer for 45 min at 4°C. After washing, stained bacteria were fixed in 100 μl of 4% PFA overnight at 4°C. The next day, bacteria were washed twice and then stained with 100 μl of Hoechst (Dilution 1/20, Invitrogen, D1306) in blocking buffer containing 0.01% Tween and 1 mM EDTA and immediately acquired in a FACSCanto II Cytometer (BD) with the SSC threshold set to 200.

### Statistical analyses and figure design

Statistical analyses were performed using GraphPad Prism 9 or Past 3.22 software. Outliers were identified and excluded by the ROUT method (5%). If data followed a normal distribution after applying the Shapiro–Wilk test, comparisons between two datasets were performed using the unpaired two-tailed Student’s *t* test, and comparisons between more than two datasets were performed using the one or two-way analysis of variance (ANOVA) or mixed-effects analysis with Tukey’s or Šidák’s multiple comparison tests. If not, comparisons between two or more datasets were calculated using the non-parametric Mann–Whitney *U* test and Kruskal–Wallis *H* test with Dunn’s multiple comparison test, respectively. For categorical variables, Fisher’s exact test was used. For survival curves, the log-rank Mantel–Cox test was applied. Permutational multivariate analysis of variance (PERMANOVA) was performed based on 9999 permutations. Differences with *P* values ≤ 0.05 were considered significant. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; and ****P ≤ 0.0001. Unless otherwise stated, experimental data were represented as means ± the standard error of the mean (SEM), where each dot was an individual biological sample of each experimental group. In the figure legends, (*n*) denotes the number of mice per group per experiment and (*N*) the number of independent experiments performed. Box-and-whisker plots represent the interquartile range between the first and third quartiles (25th and 75th percentiles, respectively), the median, and the maximal and minimal values. Violin plots represent the interquartile range between the first and third quartiles (25th and 75th percentiles, respectively) and the median. Figures were designed using GraphPad Prism 9 and Adobe Illustrator (v29.0.1).

## Supplementary Material

Supplementary Material

## Figures and Tables

**Fig. 1:**
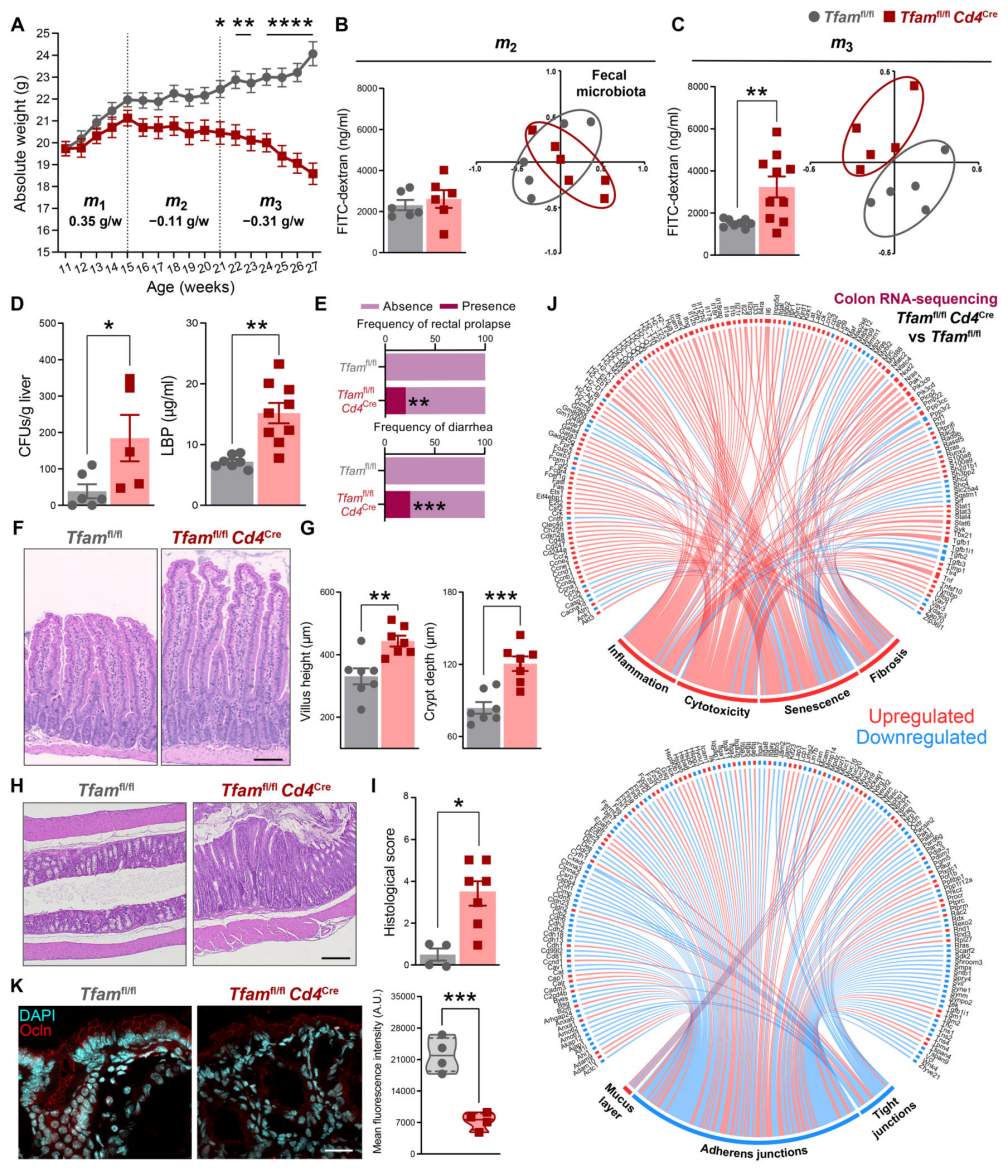
Intestinal barrier integrity is compromised in *Tfam*^fl/fl^*Cd4*^Cre^ micex. (**A**) Longitudinal assessment of body weight in *Tfam*^fl/fl^ and *Tfam*^fl/fl^*Cd4*^Cre^ mice, where *m* denotes the slope of the regression line (*n* = 3 to 8). (**B** and **C**) Concentration of FITC-dextran in the serum (*n* = 4 to 6) and nonmetric multidimensional scaling (NMDS) plots of β-diversity (θYC indexes) in fecal microbiota (*n* = 5 to 6) during (B) *m_2_* and (C) *m_3_* phases. (**D**) Quantification of colony-forming units (CFUs) per gram of liver (*n* = 2 to 3) and levels of LPS-binding protein (LBP) in the serum of 12-month-old mice (*n* = 3 to 5). (**E**) Percentage of mice displaying rectal prolapse or diarrhea (*n* = 3 to 8). (**F**) Representative hematoxylin and eosin (H&E)–stained sections of the small intestine (scale bar: 120 μm). (**G**) Quantification of villus height and crypt depth in the small intestine (*n* = 7). (**H**) Representative H&E-stained sections of the colon (scale bar: 100 μm). (**I**) Pathological scoring of colon histology (*n* = 4 to 7). (**J**) Chord diagrams of RNA-sequencing analysis representing up-regulated (red) or down-regulated (blue) genes in the colons of *Tfam*^fl/fl^*Cd4*^Cre^ versus *Tfam*^fl/fl^ mice. (**K**) Representative image (scale bar: 20 μm) and quantification of occludin (Ocln) immunofluorescence staining in the colon (*n* = 4). Data are pooled from (A and E) *N* = 7 to 8 or (C and D) *N* = 2 to 4 independent experiments. Data are shown as means ± SEM, where each dot is a biological sample. *P* values were determined by (A) mixed-effects analysis with Šidák’s multiple comparison test, (D, G, and K) unpaired Student’s *t* test, (E) Fisher’s exact test, or (I) two-tailed Mann–Whitney *U* test. (B and C) *P* values were determined by unpaired Student’s *t* test (bar graphs) or permutational multivariate analysis of variance (PERMANOVA) (NMDS plots). *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; and ****P ≤ 0.0001.

**Fig. 2:**
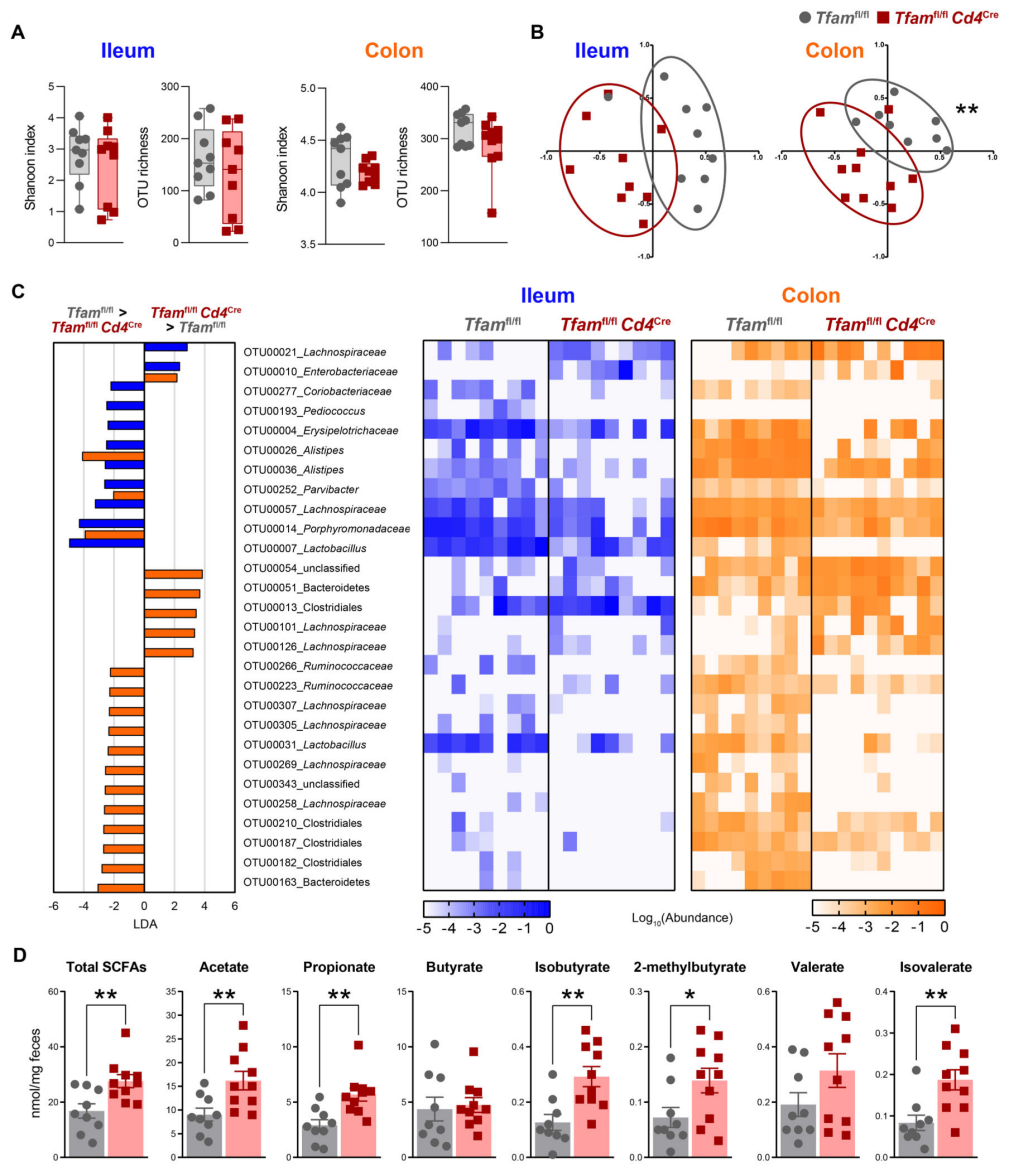
*Tfam*^fl/fl^*Cd4*^Cre^ mice display an inflammation-biased gut microbiota with exacerbated production of SCFAs. (**A**) Shannon index, and operational taxonomic unit (OTU) richness parameters of α-diversity in the ileum and colon-resident microbiota from 12-month-old *Tfam*^fl/fl^ and *Tfam*^fl/fl^*Cd4*^Cre^ mice (*n* = 4 to 5). (**B**) Non-metric multidimensional scaling (NMDS) plots showing β-diversity values (θYC indexes) of microbiota in the ileum and colon (*n* = 4 to 5). (**C**) Left: differentially abundant OTUs depicted with linear discriminant analysis (LDA) values of linear discriminant effect size (LEfSe, *P* < 0.05; false discovery rate, *q* < 0.05; fold change > 5; maximal abundance > 0.001) comparing ileal and colonic microbiota in *Tfam*^fl/fl^*Cd4*^Cre^ versus *Tfam*^fl/fl^ mice. Right: heatmap depicting abundance values. (**D**) Quantification of short-chain fatty acids (SCFAs) in the feces (*n* = 4 to 5). (A to D) Data are pooled from *N* = 2 independent experiments. Data are shown as means ± SEM, where each dot is a biological sample. *P* values were determined by (A) two-tailed Mann–Whitney *U* test, (B) permutational multivariate analysis of variance (PERMANOVA), or (D) unpaired Student’s *t* test. *P ≤ 0.05 and **P ≤ 0.01.

**Fig. 3:**
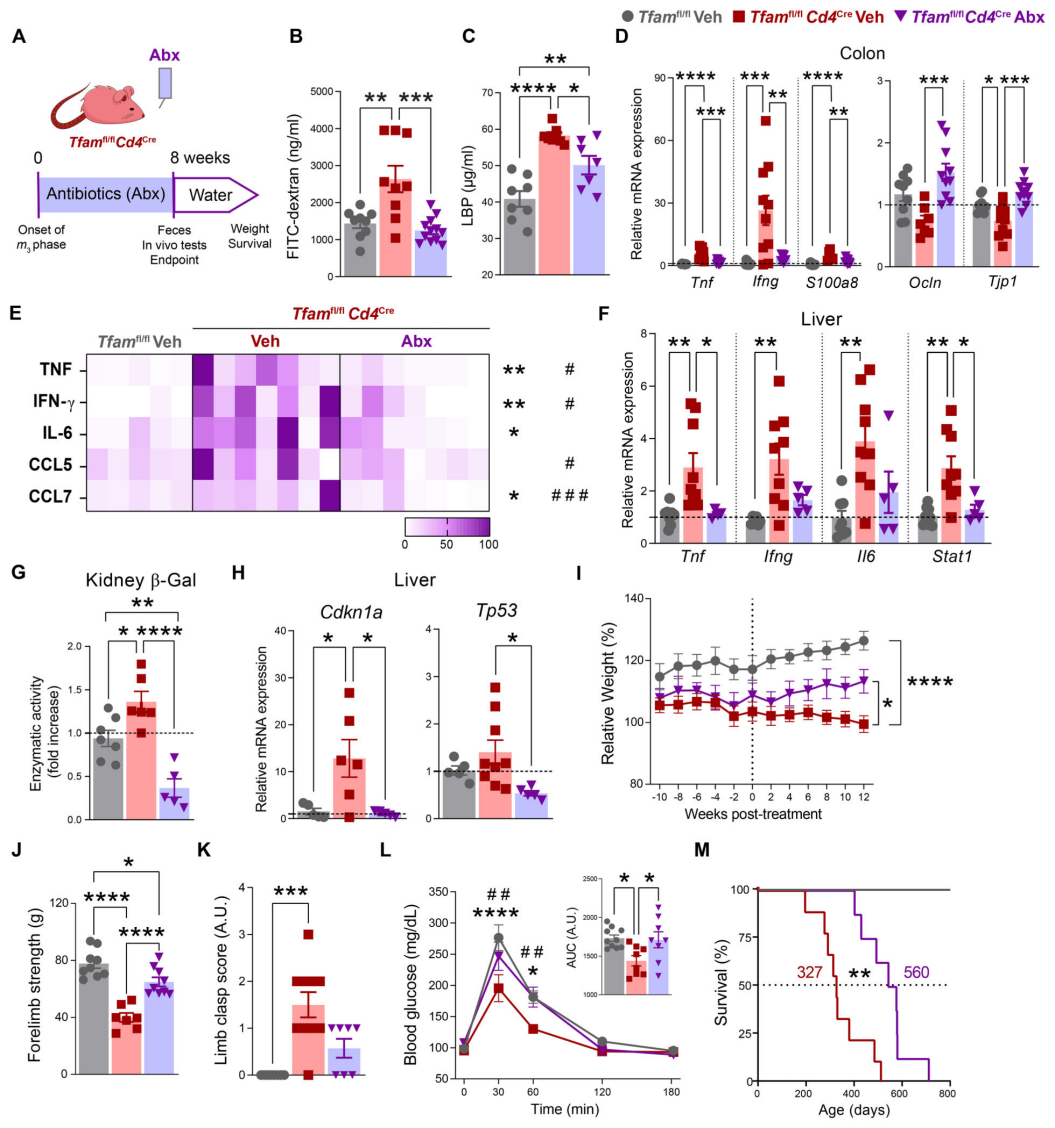
Microbiota depletion reinforces gut barrier integrity preventing inflammaging, senescence, and multimorbidity in *Tfam*^fl/fl^*Cd4*^Cre^ mice. (**A**) Experimental design of antibiotic-induced microbiota depletion. (**B**) Concentration of FITC-dextran in the serum of 12-month-old *Tfam*^fl/fl^ and *Tfam*^fl/fl^*Cd4*^Cre^ mice treated with antibiotics (Abx) or vehicle (Veh) (*n* = 4 to 5). (**C**) Levels of LPS-binding protein (LBP) in the serum (*n* = 3 to 4). (**D**) Relative mRNA levels of genes associated with inflammation (*Tnf, Infg*, and *s100a8*) or with tight junctions (*Ocln* and *Tjp1*) in the colon (*n* = 3 to 5). (**E**) Heatmap depicting normalized concentration of inflammatory mediators in the serum (*n* = 5 to 7). (**F**) Relative mRNA levels of genes associated with inflammation (*Tnf, Infg, Il6*, and *Stat1*) in the liver (*n* = 3 to 6). (**G**) Quantification of β-galactosidase (β-Gal) activity in kidney lysates (*n* = 2 to 5). (**H**) Relative mRNA levels of the senescence-associated genes *Cdkn1a* and *Tp53* in the liver (*n* = 3 to 5). (**I**) Body weight relative to the beginning of the treatment (*n* = 3 to 6). (**J**) Grip test (*n* = 4 to 5). (**K**) Clasping score (*n* = 4). (**L**) Glucose tolerance test and its area under the curve (AUC) (*n* = 3 to 4). (**M**) Kaplan–Meier survival curves (*n* = 4 to 5). (B to M) Data are pooled from *N* = 2 independent experiments. Data are shown as means ± SEM, where each dot is a biological sample. *P* values were determined by (B to H, and J) one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test, (I) two-way ANOVA with Šidák’s multiple comparison test, (K) Kruskal–Wallis *H* test with Dunn’s multiple comparison test, or (M) log-rank (Mantel–Cox) test. (L) *P* values were determined by one-way (curve) or two-way ANOVA (AUC) with Tukey’s multiple comparisons test. *Tfam*^fl/fl^ versus *Tfam*^fl/fl^*Cd4*^Cre^ (*)**;** *Tfam*^fl/fl^*Cd4*^Cre^ versus *Tfam*^fl/fl^*Cd4*^Cre^ Abx (^#^). *^,#^*P* ≤ 0.05; **^,##^*P* ≤ 0.01; ***P ≤ 0.001; and ****P ≤ 0.0001.

**Fig. 4:**
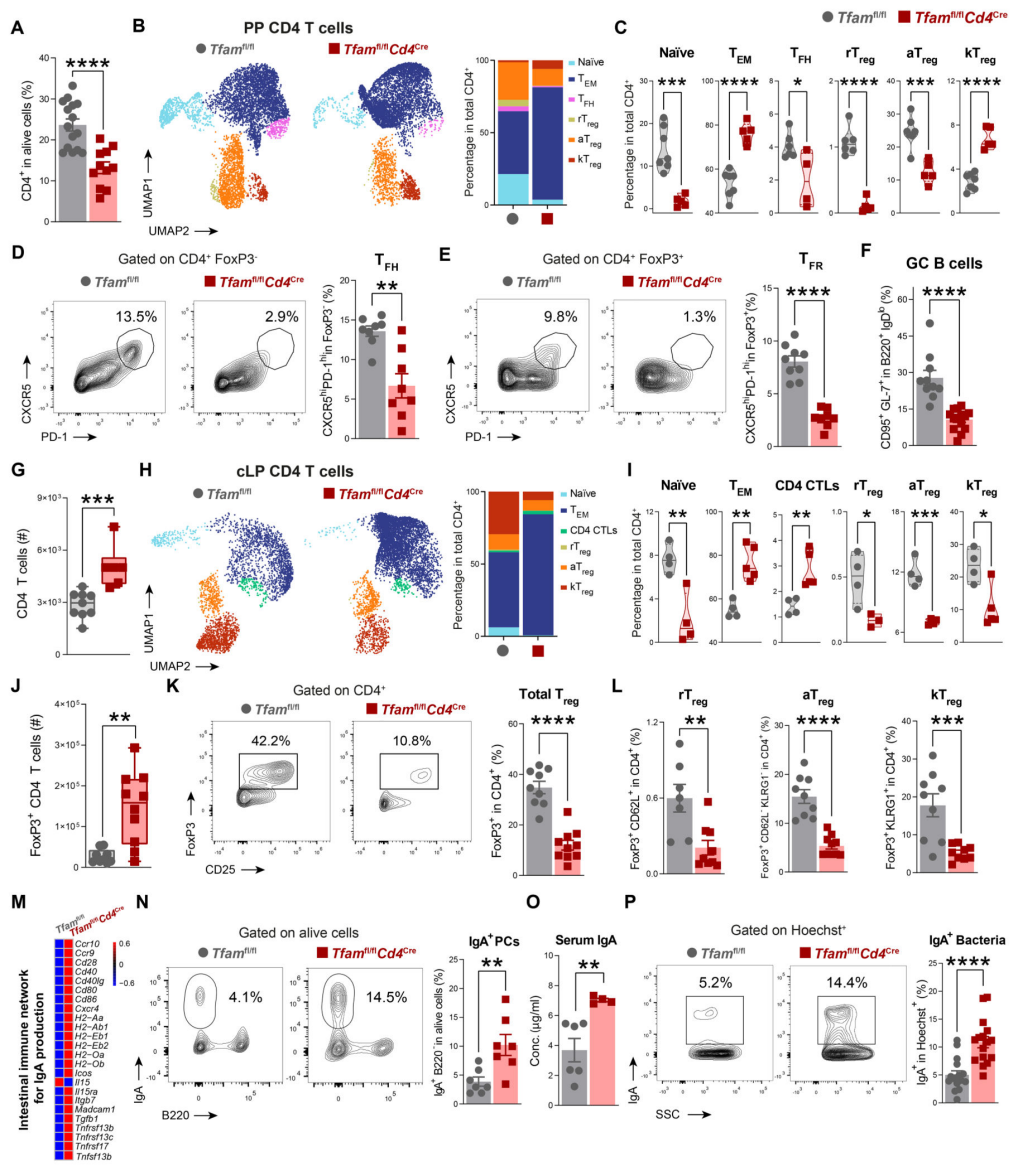
Gut mucosal immunity is impaired in *Tfam*^fl/fl^*Cd4*^Cre^ mice. (**A**) Percentage of CD4 T cells in Peyer’s patches (PPs) of 12-month-old *Tfam*^fl/fl^ and *Tfam*^fl/fl^*Cd4*^Cre^ mice (*n* = 3 to 7). (**B**) Left: representative UMAP showing PP CD4 T cell clusters. Right: bar plots showing the percentage of clusters. (**C**) Percentage of PP clusters (*n* = 4 to 7). (**D** and **E**) Representative contour plots and quantification of (D) T follicular helper (T_FH_) and (E) T follicular regulatory (T_FR_) cells in PPs (*n* = 3 to 5). (**F**) Quantification of germinal center (GC) B cells in PPs (*n* = 3 to 5). (**G**) Absolute number of CD4 T cells in the colonic lamina propria (cLP) (*n* = 4 to 5). (**H**) Left: representative UMAP showing cLP CD4 T cell clusters. Right: bar plots showing the percentage of clusters. (**I**) Percentage of cLP clusters (*n* = 3 to 5). (**J**) Absolute number of cLP regulatory T (T_reg_) cells (*n* = 4 to 6). (**K**) Representative contour plots and quantification of cLP T_reg_ cells (*n* = 4 to 6). (**L**) Quantification of resting (r), activated (a), and KLRG1^+^ (k)T_reg_ cells in the cLP (*n* = 3 to 6). (**M**) Heatmap depicting expression of genes related to IgA biosynthesis in the colon RNA-sequencing analysis. (**N**) Representative contour plot and quantification of cLP IgA^+^ plasma cells (PCs) (*n* = 7). (**O**) Concentration of serum IgA (*n* = 4 to 7). (**P**) Representative contour plot and quantification of IgA-coated fecal bacteria (*n* = 4 to 7). Data are (B, C, H, and I) representative of *N* = 2 to 3 independent experiments or (A, D to F, J to L, O, and P) pooled from *N* = 2 to 3 independent experiments. Data are shown as means ± SEM, where each dot is a biological sample. *P* values were determined by unpaired Student’s *t* test. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; and ****P ≤ 0.0001.

**Fig. 5:**
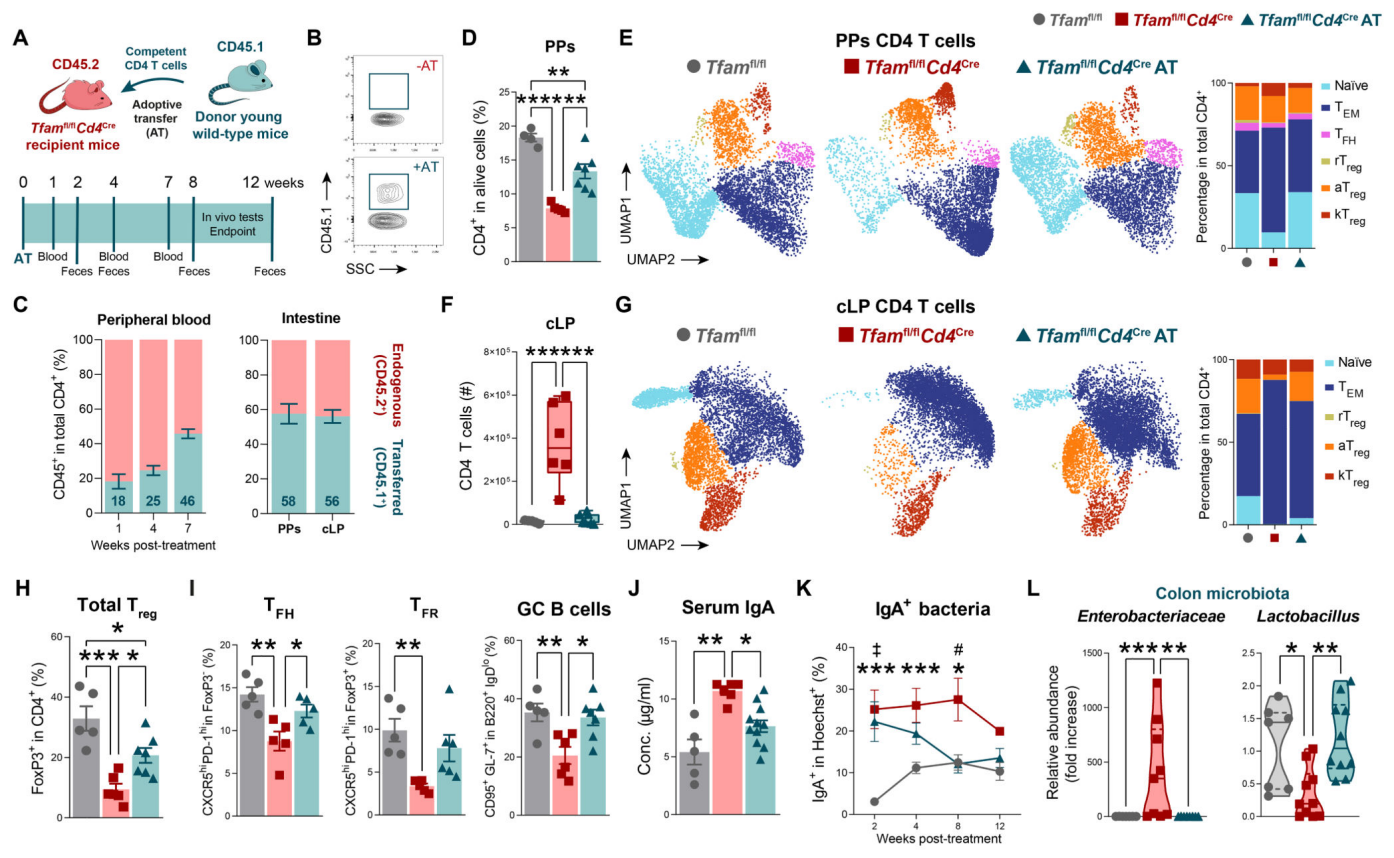
Adoptive transfer of CD4 T cells restores gut mucosal immunity in *Tfam*^fl/fl^*Cd4*^Cre^ mice. (**A**) Experimental design of CD4 T cell adoptive transfer (AT). (**B**) Donor cells in the peripheral blood of transferred and non-transferred 10-month-old *Tfam*^fl/fl^*Cd4*^Cre^ mice. (**C**) Mean chimeric ratio in the peripheral blood, Peyer’s patches (PPs), and the colonic lamina propria (cLP). (**D**) Percentage of PP CD4 T cells in *Tfam*^fl/fl^ and *Tfam*^fl/fl^*Cd4*^Cre^ mice after the transfer of CD4 T cells (*n* = 5 to 7). (**E**) Left: representative UMAP showing PP CD4 T cells clusters. Right: bar plots showing the percentage of clusters. (**F**) Absolute number of cLP CD4 T cells (*n* = 5 to 7). (**G**) Left: representative UMAP showing cLP CD4 T cell clusters. Right: bar plots showing the percentage of clusters. (**H**) Percentage of cLP regulatory T (T_reg_) cells (*n* = 5 to 7). (**I**) Quantification of T follicular helper (T_FH_) and regulatory (T_FR_) cells and germinal center (GC) B cells in PPs (*n* = 5 to 7). (**J**) Concentration of serum IgA (*n* = 4 to 7). (**K**) Longitudinal quantification of IgA-coated fecal bacteria (*n* = 3 to 7). (**L**) qPCR quantification of colon-resident microbiota (*n* = 3 to 7). Data are (B to I) representative of *N* = 2 or (J to L) pooled from *N* = 2 independent experiments. Data are shown as means ± SEM, where each dot is a biological sample. *P* values were determined by (D, F, H, and I) one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test, (J and L) Kruskal–Wallis *H* test with Dunn’s multiple comparison test, and (K) mixed-effects analysis with Tukey’s multiple comparisons test. *Tfam*^fl/fl^ versus *Tfam*^fl/fl^*Cd4*^Cre^ (*)**;** *Tfam*^fl/fl^*Cd4*^Cre^ versus *Tfam*^fl/fl^*Cd4*^Cre^ AT (^#^); *Tfam*^fl/fl^ versus *Tfam*^fl/fl^*Cd4*^Cre^ AT (^‡^). *^,#,‡^*P* ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; and ****P ≤ 0.0001.

**Fig. 6:**
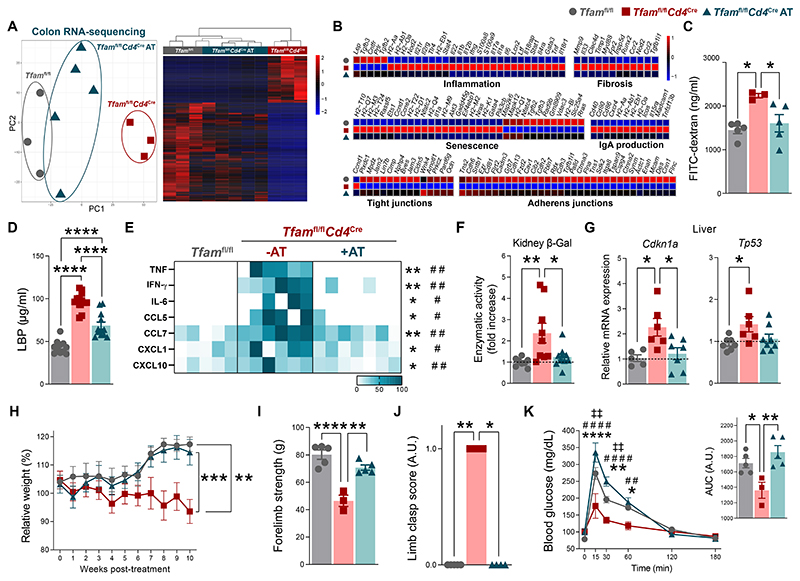
CD4 T cell therapy prevents inflammaging, senescence, and multimorbidity by restoring gut barrier integrity in *Tfam*^fl/fl^*Cd4*^Cre^ mice. (**A**) Left: principal component analysis (PCA) of colon RNA-sequencing data. Right: hierarchical clustering of differentially expressed genes. (**B**) Heatmaps depicting expression of genes in the colon RNA-sequencing analysis. (**C**) Concentration of FITC-dextran in the serum (*n* = 3 to 5). (**D**) Quantification of LPS-binding protein (LBP) in the serum (*n* = 5 to 7). (**E**) Heatmap depicting normalized concentration of inflammatory mediators in the serum (*n* = 5 to 7). (**F**) Quantification of β-galactosidase (β-Gal) activity in kidney lysates (*n* = 3 to 7). (**G**) Bar plots showing relative mRNA levels of the senescence-associated genes *Cdkn1a* and *Tp53* in the liver (*n* = 3 to 5). (**H**) Body weight relative to the beginning of the treatment (*n* = 3 to 6). (**I**) Grip test (*n* = 3 to 5). (**J**) Clasping score (*n* = 3 to 4). (**K**) Glucose tolerance test and area under the curve (AUC) quantification (*n* = 3 to 5). Data are (C, E, and I to K) representative of *N* = 2 or (D, F to H) pooled from *N* = 2 independent experiments. Data are shown as means ± SEM, where each dot is a biological sample. *P* values were determined by (C to G, and I) one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test, (H) mixed-effects analysis with Tukey’s multiple comparisons test, (J) Kruskal–Wallis *H* test with Dunn’s multiple comparison test. (K) *P* values were determined by one-way (AUC) or two-way ANOVA (curve) with Tukey’s multiple comparisons test. *Tfam*^fl/fl^ versus *Tfam*^fl/fl^*Cd4*^Cre^ (*)**;** *Tfam*^fl/fl^*Cd4*^Cre^ versus *Tfam*^fl/fl^*Cd4*^Cre^ AT (^#^); *Tfam*^fl/fl^ versus *Tfam*^fl/fl^*Cd4*^Cre^ AT (^‡^). *^,#^*P* ≤ 0.05; **^,##,‡‡^*P* ≤ 0.01; ***P ≤ 0.001; and ****^,####^*P* ≤ 0.0001.

**Fig. 7:**
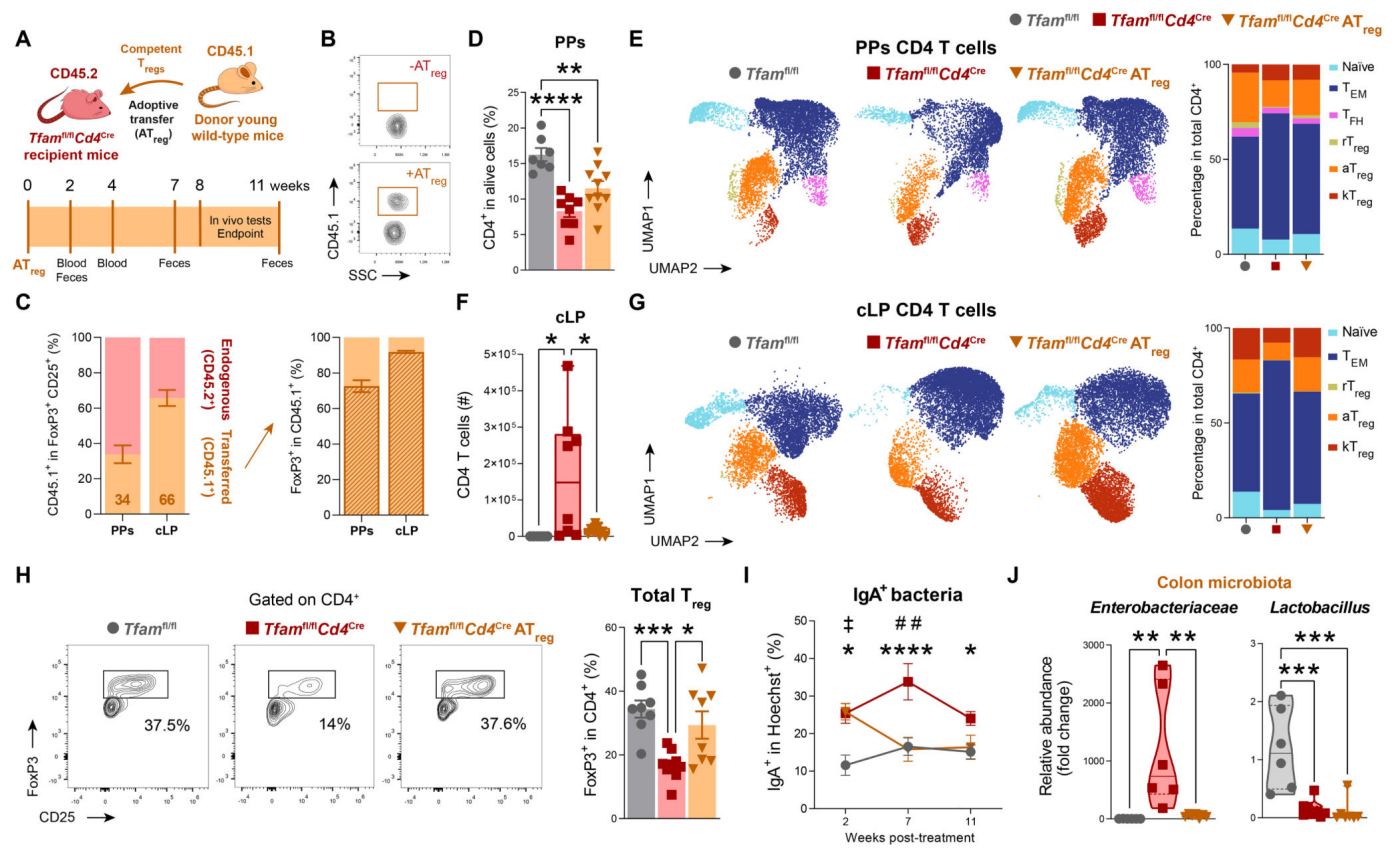
Adoptive therapy of a T_reg_ cell–enriched pool rebalances gut immune homeostasis in *Tfam*^fl/fl^*Cd4*^Cre^ mice. (**A**) Experimental design of regulatory T (T_reg_) cell adoptive transfer (AT_reg_). (**B**) Donor cells in the peripheral blood of transferred and non-transferred 10-month-old *Tfam*^fl/fl^*Cd4*^Cre^ mice. (**C**) Mean chimeric ratio and percentage of FoxP3^+^ donor cells in Peyer’s patches (PPs) and the colonic lamina propria (cLP). (**D**) Percentage of PP CD4 T cells in *Tfam*^fl/fl^ and *Tfam*^fl/fl^*Cd4*^Cre^ mice after the transfer of a T_reg_ cell–enriched pool (*n* = 4 to 6). (**E**) Left: representative UMAP showing PP CD4 T cells. On Right: bar plots showing the percentage of clusters. (**F**) Absolute number of cLP CD4 T cells (*n* = 3 to 6). (**G**) Left: representative UMAP showing cLP CD4 T cell clusters. Right: bar plots showing the percentage of clusters. (**H**) Representative contour plots and quantification of cLP T_reg_ cells (*n* = 3 to 6). (**I**) Longitudinal quantification of IgA-coated fecal bacteria (*n* = 3 to 6). (**J**) qPCR quantification of colon-resident microbiota (*n* = 3 to 5). Data are (B, C, E, and G) representative of *N* = 2 or (D, F, and H to J) pooled from *N* = 2 independent experiments. Data are shown as means ± SEM, where each dot is a biological sample. *P* values were determined by (D, F, H, and J) one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test or (I) mixed-effects analysis with Tukey’s multiple comparisons test. *Tfam*^fl/fl^ versus *Tfam*^fl/fl^*Cd4*^Cre^ (*)**;** *Tfam*^fl/fl^*Cd4*^Cre^ versus *Tfam*^fl/fl^*Cd4*^Cre^ AT_reg_ (^#^); *Tfam*^fl/fl^ versus *Tfam*^fl/fl^*Cd4*^Cre^ AT_reg_ (^‡^). *^,‡^*P* ≤ 0.05; **^,##^*P* ≤ 0.01; ***P ≤ 0.001; and ****P ≤ 0.0001.

**Fig. 8:**
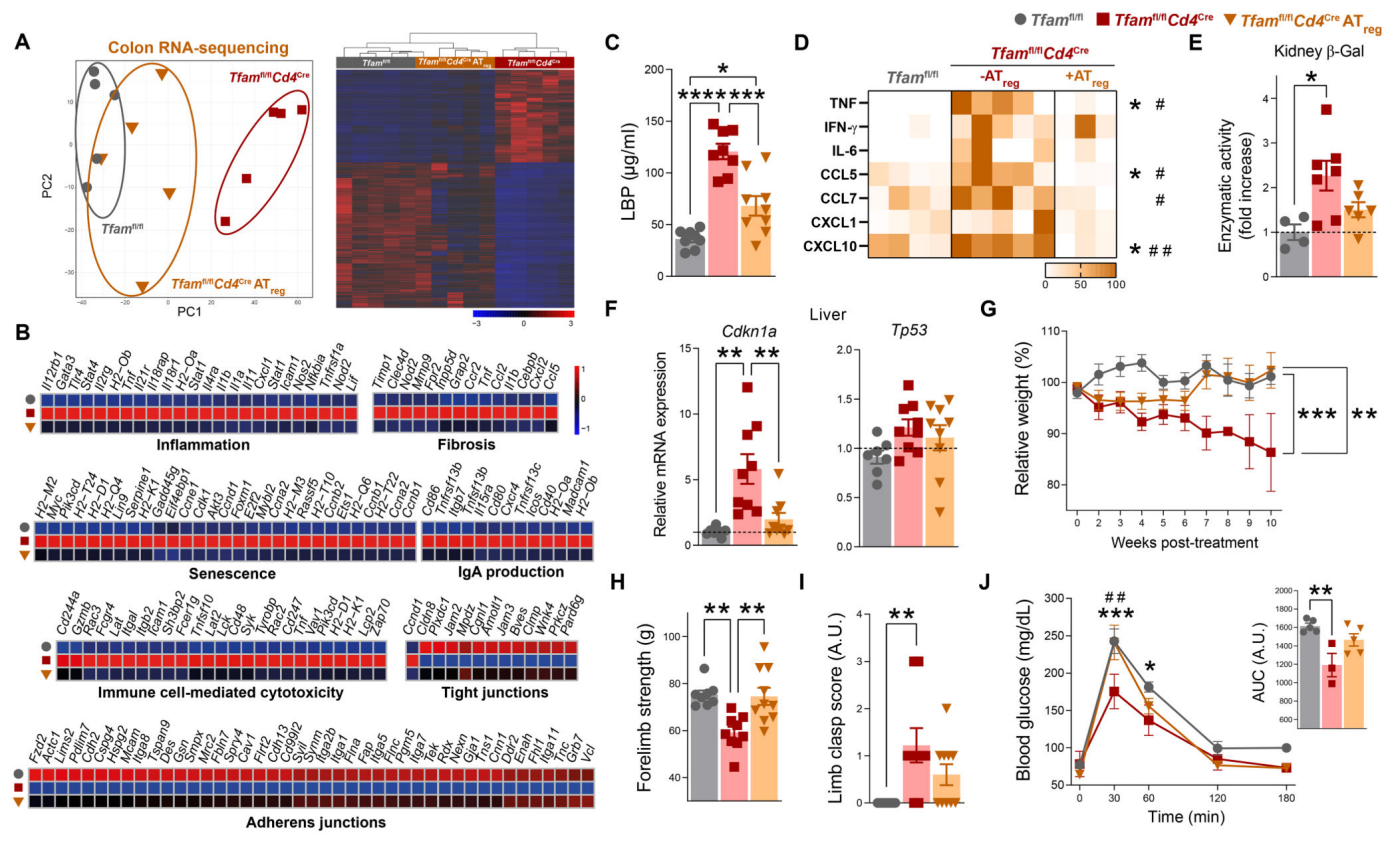
Transfer of a T_reg_ cell–enriched pool restores gut barrier integrity preventing inflammaging, senescence, and multimorbidity in *Tfam*^fl/fl^*Cd4*^Cre^ mice. (**A**) Left: principal component analysis (PCA) of colon RNA-sequencing data. Right: hierarchical clustering of differentially expressed genes. (**B**) Heatmap depicting expression of genes in the colon RNA-sequencing analysis. (**C**) Quantification of LPS-binding protein in the serum (*n* = 3 to 6). (**D**) Heatmap depicting normalized concentration of inflammatory mediators in the serum (*n* = 3 to 5). (**E**) Quantification of β-galactosidase (β-Gal) activity in kidney lysates (*n* = 2 to 4). (**F**) Bar plots showing relative mRNA levels of the senescence-associated genes *Cdkn1a* and *Tp53* in the liver (*n* = 3 to 6). (**G**) Body weight relative to the beginning of the treatment (*n* = 3 to 6). (**H**) Grip test (*n* = 3 to 6). (**I**) Clasping score (*n* = 3 to 6). (**J**) Glucose tolerance test and area under the curve (AUC) quantification (*n* = 3 to 5). Data are (C, and E to I) pooled from *N* = 2 or (A, B, D, and J) representative of *N* = 2 independent experiments. Data are shown as means ± SEM, where each dot is a biological sample. *P* values were determined by (C to F, and H) one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test, (G) mixed-effects analysis with Tukey’s multiple comparisons test, or (I) Kruskal-Wallis *H* test with Dunn’s multiple comparison test. (J) *P* values were determined by (AUC) one-way ANOVA or (curve) two-way ANOVA with Tukey’s multiple comparisons test. *Tfam*^fl/fl^ versus *Tfam*^fl/fl^*Cd4*^Cre^ (*); and *Tfam*^fl/fl^*Cd4*^Cre^ versus *Tfam*^fl/fl^*Cd4*^Cre^ AT_reg_ (^#^). *P ≤ 0.05; **^,##^*P* ≤ 0.01; ***P ≤ 0.001; and ****P ≤ 0.0001.

## Data Availability

Colon RNA-sequencing raw data after the CD4 T cell and T_reg_ cell–enriched adoptive transfer strategies, as well as microbiota *16S rRNA* gene sequencing raw data are publicly available via NCBI with BioProject numbers PRJNA1105872, PRJNA1185212, and PRJNA1107518, respectively. Tabulated data underlying the figures are provided in data file S1. All other data associated with this study are available either in the main text or the supplementary materials.

# Supplementary material for: CD4 T cell therapy counteracts inflammaging and senescence by preserving gut barrier integrity
**Source:** Sci Immunol. Author manuscript; Available in PMC 2025 Oct 6.
**Supplement:** Supplementary Material

## Supplementary Materials for

### **Treg therapy counteracts inflammaging and senescence by preserving gut barrier integrity**

Manuel M. Gómez de las Heras, Elisa Carrasco, Mario Pérez-Manrique, Naohiro Inohara, Sandra Delgado-Pulido, Álvaro Fernández-Almeida, María I. Gálvez-Castaño, Isaac Francos-Quijorna, Carolina Simó, Virginia García-Cañas, J. Ignacio Escrig-Larena, Juan Francisco Aranda, Gonzalo Soto-Heredero, Enrique Gabandé-Rodríguez, Eva María Blanco, Joyce Días-Almeida, Gabriel Núñez, and María Mittelbrunn

#### **The PDF file includes:**

Figs. S1 to S11.  
Tables S1 to S3.  
Captions for data file S1.

#### **Other Supplementary Materials for this manuscript include the following:**

Data file S1.  
MDAR Reproducibility Checklist.

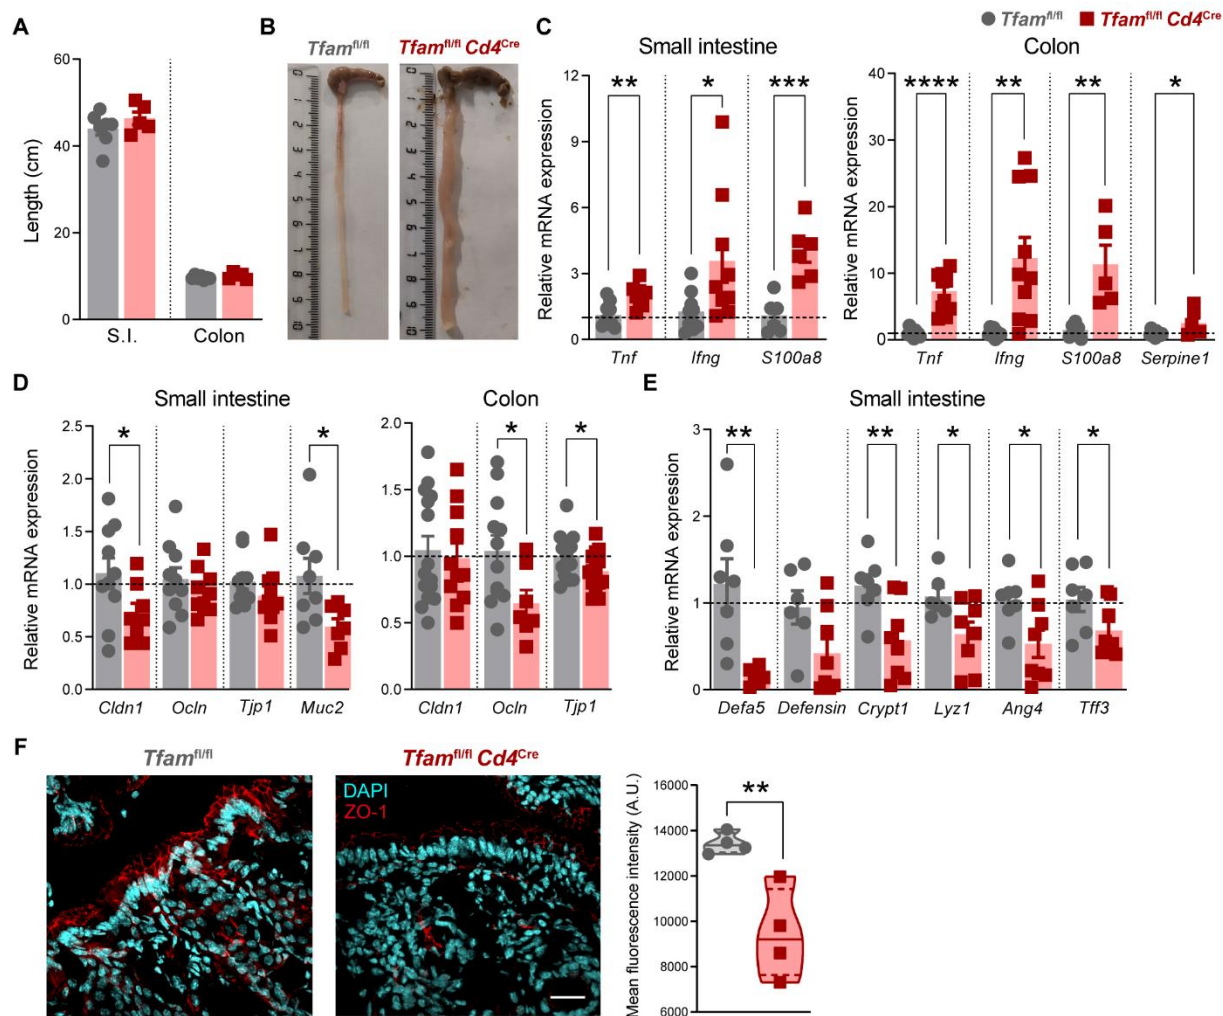

**Fig. S1. The intestine of *Tfam<sup>fl/fl</sup>Cd4<sup>Cre</sup>* mice display a strong inflammatory signature with altered cell-to-cell junctions.** (A) Small intestine (S.I.) and colon length of 12-month-old *Tfam<sup>fl/fl</sup>* and *Tfam<sup>fl/fl</sup>Cd4<sup>Cre</sup>* mice ( $n = 5$  to  $7$ ). (B) Representative images of *Tfam<sup>fl/fl</sup>* and *Tfam<sup>fl/fl</sup>Cd4<sup>Cre</sup>* colons. (C) Bar plots showing relative mRNA levels of genes associated with inflammation (*Tnf*, *Ifng*, and *S100a8*) in the small intestine and the colon, and with colon fibrosis (*Serpine1*) ( $n = 3$  to  $6$ ). (D) Bar plots showing relative mRNA levels of genes encoding proteins involved in tight junctions (*Cldn1*, *Ocln*, and *Tjp1*) and mucin-2 (*Muc2*) in the small intestine and the colon ( $n = 3$  to  $6$ ). (E) Bar plots showing relative mRNA levels of genes encoding antimicrobial peptides (*Defa5*, *Defensin*, *Crypt1*, *Lyz1*, *Ang4* and *Tff3*) in the small intestine ( $n = 3$  to  $4$ ). (F) Representative image (scale bar:  $20 \mu\text{m}$ ) and quantification of ZO-1 immunofluorescence staining in the colonic epithelium ( $n = 4$ ). Data are (A and F) representative of  $N = 2$  or (C to E) pooled from  $N = 2$  to  $4$  independent experiments. Data are shown as means  $\pm$  SEM, where each dot is a biological sample.  $P$  values were determined by unpaired Student's  $t$  test.  $*P \leq 0.05$ ;  $**P \leq 0.01$ ;  $***P \leq 0.001$ ; and  $****P \leq 0.0001$ .

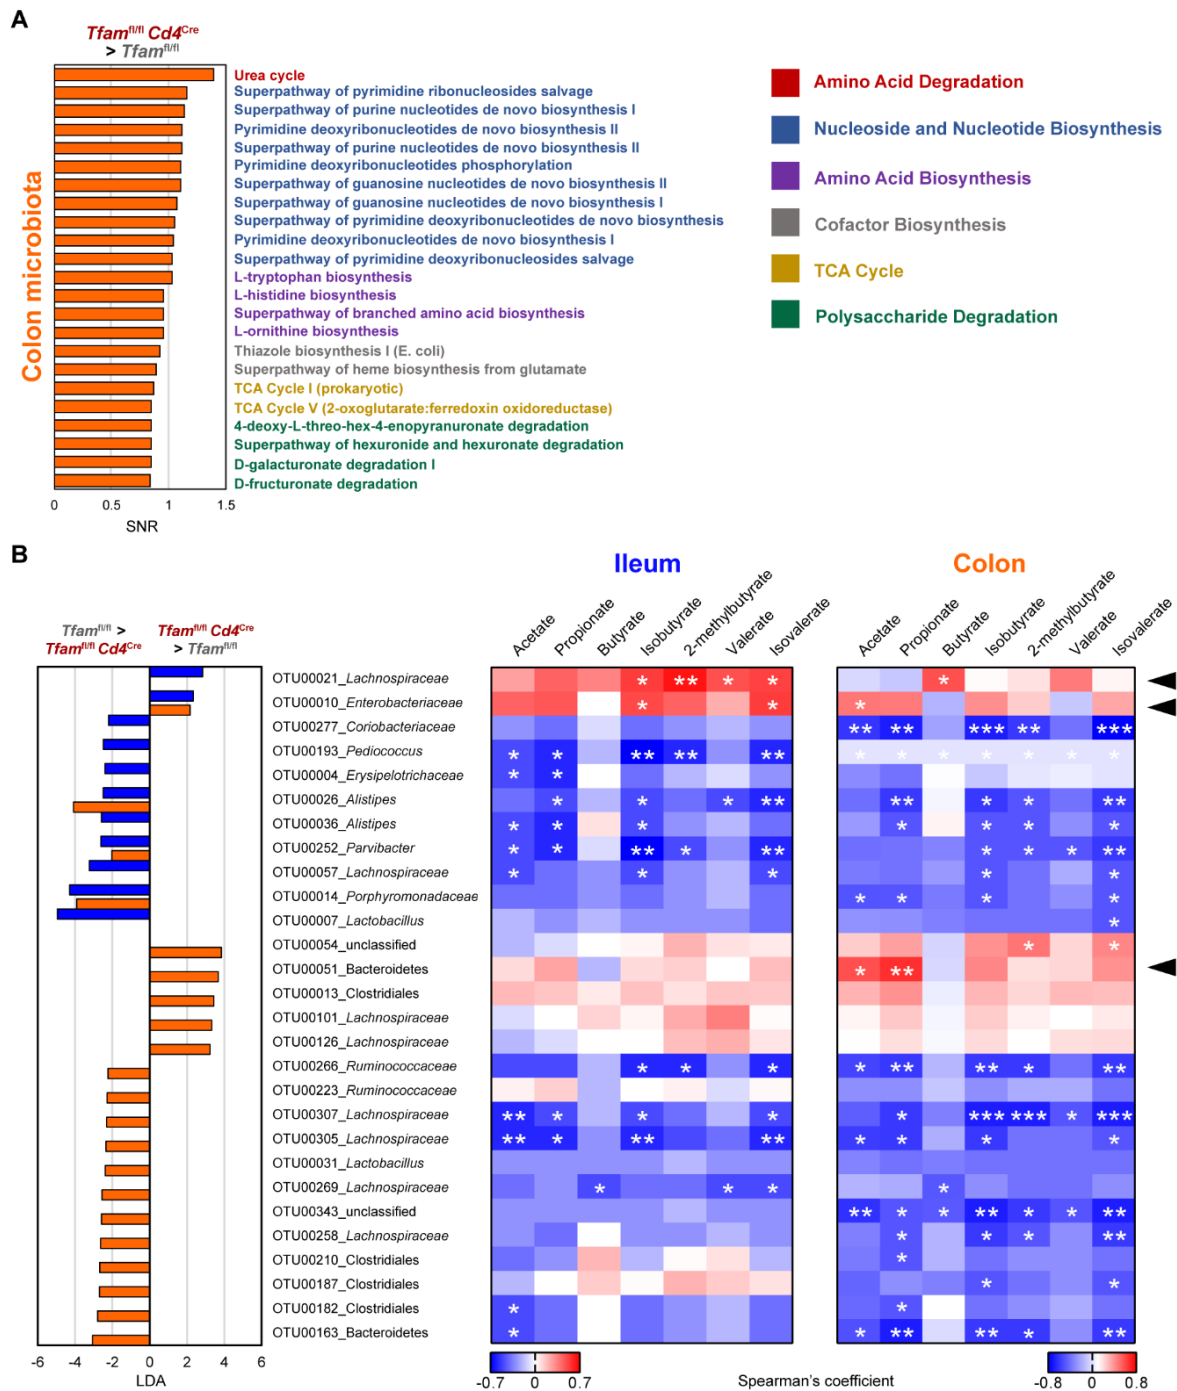

**Fig. S2. Predictive metabolic profiling of the gut microbiota in *Tfam<sup>fl/fl</sup>Cd4<sup>Cre</sup>* mice. (A)** PICRUST2 prediction of metabolic pathways in colon-resident microbiota metagenomic data from 12-month-old *Tfam<sup>fl/fl</sup>Cd4<sup>Cre</sup>* versus *Tfam<sup>fl/fl</sup>* mice. SNR: signal-to-noise ratio; TCA: tricarboxylic acid cycle. **(B)** Left: differentially abundant OTUs depicted with lineal discriminant analysis (LDA) values of linear discriminant effect size (LEfSe,  $P < 0.05$ ; false discovery rate,  $q < 0.05$ ; fold change  $> 5$ ; maximal abundance  $> 0.001$ ) comparing ileal and colonic microbiota in *Tfam<sup>fl/fl</sup>Cd4<sup>Cre</sup>* versus *Tfam<sup>fl/fl</sup>* mice. Right: heatmap depicting Spearman's rank correlation coefficients from the correlation analysis between differentially abundant OTUs in ileum and colon, and the concentration of short-chain fatty acids.  $P$  values were determined using the OTU association command of mothur (v.1.40.5) software package. \* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ; and \*\*\* $P \leq 0.001$ .

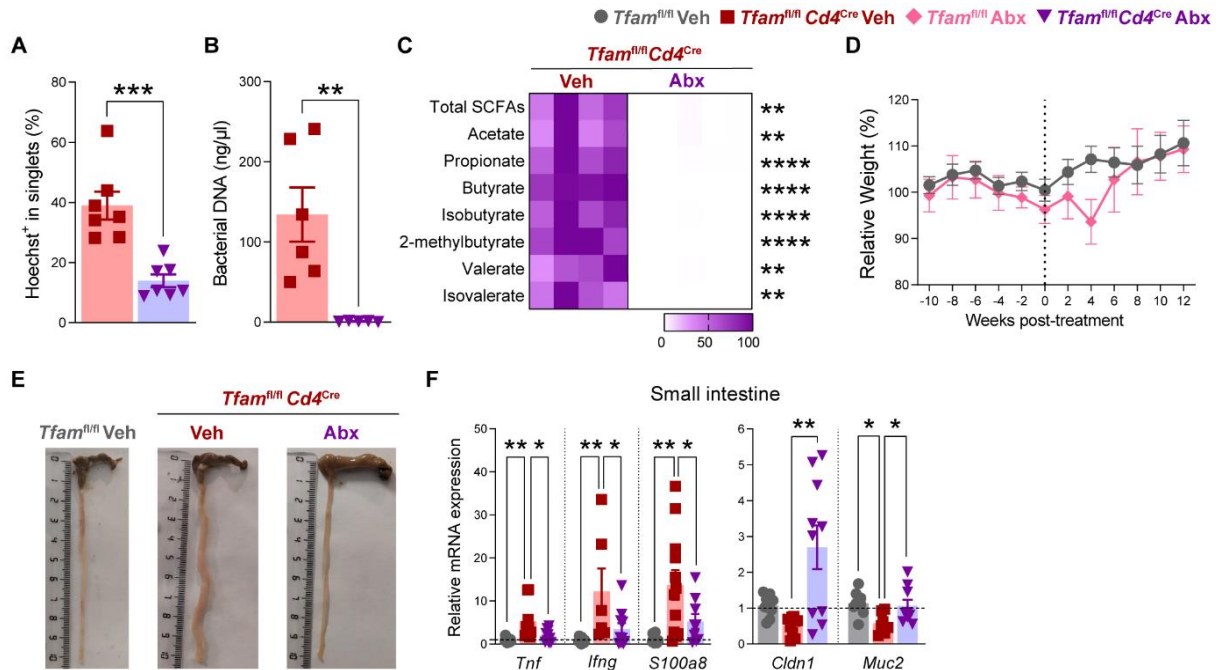

**Fig. S3. Effects of microbiota depletion in *Tfam<sup>fl/fl</sup>Cd4<sup>Cre</sup>* mice.** (A) Flow cytometry quantification of bacteria in fecal samples from 12-month-old *Tfam<sup>fl/fl</sup>Cd4<sup>Cre</sup>* mice treated with antibiotics (Abx) or vehicle (Veh) for 8 weeks ( $n = 3$  to 4). (B) qPCR quantification of *16S* rRNA gene in bacterial DNA from the feces ( $n = 5$  to 6). (C) Heatmap portraying normalized values of microbiota-derived short-chain fatty acids (SCFAs) in the feces ( $n = 4$  to 5). (D) Body weights of *Tfam<sup>fl/fl</sup>* mice treated with Abx or Veh relative to the start of treatment ( $n = 3$  to 8). (E) Representative images of colons from *Tfam<sup>fl/fl</sup>* mice treated with Veh and *Tfam<sup>fl/fl</sup>Cd4<sup>Cre</sup>* mice treated with Abx or Veh. (F) Bar plots showing relative mRNA levels of genes associated with inflammation (*Tnf*, *Infg*, and *S100a8*), with tight junctions (*Cldn1*) and mucus (*Muc2*) in the small intestine ( $n = 3$  to 5). Data are (A and F) pooled from  $N = 2$  or (C to E) representative of  $N = 2$  independent experiments. Data are shown as means  $\pm$  SEM, where each dot is a biological sample.  $P$  values were determined by (A to C) unpaired Student's  $t$  test, (D) two-way analysis of variance (ANOVA) with Tukey's multiple comparisons test, or (F) one-way ANOVA with Tukey's multiple comparisons test. \* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ; \*\*\* $P \leq 0.001$ ; and \*\*\*\* $P \leq 0.0001$ .

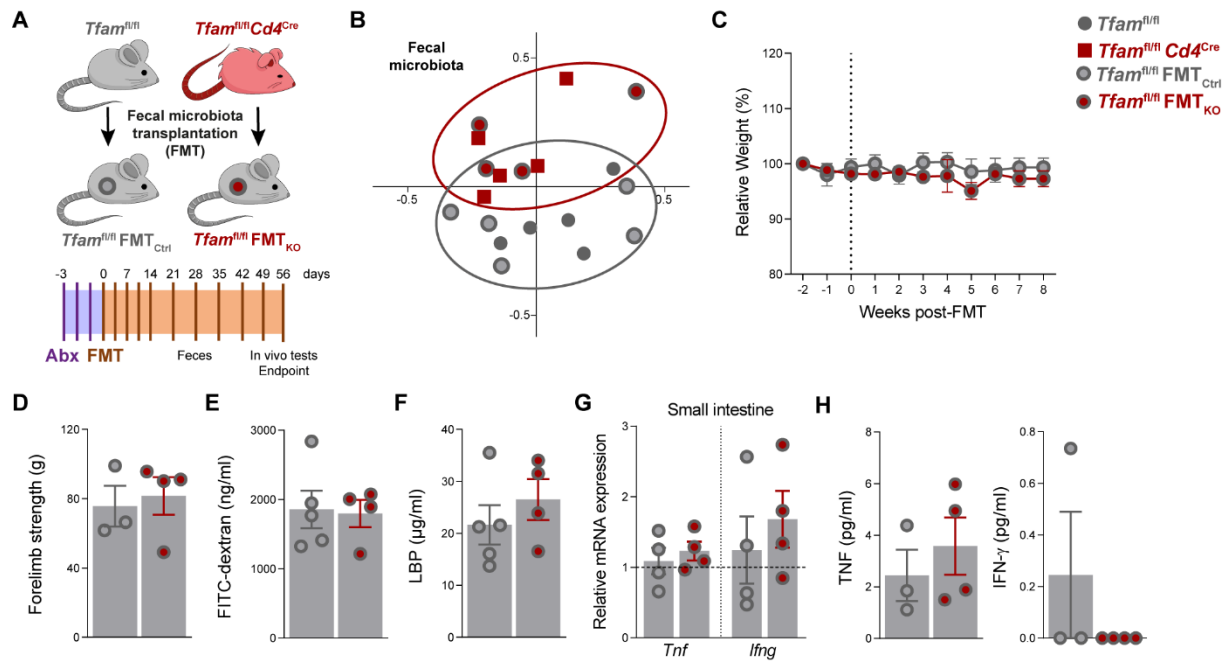

**Fig. S4. Fecal microbiota transplantation from  $Tfam^{fl/fl}Cd4^{Cre}$  mice into young control  $Tfam^{fl/fl}$  mice.** (A) Experimental design of fecal microbiota transplantation (FMT) from 12-month-old  $Tfam^{fl/fl}$  and  $Tfam^{fl/fl}Cd4^{Cre}$  mice into 4-month-old  $Tfam^{fl/fl}$  mice, denoted as  $Tfam^{fl/fl}FMT_{Ctrl}$  and  $Tfam^{fl/fl}FMT_{KO}$  mice, respectively. (B) Nonmetric multidimensional scaling (NMDS) plots showing  $\beta$ -diversity values ( $\theta_{YC}$  indexes) of fecal microbiota 28 days after the first FMT ( $n = 4$  to 5). (C) Body weights of recipient mice relative to the beginning of the treatment ( $n = 5$ ). (D) Grip strength analysis ( $n = 3$  to 4). (E) Concentration of FITC-dextran in the serum ( $n = 4$  to 5). (F) Levels of LPS-binding protein (LBP) in the serum ( $n = 4$  to 5). (G) Bar plots showing relative mRNA levels of genes encoding TNF and IFN- $\gamma$  in the small intestine ( $n = 4$ ). (H) Concentration of the proinflammatory cytokines TNF and IFN- $\gamma$  in the serum ( $n = 3$  to 4). (B to H) Data are representative of  $N = 2$  independent experiments. Data are shown as means  $\pm$  SEM, where each dot is a biological sample.  $P$  values were determined by (B) permutational multivariate analysis of variance (PERMANOVA), (C) two-way analysis of variance (ANOVA) with Šídák's multiple comparisons test, or (D to H) unpaired Student's  $t$  test.

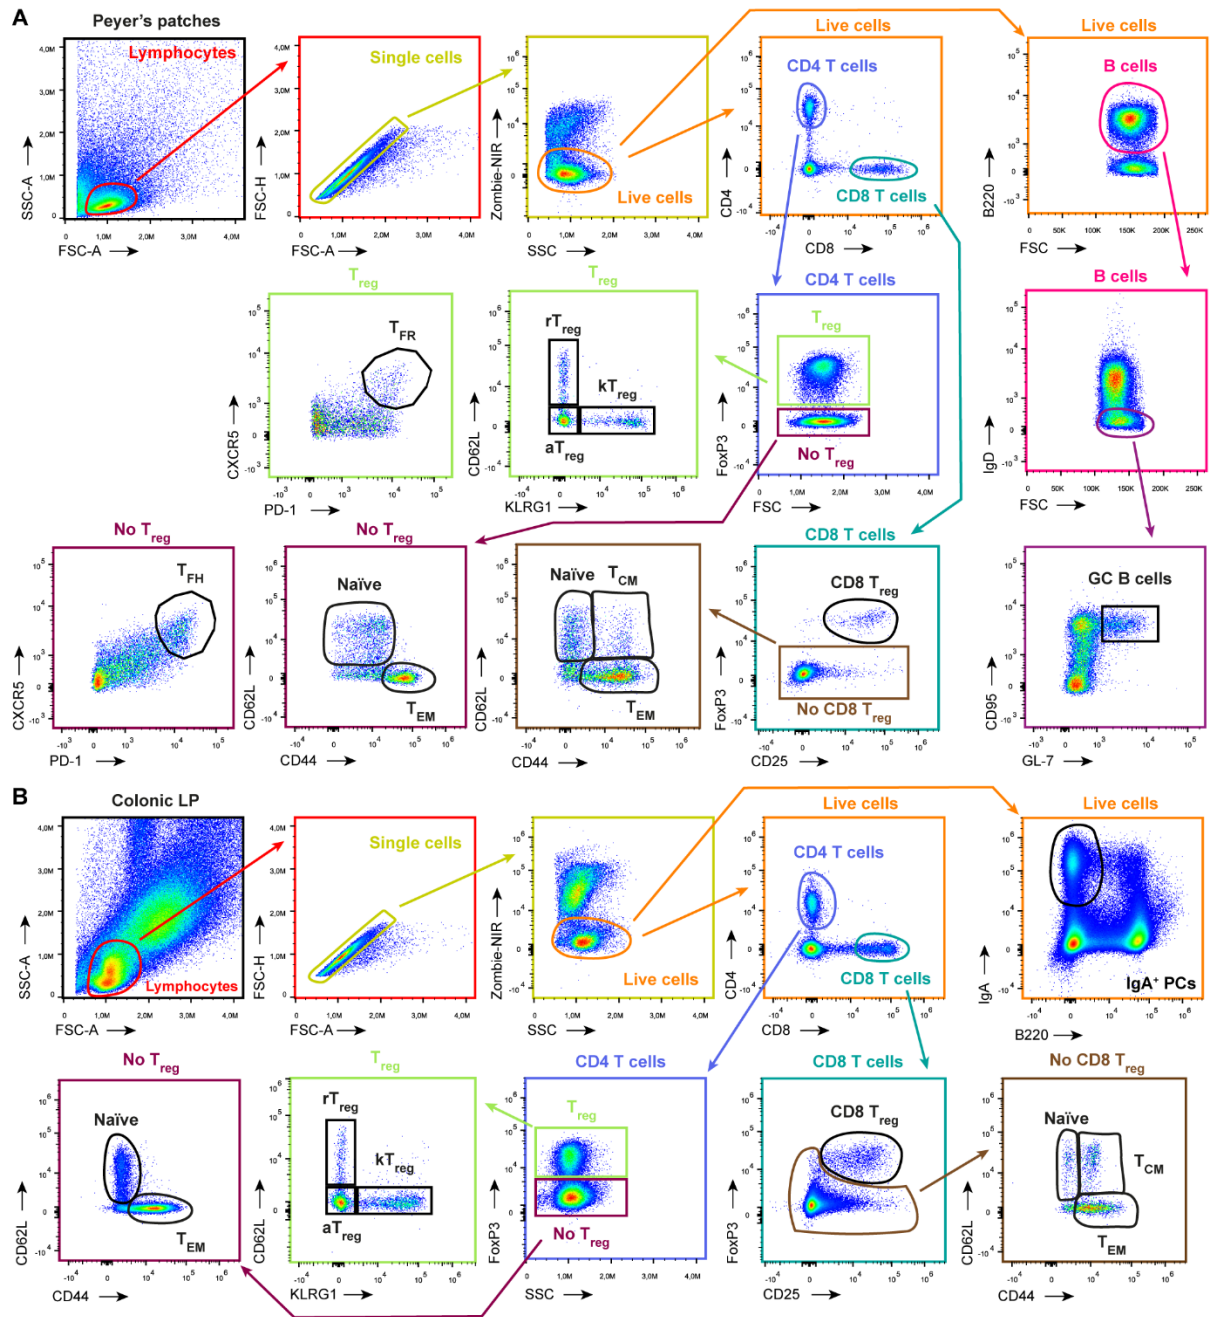

**Fig. S5. Gating strategy to identify immune cell subpopulations in the mouse intestine.** (A) Gating strategy to identify CD4 and CD8 T cell subsets and germinal center (GC) B cells in Peyer's patches. (B) Gating strategy followed to identify CD4 and CD8 T cell subsets and IgA-producing plasma cells (PCs) in the colonic lamina propria (LP).

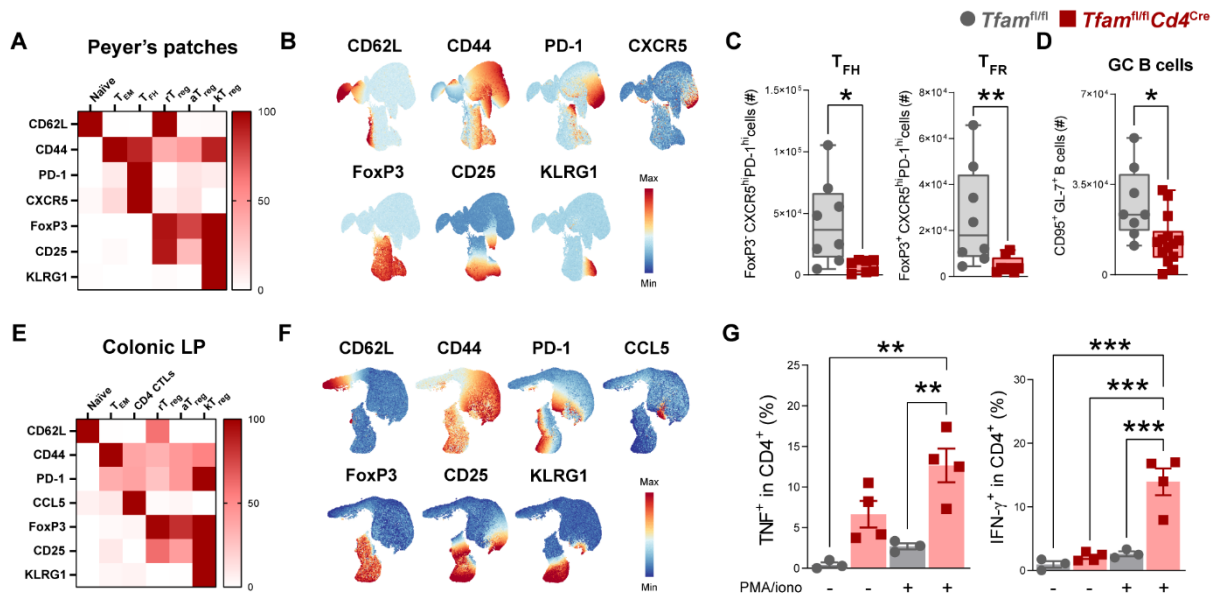

**Fig. S6. *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> mice show deficient germinal centers and a proinflammatory CD4 T cell compartment in the intestine.** (A) Heatmap depicting normalized values of mean fluorescence intensity of each marker in every CD4 T cell cluster in Peyer's patches (PPs) of 12-month-old *Tfam*<sup>fl/fl</sup> and *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> mice. (B) UMAP representation of the expression levels of markers used to identify CD4 T cell clusters in PPs. (C) Absolute numbers of T follicular helper (T<sub>FH</sub>) and T follicular regulatory (T<sub>FR</sub>) cells in PPs ( $n = 3$  to 5). (D) Absolute numbers of germinal center (GC) B cells in PPs ( $n = 3$  to 5). (E) Heatmap depicting normalized values of mean fluorescence intensity of each marker in every CD4 T cell cluster in the colonic lamina propria (cLP). (F) UMAP representation of the expression levels of markers used to identify CD4 T cell clusters in the cLP. (G) Quantification of TNF- and IFN- $\gamma$ -producing cLP CD4 T cells stimulated ex vivo (+) or not (-) with phorbol 12-myristate 13-acetate (PMA)-ionomycin (iono) in the presence of brefeldin A for 4 hours ( $n = 3$  to 4). Data are (C and D) pooled from  $N = 2$  to 3 or (G) representative of  $N = 2$  to 3 independent experiments. Data are shown as means  $\pm$  SEM, where each dot is a biological sample.  $P$  values were determined by (C and D) unpaired Student's  $t$  test, (C) two-tailed Mann-Whitney  $U$  test (T<sub>FR</sub>), or (G) one-way analysis of variance (ANOVA) with Tukey's multiple comparisons test. \* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ; and \*\*\* $P \leq 0.001$ .

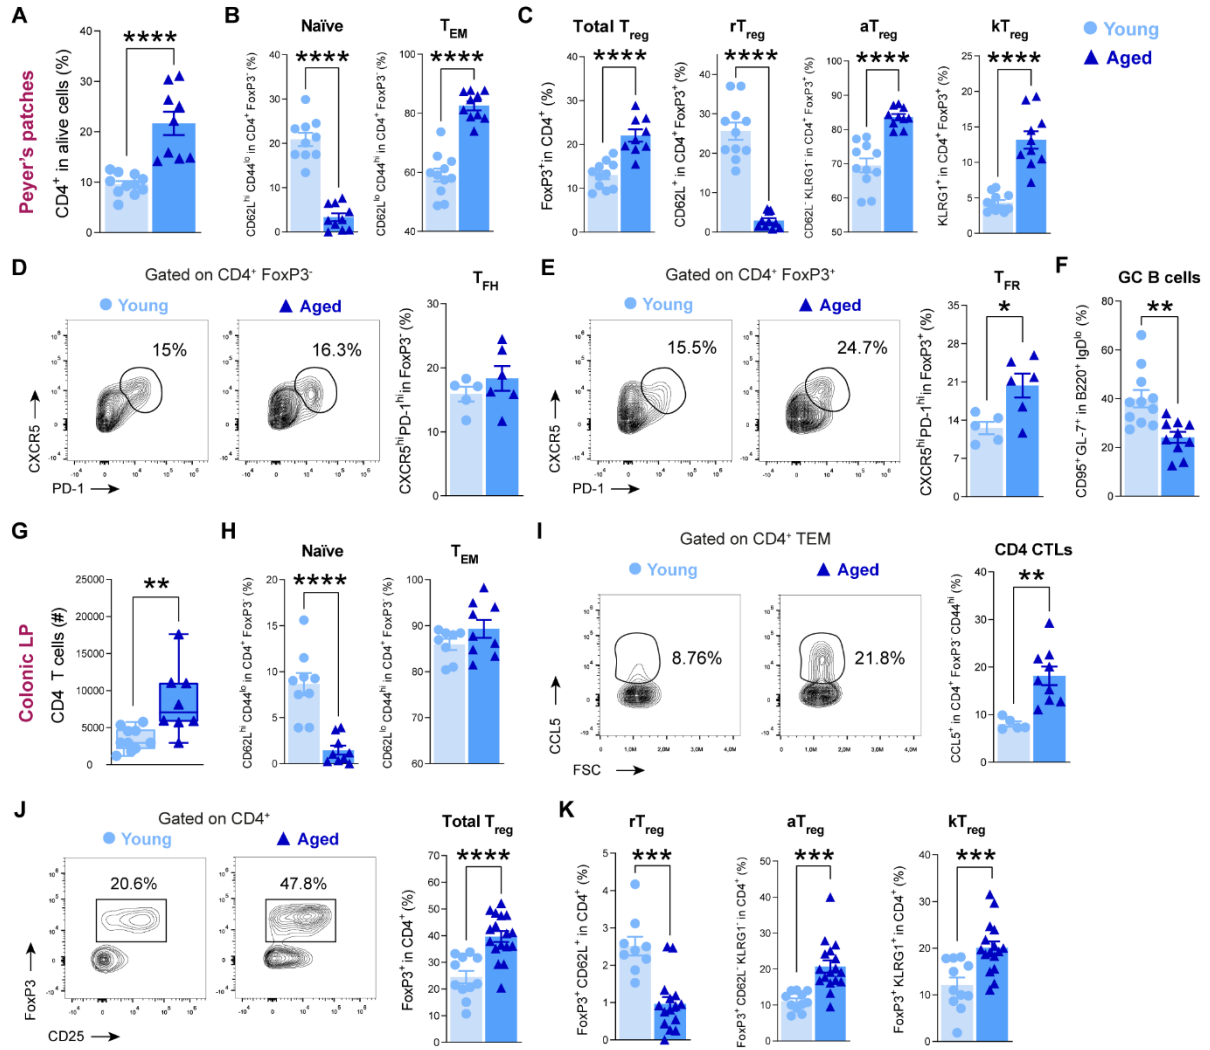

**Fig. S7. Characterization of CD4 T cell subsets in Peyer's patches and the colonic lamina propria of naturally aged wild-type mice.** (A) Percentage of CD4 cells in Peyer's patches (PPs) of young (3-month-old) and aged (24-month-old) wild-type mice ( $n = 4$  to 6). (B) Quantification of naïve and effector/memory-like (T<sub>EM</sub>) CD4 T cells in PPs ( $n = 4$  to 6). (C) Quantification of total, resting (r), activated (a), and KLRG1<sup>+</sup> (k) regulatory T cells (Tregs) in PPs ( $n = 4$  to 6). (D and E) Representative contour plots and quantification of (D) T follicular helper (T<sub>FH</sub>) and (E) T follicular regulatory (T<sub>FR</sub>) cells in PPs ( $n = 5$  to 6). (F) Quantification of germinal center (GC) B cells in PPs ( $n = 4$  to 6). (G) Absolute numbers of CD4 T cells in the colonic lamina propria (cLP) ( $n = 4$  to 5). (H) Quantification of naïve and T<sub>EM</sub> CD4 T cells in the cLP ( $n = 4$  to 5). (I) Representative contour plots and quantification of CD4 cytotoxic T lymphocytes (CTLs) in the cLP ( $n = 4$  to 5). (J) Representative contour plots and quantification of total cLP Tregs ( $n = 5$  to 6). (K) Quantification of rTregs, aTregs, and kTregs in the cLP ( $n = 5$  to 6). Data are (A to C, and F to K) pooled from  $N = 2$  to 3 or (D and E) representative of  $N = 2$  independent experiments. Data are shown as means  $\pm$  SEM, where each dot is a biological sample.  $P$  values were determined by unpaired Student's  $t$  test. \* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ; \*\*\* $P \leq 0.001$ ; and \*\*\*\* $P \leq 0.0001$ .

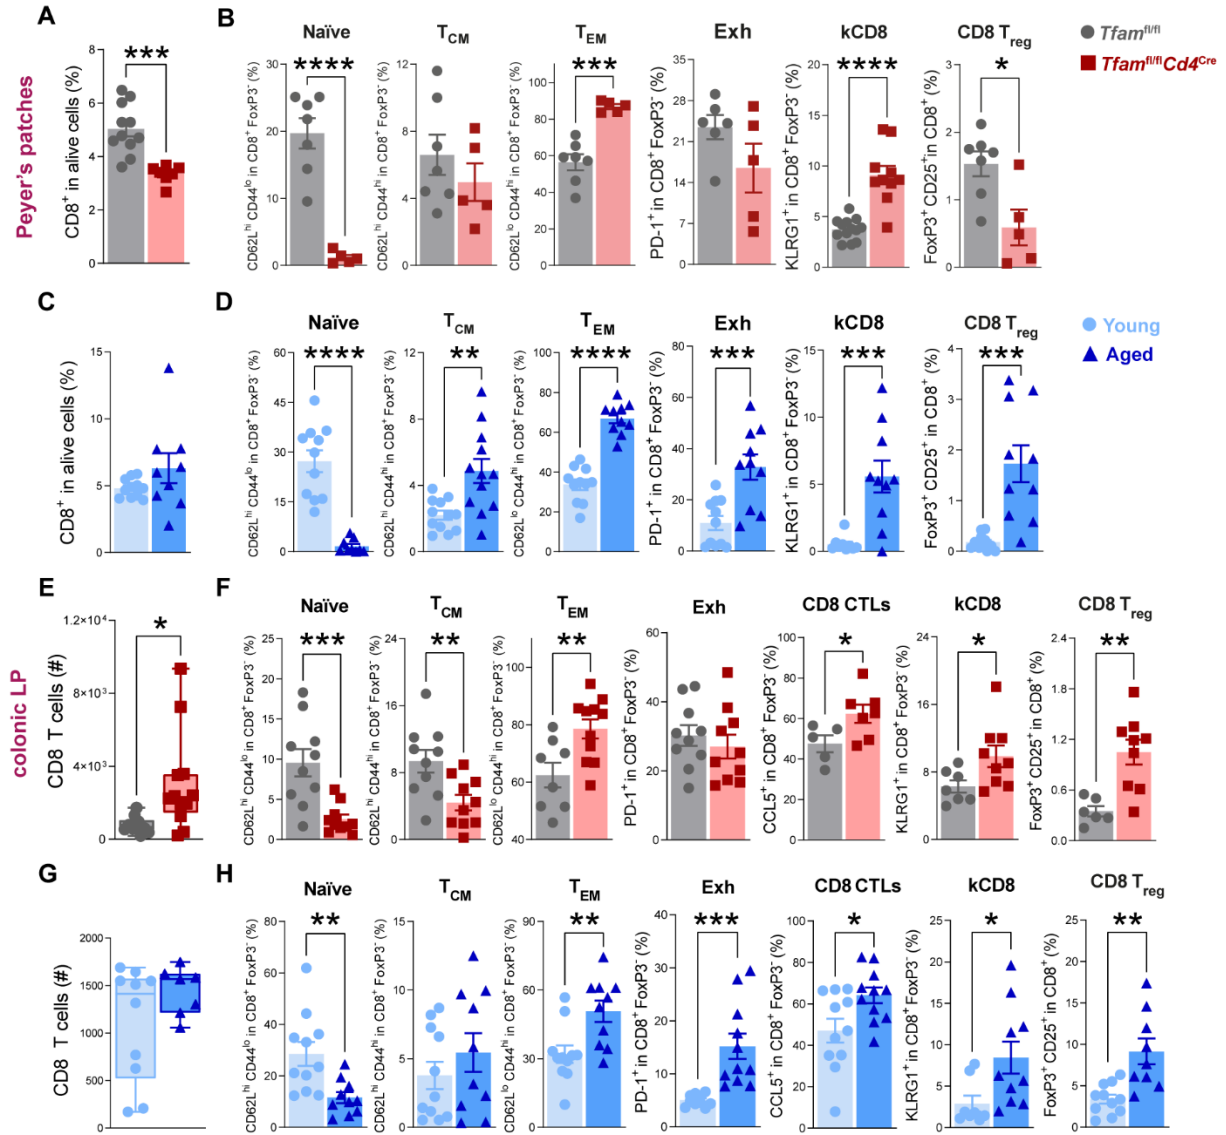

**Fig. S8. Analysis of CD8 T cells in the intestine of *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> mice compared to naturally aged wild-type mice.** (A and C) Percentage of CD8 T cells in Peyer's patches (PPs) of (A) 12-month-old *Tfam*<sup>fl/fl</sup> and *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> mice ( $n = 5$  to  $6$ ), and (C) young (3-month-old) and aged (24-month-old) wild-type mice ( $n = 4$  to  $6$ ). (B and D) Quantification of naïve, central memory (T<sub>CM</sub>), effector/memory-like (T<sub>EM</sub>), exhausted (Exh), KLRG1<sup>+</sup> (kCD8), and regulatory (CD8 T<sub>reg</sub>) CD8 T cell subsets in PPs of (B) adult *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> mice ( $n = 3$  to  $7$ ), and (D) aged wild-type mice ( $n = 4$  to  $6$ ) compared to their respective controls. (E and G) Absolute number of CD8 T cells in the colonic lamina propria (cLP) of (E) adult *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> mice ( $n = 4$  to  $7$ ), and (G) aged wild-type mice ( $n = 5$  to  $6$ ) compared to their respective controls. (F and H) Quantification of naïve, T<sub>CM</sub>, T<sub>EM</sub>, Exh, cytotoxic T lymphocytes (CD8 CTLs), kCD8, and CD8 Tregs in the cLP of (F) adult *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> mice ( $n = 4$  to  $6$ ) and (H) aged wild-type mice ( $n = 5$  to  $6$  mice) compared to their respective controls. Data are pooled from  $N = 2$  to  $3$  independent experiments. Data are shown as means  $\pm$  SEM, where each dot is a biological sample.  $P$  values were determined by unpaired Student's  $t$  test. \* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ; \*\*\* $P \leq 0.001$ ; and \*\*\*\* $P \leq 0.0001$ .

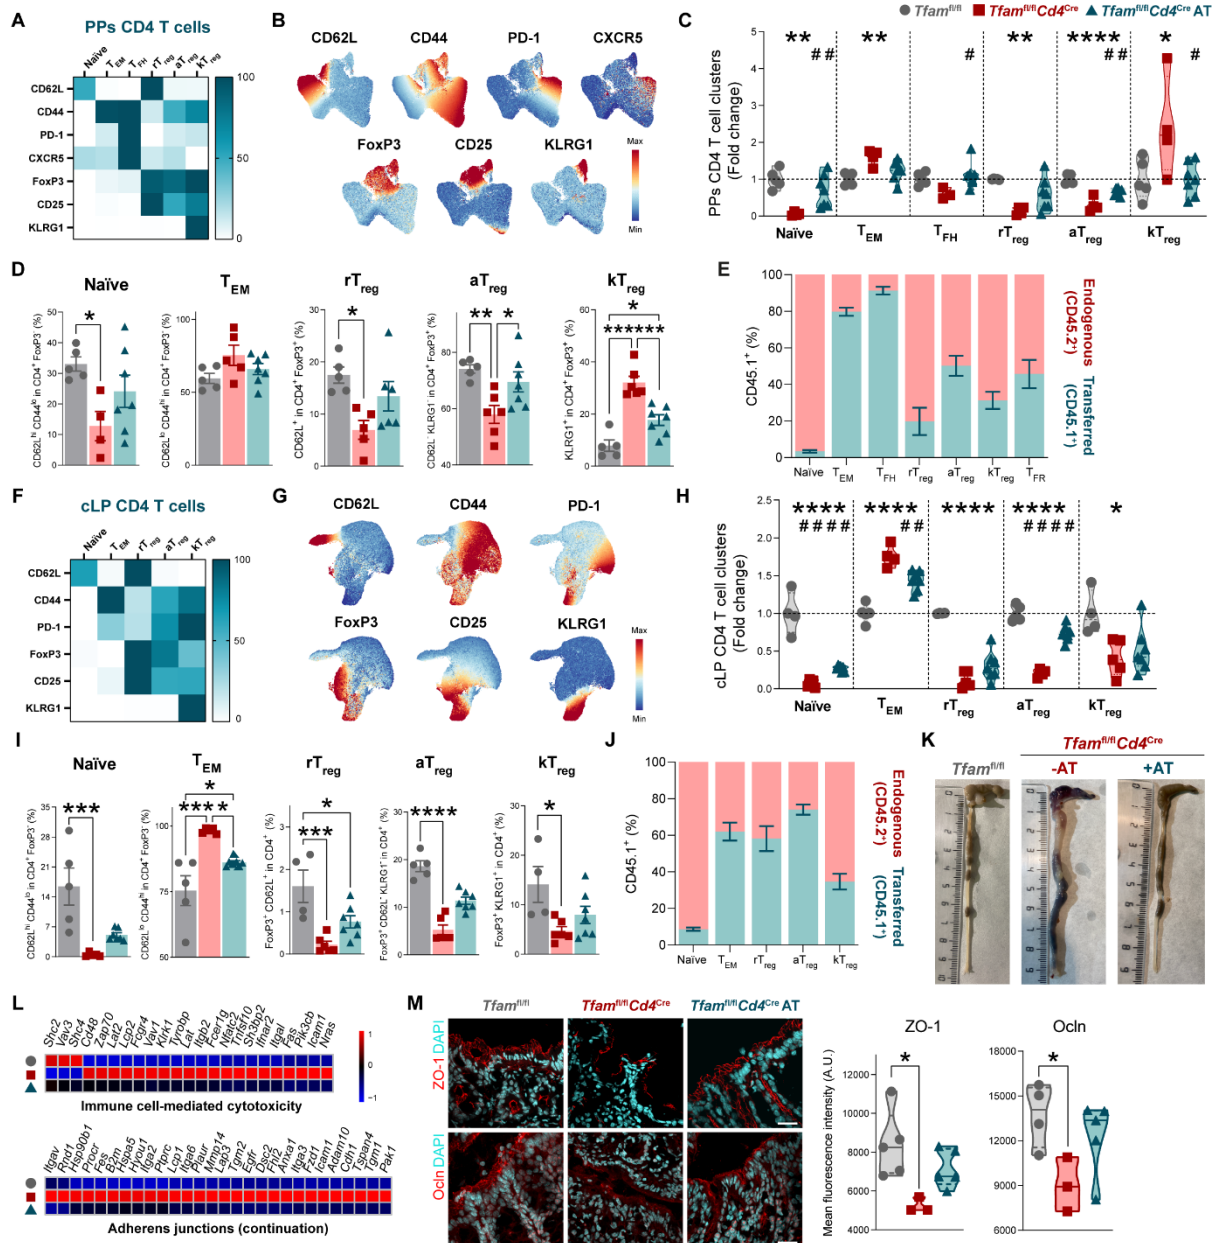

**Fig. S9. CD4 T cell therapy recovers gut immune homeostasis strengthening gut barrier integrity in *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> mice.** (A) Heatmap portraying normalized values of mean fluorescence intensity of each marker in CD4 T cell clusters in Peyer's patches (PPs) of 10-month-old *Tfam*<sup>fl/fl</sup> and *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> mice after the adoptive transfer of CD4 T cells (AT). (B) UMAP representation of the expression levels of markers used to identify PP subsets. (C) Fold change of PP clusters compared to control mice ( $n = 3$  to  $7$ ). (D) Quantification of naïve, effector/memory-like (T<sub>EM</sub>), resting (r), activated (a), and KLRG1<sup>+</sup> (k) regulatory T cells (Tregs) in PPs ( $n = 4$  to  $7$ ). (E) Mean chimeric ratio of PP CD4 T cell subsets. (F) Heatmap portraying normalized values of mean fluorescence intensity of each marker in CD4 T cell clusters in the colonic lamina propria (cLP). (G) UMAP representation of the expression levels of markers used to identify cLP clusters. (H) Fold change of cLP clusters compared to control mice ( $n = 4$  to  $7$ ). (I) Quantification of cLP CD4 T cell subsets ( $n = 5$  to  $7$ ). (J) Mean chimeric ratio of cLP CD4 T cell subsets. (K) Representative images of the colon. (L) Heatmap depicting expression of genes in the colon RNA-sequencing analysis. (M) Representative image (scale bar: 20  $\mu$ m) and quantification of ZO-1 and occludin (Ocln) immunofluorescence staining in

the colon ( $n = 3$  to  $5$ ). Data are representative of  $N = 2$  independent experiments. Data are shown as means  $\pm$  SEM, where each dot is a biological sample.  $P$  values were determined by (C, D, H, and I) one-way analysis of variance (ANOVA) with Tukey's multiple comparisons test. (I and M)  $P$  values were determined by (T<sub>EM</sub>, rTregs, kTregs, and Ocln) one-way ANOVA or (naïve, aTregs, and ZO-1) Kruskal–Wallis  $H$  test with Dunn's multiple comparison test. *Tfam*<sup>fl/fl</sup> versus *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> (\*); *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> versus *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> AT (#). \*,# $P \leq 0.05$ ; \*\*,## $P \leq 0.01$ ; \*\*\*,### $P \leq 0.001$ ; and \*\*\*\*,#### $P \leq 0.0001$ .

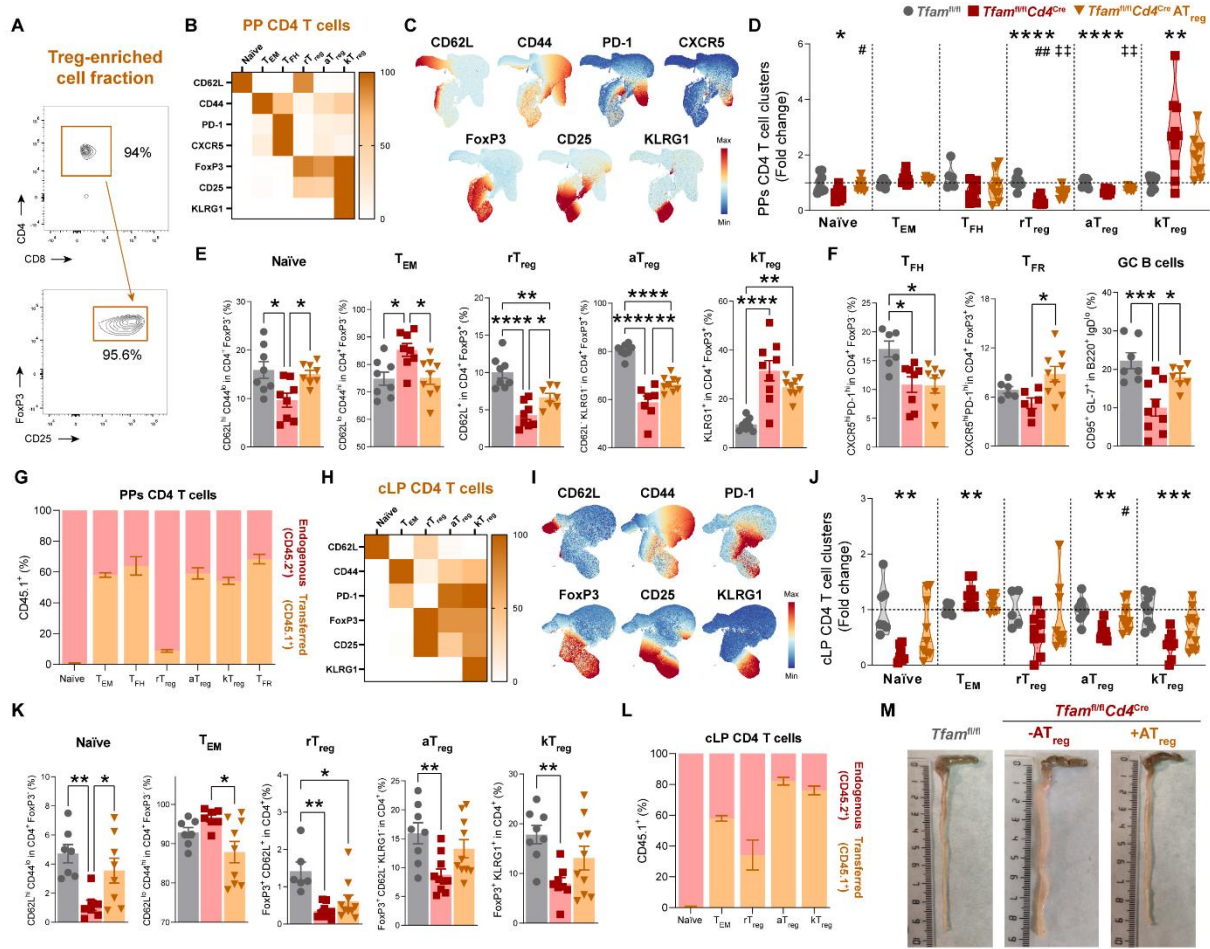

**Fig. S10. Adoptive therapy with Treg-enriched cells restores immune homeostasis in the intestine of *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> mice.** (A) Percentage of FoxP3<sup>+</sup>CD25<sup>+</sup> cells in isolated donor cells after purification. (B) Heatmap portraying normalized values of mean fluorescence intensity of each marker in CD4 T cell clusters in Peyer's patches (PPs) of 10-month-old *Tfam*<sup>fl/fl</sup> and *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> mice after the adoptive transfer of regulatory T cell (Treg)-enriched cells (ATreg). (C) UMAP representation of the expression levels of markers in PP clusters. (D) Fold change of PP CD4 T cell clusters compared to control mice ( $n = 3$  to 6). (E) Quantification of naïve, effector/memory-like (T<sub>EM</sub>), resting (r), activated (a), and KLRG1<sup>+</sup> (k) Tregs in PPs ( $n = 3$  to 6). (F) Quantification of T follicular helper (T<sub>FH</sub>) and regulatory (T<sub>FR</sub>) cells and germinal center (GC) B cells in PPs ( $n = 3$  to 6). (G) Mean chimeric ratio in PP CD4 T cell subsets. (H) Heatmap portraying normalized values of mean fluorescence intensity of each marker in the colonic lamina propria (cLP) clusters. (I) UMAP representation of the expression levels of markers in cLP CD4 T cell clusters. (J) Fold change of cLP CD4 T cell clusters compared to control mice ( $n = 3$  to 6). (K) Quantification of cLP CD4 T cell subsets ( $n = 3$  to 6). (L) Mean chimeric ratio in cLP CD4 T cell subsets. (M) Representative images of the colon. Data are pooled from  $N = 2$  independent experiments. Data are shown as means  $\pm$  SEM, where each dot is a biological sample.  $P$  values were determined by one-way analysis of variance (ANOVA) with Tukey's multiple comparisons test. *Tfam*<sup>fl/fl</sup> versus *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> (\*); *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> versus *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> ATreg (#); *Tfam*<sup>fl/fl</sup> versus *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> ATreg (‡). \* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ; \*\*\* $P \leq 0.001$ ; and \*\*\*\* $P \leq 0.0001$ .

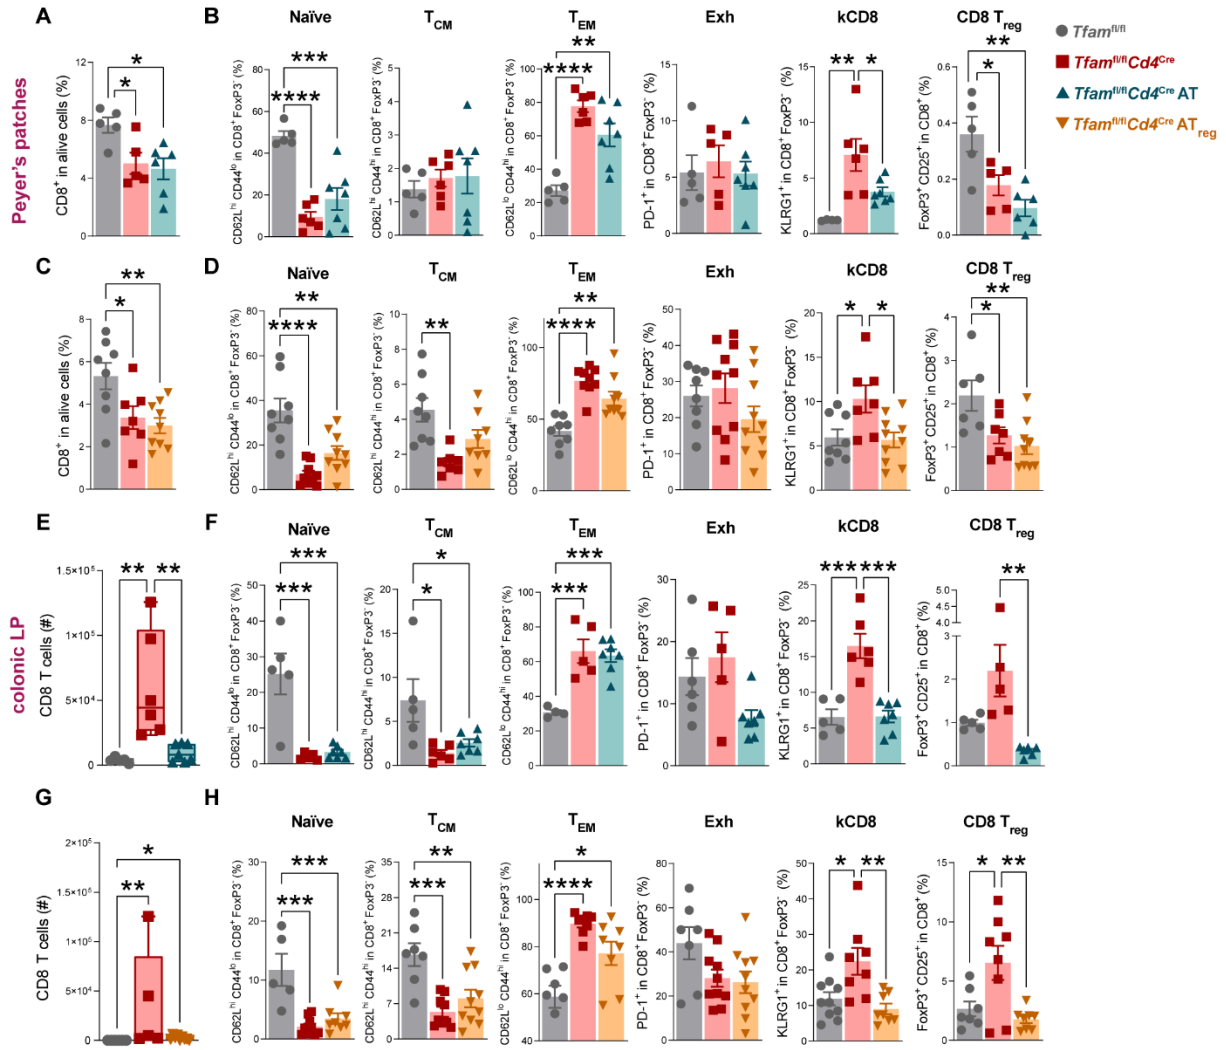

**Fig. S11. Analysis of the intestinal CD8 T cell compartment in *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> mice after adoptive transfer strategies.** (A and C) Percentage of CD8 T cells in Peyer's patches (PPs) of 10-month-old *Tfam*<sup>fl/fl</sup>, *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> and *Tfam*<sup>fl/fl</sup>*Cd4*<sup>Cre</sup> mice transferred with (A) competent CD4 T cells (AT) or (C) T regulatory cell (Treg)-enriched cells (ATreg) ( $n = 3$  to 7). (B and D) Quantification of naïve, central memory (T<sub>CM</sub>), effector/memory-like (T<sub>EM</sub>), exhausted (Exh), KLRG1<sup>+</sup> (kCD8), and regulatory (CD8 T<sub>reg</sub>) CD8 T cell subsets in PPs of mice after (B) adoptive transfer of competent CD4 T cells (AT) or (D) Treg-enriched cells ( $n = 3$  to 7). (E and G) Absolute number of CD8 T cells in the colonic lamina propria (cLP) of mice transferred with (E) competent CD4 T cells (AT) or (G) Treg-enriched cells ( $n = 3$  to 7). (F and H) Quantification of naïve, T<sub>CM</sub>, T<sub>CM</sub>, Exh, kCD8, and CD8 Tregs in the cLP of mice after (F) adoptive transfer of competent CD4 T cells (AT) or (H) Treg-enriched cells ( $n = 3$  to 7). Data are (A, B, E, and F) representative of  $N = 2$  or (C, D, G, and H) pooled from  $N = 2$  independent experiments. Data are shown as means  $\pm$  SEM, where each dot is a biological sample.  $P$  values were determined by (A to F, and H) one-way analysis of variance (ANOVA) with Tukey's multiple comparisons test, or (G) Kruskal–Wallis  $H$  test with Dunn's multiple comparison test. \* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ; \*\*\* $P \leq 0.001$ ; and \*\*\*\* $P \leq 0.0001$ .

**Table S1. Primers for qPCR analysis of the gut microbiota and the intestine of mice.**

| <b>Gene</b>               | <b>Oligonucleotide (FW)</b> | <b>Oligonucleotide (RV)</b>      |
|---------------------------|-----------------------------|----------------------------------|
| <i>Enterobacteriaceae</i> | CATTGACGTTACCCGCGAAGAAGC    | CTCTACGAGACTCAAGCTTGC            |
| <i>Lactobacillus</i> sp.  | ACCGAGAACACCGCGTTATT        | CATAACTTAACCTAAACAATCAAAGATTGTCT |
| <i>16S rRNA</i>           | TCCTACGGGAGGCAGCAGT         | GGACTACCAGGGTATCTAATCCTGTT       |
| <i>Tnf</i>                | CTATGTCTCAGCCTCTTCTC        | CATTGGGAACCTCTCATCC              |
| <i>Ifng</i>               | CTAGCTCTGAGACAATGAAC        | CTCTTTCTTCCACATCTATGC            |
| <i>S100a8</i>             | CAAGGAAATCACCATGCCCTCTA     | ACCATCGCAAGGAACTCCTCGA           |
| <i>Serpine1</i>           | CCAACATCTTGGATGCTGAA        | GCCAGGGTTGCACTAAACAT             |
| <i>Cldn1</i>              | TCTACGAGGGACTGTGGATG        | TCAGATTCAGCAAGGAGTCG             |
| <i>Ocln</i>               | GCTGTGATGTGTGTGAGCTG        | GACGGTCTACCTGGAGGAAC             |
| <i>Tpj1</i>               | AGGACACCAAAGCATGTGAG        | GGCATTCTGTGTTTACA                |
| <i>Muc2</i>               | CTCCATTGAGTTTGGGAACAT       | TTCGGCTCGGTGTTTCAGAG             |
| <i>Defa5</i>              | CTCCTCTCTGCCCTTGCTCT        | GATTTCTGCAGGTCCCAAAA             |
| <i>Defensin</i>           | GGTGATCATCAGACCCAGCATCAGT   | AAGAGACTAAAAGTGAAGGAGCAGC        |
| <i>Crypt1</i>             | TCAAGGGCTGCAAAGGAAGAGAAC    | TGGTCTCCATGTTTCAGCGACAGC         |
| <i>Lyz1</i>               | GAGACCGAAGCACCAGCTATG       | CGGTTTTGACATTGTGTTCGC            |
| <i>Ang4</i>               | GGTTGTGATTCTCCAACCTCTG      | CTGAAGTTTTCTCCATAAGGGCT          |
| <i>Tff3</i>               | TTGCTGGGTCTCTGGGATAG        | TACACTGCTCCGATGTGACAG            |
| <i>Cdkn1a</i>             | CTGACAGATTCTATCACTCC        | TTAAGACACACAGAGTGAGG             |
| <i>Tp53</i>               | GGGGAGGAGCCAGGCCATCA        | CCGCGCCATGGCCATCTACA             |
| <i>Il6</i>                | GTCTATACCACTTCACAAGTC       | TGCATCATCGTTGTTTCATAC            |
| <i>Stat1</i>              | GCTTGACAATAAGAGAAAGGAG      | CTCGTCATTAATCAGAGTGTTT           |
| <i>Hprt</i>               | TCCTCCTCAGACCGCTTTT         | CCTGGTTCATCATCGCTAATC            |
| <i>Pp1a</i>               | ACGCCACTGTCGCTTTTC          | GCAAACAGCTCGAAGGAGAC             |
| <i>B2m</i>                | TACATACGCCTGCAGAGTTAAGCA    | TGATCACATGTCTCGATCCCAG           |

**Table S2. Optimization of multiple reaction monitor (MRM) condition acquisition modes by direct infusion of 3-nitrophenylhydrazine (3NPH) derivatives.**

| <b>3NPH-SCFA derivatives</b> | <b>Precursor ion<br/>(m/z)</b> | <b>Product ion<br/>(m/z)</b> | <b>Fragmentor<br/>voltage (V)</b> | <b>Collision<br/>energy (eV)</b> |
|------------------------------|--------------------------------|------------------------------|-----------------------------------|----------------------------------|
| AA (C2)                      | 194.1                          | <b>137</b><br>46             | 92                                | <b>16</b><br>44                  |
| PA (C3)                      | 208.1                          | <b>137</b><br>46             | 92                                | <b>20</b><br>48                  |
| i-BA/BA (C4)                 | 222.1                          | <b>137</b><br>107            | 92                                | <b>20</b><br>28                  |
| 2-Me-BA/i-VA/VA (C5)         | 236.1                          | <b>137</b><br>107            | 102                               | <b>20</b><br>32                  |
| 2-Me-VA (C6)                 | 250.1                          | <b>137</b><br>107            | 102                               | <b>20</b><br>31                  |

**Table S3. Antibodies used for flow cytometry staining.**

| Marker        | Fluorophore     | Clone     | Reference    | Supplier         | Dilution |
|---------------|-----------------|-----------|--------------|------------------|----------|
| CD45.1        | APC Cy7         | A20       | 25-0453-U100 | Tonbo Bioscience | 200      |
| CD4           | APC-Fire 810    | GK1.5     | 100480       | Biolegend        | 400      |
| CD8           | PE-Fire 700     | 53-6.7    | 100791       | Biolegend        | 400      |
| CD62L         | BV711           | MEL-14    | 104445       | Biolegend        | 500      |
| CD44          | BV650           | IM7       | 103049       | Biolegend        | 200      |
| CXCR5         | PE-Cy7          | L138D7    | 145516       | Biolegend        | 200      |
| PD-1          | BV421           | 29F.1A12  | 135221       | Biolegend        | 200      |
| CD25          | PE-Cy5          | PC61      | 102010       | Biolegend        | 400      |
| KLRG1         | BV785           | 2F1       | 138429       | Biolegend        | 200      |
| B220          | APC-Cy7         | RA3-6B2   | 25-0452-U100 | Tonbo Bioscience | 200      |
| IgD           | V450            | 11-26c.2a | 560869       | BD Bioscience    | 200      |
| CD95          | PE-Cy7          | Jo2       | 557653       | BD Biosciences   | 200      |
| GL-7          | Alexa Fluor 488 | GL7       | 53-5902-82   | eBioscience      | 200      |
| IgA           | PE              | mA-6E1    | 12-4204-82   | eBioscience      | 200      |
| FOXP3         | FITC            | FJK-16s   | 11-5773-82   | eBioscience      | 100      |
| CCL5          | PE              | 2E9/CCL5  | 149104       | Biolegend        | 200      |
| TNF           | APC             | MP6-XT22  | 506308       | Biolegend        | 100      |
| IFN- $\gamma$ | Spark NIR 685   | XMG1.2    | 505862       | Biolegend        | 100      |

**Data file S1. (separate file)**

Raw data file.

How the deposited data were processed for this re-analysis (not part of the article)

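RNA of whole colon was measured in 3 control mice, 3 non-transferred *Tfam* fl/fl*Cd4* Cre mice and 5 *Tfam* fl/fl*Cd4* Cre mice that had received CD4 T cells. The sample labels number the libraries of each group and name no animal, so p-values measure the spread between these samples. The authors aligned the reads to GRCm39, sorted them with SAMtools (1.13), counted them per gene with HTSeq (1.99.2) and divided the counts of each library by 1 factor. The submitters' processing notes name HISAT2 (2.2.1) and DESeq2 (1.40.2), and the paper's methods name another version of DESeq2 and do not describe the division. Size factors that DESeq2 gave for the recovered reads were 0.72% to 1.67% above the factors in the deposited values. The paper names HISAT2 or STAR as the aligner and either of a pair of sequencing platforms, and its text does not name which libraries each was used for, so a difference between them could not be checked. The annotation release and the strand setting of the counter are not given in the sources used here, so antisense and overlapping genes are uncertain. The deposited signal values are these normalized counts, in 1 table of 22836 genes and 11 libraries. A single factor scales all genes of a library alike, so a change in the makeup of the tissue stays in the values.

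All values of a library were whole multiples of 1 step within 0.05 (100% of values), which gave back the reads: 18214741 to 19178986 in genes per library, with 1 read worth 0.913 to 1.10 normalized counts. At this depth a gene with 10 normalized counts rests on about 10 reads, and its counting error is large beside that of the abundant genes. Gene names, coordinates, lengths and GC content came from a GENCODE annotation of the same genome build, GRCm39, which held 99.2% of the gene identifiers. No pair of libraries differed by so little that they were counted as 1 sample.

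The main test was limma (3.58.1, R 4.3.3) on log2(normalized count + 1) with a variance trend, for genes with a mean of at least 10 normalized counts over all libraries, with all 3 groups in 1 fit and Benjamini-Hochberg adjusted p under 0.05. The paper calls genes with DESeq2 at an unadjusted p under 0.05 and a log2 fold change over 0.6. This threshold was run with limma as an alternative, and with DESeq2 as 1 added after the data were examined. Gene lists of pathways and cell types, 41 in all, fixed before the data were examined and drawn up from general knowledge, so that they can differ from those of the databases the paper used, were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. A list's change is given as the median log2 fold change of its measured members. Some members are also drawn in Fig. 6B, such as *Tns1*, *Flnc* and *Cdh13* (actin and adhesion) and *Jam3*, *Mpdz* and *Ocln* (tight junctions). That figure shows colon sequencing of the same experiment, so the tests of these lists are not independent of the genes the paper shows. Genes were named by a rule set beforehand: *Tfam* and *Cd4*, genes the paper names for the colon, the 8 largest rises and 8 largest falls among called genes with at least 50 normalized counts in the higher group and no overlap between groups, and up to 4 members of each list described with the smallest adjusted p. List members named because few of their list shared their direction (such as *Irf7*, *Il15*, *Cldn2* and *Cdhr2*) were chosen after their values were seen. Some genes that the rule takes are not reported here.

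The tests were tried on simulated data first. Of 50 genes changed 2-fold, 52% were called between *Tfam* fl/fl*Cd4* Cre and control colon, 56% between transferred and non-transferred and 66% between transferred and control, and of 50 changed 4-fold 98% or more in each. In the simulation 16581 of 16781 genes were unchanged, whereas 7641 were called between *Tfam* fl/fl*Cd4* Cre and control colon in the real data. The adjustment of p depends on this share, so these rates need not hold for the real data. The alternatives were other pseudocounts (0.5 and 10), no filter or a mean of at least 50, quantile normalization, TMM scaling, edgeR (4.0.16) and DESeq2 (1.42.0) on the recovered reads, only the 2 groups compared, no variance trend, the replicate number as a block, the paper's threshold, an estimated correlation in the list tests, and each library left out in turn. Distances between libraries were Euclidean over all tested genes. The share of genes that returned towards control was set beside 100 simulated experiments with no effect of the transfer. The 16S sequencing, cytometry and regulatory T cell transfer of the paper were not analysed here.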

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

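The tests of GC content in the actin list, of the stretch of colon and of the class II genes were chosen after the list medians had been seen, and before their own values were.

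In *Tfam* fl/fl*Cd4* Cre colon, 26 of 33 actin and adhesion genes were lower than in control colon, with a median log2 fold change of -1.35. Against genes matched on GC content and length the median was -1.14, which argues against such a bias as the whole source. Smooth muscle markers fell further (median -2.62), as did those of enteric neurons and glia (-2.36), so a smaller share of muscle wall in the sampled pieces may account for the fall and stays open. By histology, the paper reports a thickened muscular layer in *Tfam* fl/fl*Cd4* Cre colon, opposite in direction to the fall of the muscle markers. How much of the wall the sampled pieces held was not measured. Another stretch of colon cannot be told apart, since 3 of its 7 marker genes were measured (median -1.62). A change of the wall that comes with the genotype also stays open, as untested.

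In the same colons, 26 of 36 IgA network genes were higher (median log2 fold change 2.00). Class II genes alone are argued against, since 17 of the other 27 members rose, with a median of 1.55. B cell markers had a median of 2.33, above the list, so lymphoid follicles caught in the pieces may contribute and stay open. The mean of the B cell markers, set against that of control colon, was 1.07 in control replicate 1 and -0.71 in transferred replicate 2. The genotype stays open as the biological explanation, as untested.

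Inflammation genes had a median log2 fold change of 2.93 between *Tfam* fl/fl*Cd4* Cre and control colon, and of 2.86 against genes matched on GC content and length, which argues against such a bias. No other technical explanation was tested for this list, and the genotype stays open.

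The 10 splits of the *Tfam* fl/fl*Cd4* Cre and control libraries are too few for a share under 0.05; the real 1 called 7641 genes and the highest of the others 0. Between transferred and non-transferred colon chance can be excluded, with 5240 genes in the real split and 350 in the highest of the other splits (1 of 56 as large). Between transferred and control colon chance cannot be excluded, since 3 of 56 splits, the real 1 included, called at least 268 genes. The highest of the others called 1568 and set the controls with transferred replicates 2 and 5 against replicates 1, 3 and 4, which points to a structure of the samples.

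A single library lay far from the other transferred libraries in 3 of 88 measures, where chance gives about 4.4. The mean of the mucus genes, set against that of control colon, was -0.32 in replicate 5 and 0.61 to 0.88 in the others. The log2 value of the mucin gene *Muc2* was 15.44 in replicate 5 and 17.87 to 18.79 in the others. Another stretch of colon cannot be told apart for replicate 5, since 3 of the 7 marker genes were measured. Replicate 5 was the lowest transferred library in each. It had 4.4 normalized counts against 20.1 to 26.7 in the others for *Hoxa13*, 35 against 49.5 to 83.5 for *Hoxd11* and 129.2 against 132.3 to 209.3 for *Hoxd10*. *Car3*, a carbonic anhydrase, was at 11.81 in replicate 1 and at 10.25 to 10.62 in the others.

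Lists that the paper does not discuss were higher in *Tfam* fl/fl*Cd4* Cre than in control colon. The median log2 fold change was 5.57 for neutrophil markers, 1.51 for macrophage markers, 2.17 for dendritic cell markers (5 of 7 rose, *Cd209a* fell), 0.92 for genes of the unfolded protein response and 0.68 for proliferation genes. None of these lists was called with an estimated correlation (adjusted p = 0.279 with an estimated correlation for neutrophil markers and the unfolded protein response, 0.29 for macrophage markers and 0.429 for dendritic cell markers and proliferation), and the call of the dendritic cell markers was lost without control replicate 1 or *Tfam* fl/fl*Cd4* Cre replicate 1 (adjusted p = 0.0578 and 0.0708).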

How the results depend on the processing

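All alternatives were set before the data were examined, except DESeq2 at the paper's threshold, chosen after the data were seen. The counts between *Tfam* fl/fl*Cd4* Cre and control colon stayed within 1.5 times of 7641 in every alternative run (5955 to 8415; 6029 to 7972 over single libraries left out). Between transferred and non-transferred colon they did so except without non-transferred replicate 3 or 4 (3078 and 3336; 3078 to 5267 over single libraries left out), and the opposite calls (4863) ranged from 3782 at the paper's threshold to 4957 with no filter, with 2940 and 3197 without the same libraries (2940 to 4744 over single libraries left out). The count between transferred and control colon, 268, was 177 with edgeR, 1236 with DESeq2, 23 with only both groups compared, 145 with no trend, 1663 with limma and 1823 with DESeq2 at the paper's threshold and 11 to 831 over single libraries left out. The ratio of the distances to *Tfam* fl/fl*Cd4* Cre and to control libraries was 1.37, 2.04 with 1 minus the Spearman correlation, which is on another scale, and 1.22 to 1.49 over single libraries left out. With an estimated correlation the number of lists called was 0 in each comparison, against 28, 23 and 26. Apart from fewer libraries or genes, the cause was not tested.

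Equal replicate numbers did not clearly pair the libraries: of 8 same-numbered pairs, 3 had a correlation over 0.1 (lowest -0.10, highest 0.39), and 4 of 10 libraries were closest to their own number. The highest correlation of all pairs was that of control and transferred replicate 1, and the median of the other pairs was -0.04. Some shared structure by number is therefore not excluded. With a replicate block, the counts were 6875, 5039 and 930, and the calls of tight junctions after transfer and of dendritic cell markers in *Tfam* fl/fl*Cd4* Cre colon were lost (adjusted p = 0.115 and 0.0541), as was that of macrophage markers after transfer (0.0736). Adherens junctions and desmosomes were called higher in *Tfam* fl/fl*Cd4* Cre colon and lower after transfer (adjusted p = 0.0431 and 0.00791, against 0.151 and 0.11 and, with an estimated correlation, 0.672 and 0.656 without the block).

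Some directions turned, none of them called in the alternative. The regulatory T cell list did so with a mean of at least 50, where fewer genes are tested (-0.093 in *Tfam* fl/fl*Cd4* Cre and -0.229 in transferred colon against control, from 2.07 and 0.84). After transfer, the arrest list was at -0.002 with a replicate block, the mucus list at 0.07 with edgeR, 0.062 with DESeq2 and 0.163 with a replicate block (-0.287 to 0.126 over single libraries left out), *Muc2* at 0.133, 0.122 and 0.497 (-0.454 to 0.384), and *Cldn1* and *Cdkn1a* at -0.192 and 0.023 with quantile normalization (*Cdkn1a* -0.272 to 0.203). Between *Tfam* fl/fl*Cd4* Cre and control colon, *Cldn1* was at -0.129 with a replicate block and *Cdkn1a* at -0.342 to 0.133 over single libraries left out.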

Differences from the paper's values

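The paper's values for *Tnf* and *Ifng*, and its statements on the RNA of *Tjp1* and *Ocln* from fig. S1D, come from qPCR, and the values here from sequencing. The legend of fig. S1 gives 12-month-old mice, and per the paper the mice of this series were about 10 months old. The groups compared thus differ in age as well as in method, and the source of the differences was not tested. For *Tnf*, the paper's fold of *Tfam* fl/fl*Cd4* Cre over control colon is about 7 in fig. S1C, read by eye, and the fold here was 16.9. For *Ifng*, the paper's fold is about 12 in fig. S1C, read by eye, and the value here was at least 61.0-fold higher (39.3 and 40.3 without control replicate 1 and 2). The *Tnf* difference held in every alternative set before the data were examined. That of *Ifng* held over single libraries left out. In the other alternatives in which *Ifng* was tested its bound could not move, since it rests on the reads and their floor alone.

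The paper states that *Tjp1* is reduced in *Tfam* fl/fl*Cd4* Cre colon, and here its log2 fold change was 0.34 (adjusted p = 0.0689 from limma), while *Ocln*, which the paper also states as reduced, fell by 0.72. *Ocln* is drawn as lower in the sequencing of Fig. 6B as well. The paper also reports reduced immunofluorescence staining of ZO-1 and occludin, the proteins of these genes, which were not measured here. The *Tjp1* fold was about 0.9 in fig. S1D, read by eye and from older mice, and 1.27 here. The paper states an overall reduction of junction genes, and the tight junction list here held 13 genes that fell and 2 that rose (4 without transferred replicate 5), with no call for the list (adjusted p = 0.167), while the list of adherens junctions and desmosomes held 7 that rose (4 without *Tfam* fl/fl*Cd4* Cre replicate 3 or 4) and 3 that fell. The genes drawn in Fig. 6B for tight junctions (13 of 13) and adherens junctions (32 of 32) had the direction drawn there, and so had the 28 adherens junction genes of fig. S9L, all of them drawn as higher in *Tfam* fl/fl*Cd4* Cre colon. Both panels show colon sequencing of the CD4 T cell transfer, the experiment of these libraries. Equal directions are thus no separate test of the paper's statements or of the lists.

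The paper states that fibrosis genes were enriched in *Tfam* fl/fl*Cd4* Cre colon and lower after transfer. Of the fibrosis list here 9 rose and 22 fell, and after transfer 19 rose (11 without non-transferred replicate 4) and 10 fell, whereas 11 of the 12 genes drawn in Fig. 6B had the direction drawn there. The other was *Tgfb1i1*, drawn as higher under fibrosis and lower under adherens junctions, with a log2 fold change of -2.53. The paper states an enrichment of senescence, and here the secreted factors were higher while the arrest list was not called (adjusted p = 0.406). The list of secreted factors shares members with the inflammation list. The 31 genes drawn in Fig. 6B for senescence all had the direction drawn there. For fibrosis and senescence too, the drawn genes come from the same experiment, so their directions are no separate test.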

Other observations

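Genes of fatty acid oxidation were lower in *Tfam* fl/fl*Cd4* Cre than in control colon. Of 16 genes, 13 fell and 1, *Acadl*, rose (15 and 1 when adjusted over the list alone), with a median log2 fold change of -0.86 (camera, adjusted p = 3.1e-05; adjusted p = 0.343 with an estimated correlation). *Ehhadh*, an enzyme of peroxisomal fatty acid oxidation, fell by 1.79 on the log2 scale and *Acaa2*, a thiolase, by 1.36. After transfer 10 rose and *Acadl* fell (14 and 1 when adjusted over the list alone; camera, adjusted p = 6.8e-05, and adjusted p = 0.458 with an estimated correlation), with *Ehhadh* at 1.31. All 11 fat cell markers fell in *Tfam* fl/fl*Cd4* Cre colon (median -2.90) and rose after transfer (median 2.21; adjusted p = 9.13e-06 and 4.24e-07, and adjusted p = 0.279 and 0.341 with an estimated correlation). Of 12 markers of colonocytes, the absorptive cells of the colon, 7 fell and 3 rose (8 and 3 when adjusted over the list alone; 1 rose without *Tfam* fl/fl*Cd4* Cre replicate 4), among them the chloride and bicarbonate exchanger *Slc26a3* at -3.78 and *Guca2a* at -2.27 (list adjusted p = 0.097, and 0.048 without *Tfam* fl/fl*Cd4* Cre replicate 4; adjusted p = 0.566 with an estimated correlation). After transfer, 6 of the colonocyte markers rose and none fell (6 and 1 when adjusted over the list alone; 3 rose without non-transferred replicate 3 or transferred replicate 2), with a median of 0.87 (list adjusted p = 0.0601; adjusted p = 0.577 with an estimated correlation). Without non-transferred replicate 4 or transferred replicate 1, 3 or 4 this list was called (adjusted p = 0.0179, 0.0411, 0.0459 and 0.0493). The list was also called with no filter, a mean of at least 50 and quantile normalization (adjusted p = 0.0424, 0.0371 and 0.0198 from camera).

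Of 18 genes of the unfolded protein response, 16 rose in *Tfam* fl/fl*Cd4* Cre colon and 10 fell after transfer (16 rose and 1 fell, and 13 fell, when adjusted over the list alone). The chaperone genes *Hsp90b1* and *Hspa5* had log2 fold changes of 0.95 (standard error 0.12) and 1.26 (standard error 0.16) in *Tfam* fl/fl*Cd4* Cre colon and of -0.59 and -0.60 after transfer. Without non-transferred replicate 3 or 4, 4 and 5 of the genes fell after transfer, and *Hspa5* was not called (adjusted p = 0.0503 and 0.0507). Plasma cell markers, whose cells express these chaperones abundantly, had a median of 2.05 in *Tfam* fl/fl*Cd4* Cre colon. The list tests gave adjusted p = 3.88e-06 and 9.55e-05 (adjusted p = 0.279 and 0.341 with an estimated correlation).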
